# The hypolipidemic effect of MI-883, the combined CAR agonist/ PXR antagonist, in diet-induced hypercholesterolemia model

**DOI:** 10.1038/s41467-025-56642-y

**Published:** 2025-02-06

**Authors:** Jan Dusek, Ivana Mejdrová, Klára Dohnalová, Tomas Smutny, Karel Chalupsky, Maria Krutakova, Josef Skoda, Azam Rashidian, Ivona Pavkova, Kryštof Škach, Jana Hricová, Michaela Chocholouskova, Lucie Smutna, Rajamanikkam Kamaraj, Miloš Hroch, Martin Leníček, Stanislav Mičuda, Dirk Pijnenburg, Rinie van Beuningen, Michal Holčapek, Libor Vítek, Magnus Ingelman-Sundberg, Oliver Burk, Thales Kronenberger, Radim Nencka, Petr Pavek

**Keywords:** Receptor pharmacology, Preclinical research, Transcriptional regulatory elements, Translational research

## Abstract

Constitutive androstane receptor (CAR) and pregnane X receptor (PXR) are closely related nuclear receptors with overlapping regulatory functions in xenobiotic clearance but distinct roles in endobiotic metabolism. Car activation has been demonstrated to ameliorate hypercholesterolemia by regulating cholesterol metabolism and bile acid elimination, whereas PXR activation is associated with hypercholesterolemia and liver steatosis. Here we show a human CAR agonist/PXR antagonist, MI-883, which effectively regulates genes related to xenobiotic metabolism and cholesterol/bile acid homeostasis by leveraging CAR and PXR interactions in gene regulation. Through comprehensive analyses utilizing lipidomics, bile acid metabolomics, and transcriptomics in humanized PXR-CAR-CYP3A4/3A7 mice fed high-fat and high-cholesterol diets, we demonstrate that MI-883 significantly reduces plasma cholesterol levels and enhances fecal bile acid excretion. This work paves the way for the development of ligands targeting multiple xenobiotic nuclear receptors. Such ligands hold the potential for precise modulation of liver metabolism, offering new therapeutic strategies for metabolic disorders.

## Abstract (web summary)

CAR and PXR receptors are known to regulate metabolism, however, there is no dual human ligand suitable for therapy. Here, the authors show a CAR agonist/PXR antagonist, MI-883, which regulates cholesterol/bile acid homeostasis by leveraging CAR and PXR activations in plasma cholesterol regulation.

## Introduction

The pregnane X receptor (PXR) and constitutive androstane receptor (CAR) are related xenobiotic-sensitive nuclear receptors belonging to the NR1I group. They were originally characterized as regulators of xenobiotic clearance^1,2^. Later, their critical roles in various liver functions, including bile acid, cholesterol, bilirubin, lipid, and glucose metabolism and disposition, emerged^1,3,4^. The human CAR exhibits unique properties, including high constitutive activity and the ability for both direct and indirect activation^4,5^. In contrast, PXR is activated mainly in a ligand-dependent manner with numerous diverse structural ligands^4^. Both CAR and PXR have been suggested to regulate cholesterol and bile acid homeostasis; however, recent compelling data indicate that CAR and PXR ligands have opposing effects on plasma cholesterol levels under nutritional stress^3,6,7^.

There is ample evidence for a significant impact of murine Car activation on hypercholesterolemia and cholesterol homeostasis in various animal models of hypercholesterolemia; however, clinical data are lacking, as there is no known CAR ligand for human therapy. In mice, Car activation by TCPOBOP, the prototype murine Car ligand, has been shown to prevent elevated liver and serum cholesterol concentrations caused by a diet containing 1% cholesterol, due to increased bile acid synthesis, metabolism, and excretion, and upregulated removal of low-density lipoprotein (LDL)^8^. In another study, the authors showed that Car activation promoted the final step of reverse cholesterol transport (transport of ^3^H-cholesteryl esters from HDL to feces) by 50% and reduced the total and hepatic cholesterol accumulation in hypercholesterolemic genetic *Ldlr*^–/–^ and *ApoE*^–/–^ mouse models^9^. Mechanistically, Car activation with TCPOBOP increased fecal excretion of ^3^H-labeled bile acids, mainly muricholic acid (MCA) and deoxycholic acid (DCA), by ~40%, but did not stimulate fecal excretion of neutral sterols. This was mainly due to the increased synthesis of bile acids (BAs), sulfate conjugation, and BA excretion into bile, but decreased BA reabsorption due to the suppression of the ileal apical sodium-dependent bile acid transporter (Asbt) and decreased cholesterol excretion into bile via downregulation of Abcg5/8 transporters^9^. In parallel, TCPOBOP decreased cholesterol content both in the liver (by 25%) and in the whole body by nearly 50% after 2 months^9^, and suppressed atherosclerotic lesions in the aortic valves in TCPOBOP-treated *Ldlr* ^–/–^ mice by 60% (*P* < 0.001)^10^.

Recent systematic clinical studies provide convincing mechanistic evidence for PXR-induced hypercholesterolemia in humans^6,11^. PXR activation elevates plasma LDL cholesterol (LDL-C) levels, triggers the nuclear accumulation of active SREBP2 protein (a master regulator of the cholesterol synthesis), and activates the SREBP2-INSIG1-HMGCR axis. It also increases circulating proprotein convertase subtilisin/kexin type 9 (PCSK9) protein and Niemann-Pick C1-like 1 (NPC1L1)/Npc1l1 expression in the intestine in PXR^fl/fl^ mice, stimulating cholesterol synthesis^6,11,12^. Consistently, genetic association studies support the link between *NR1I2* gene polymorphisms and plasma LDL-C levels^13^.

Animal studies have shown that Pxr ablation leads to a significant reduction in plasma cholesterol and atherosclerosis^14,15^. In animal genetic hypercholesterolemic/proatherogenic models, PCN (pregnenolone 16α-carbonitrile) has been found to elevate total cholesterol levels and accelerate atherosclerosis in *ApoE*^–/–^ mice^16^. It also increases plasma total cholesterol and VLDL concentrations while decreasing HDL levels in both ApoE3-Leiden (E3L) and ApoE3-Leiden.CETP mice^17^. Furthermore, certain animal studies suggest that PXR activation with quetiapine and efavirenz can induce hypercholesterolemia and liver steatosis through upregulation of the squalene epoxidase gene (*Sqle)*^12,18^. Collectively, these results suggest that parallel activation of the CAR receptor, combined with the inhibition of PXR, could be a promising therapeutic intervention for hypercholesterolemia.

In this study, we introduce MI-883, a compound exhibiting notable PXR antagonist/inverse agonist activities, derived from our library of novel human CAR agonists^19^. This discovery led us to investigate whether MI-883, acting as a CAR agonist while antagonizing PXR, could elicit combined effects on cholesterol and bile acid homeostasis. Our proof-of-concept studies were conducted in humanized PXR-CAR-CYP3A4/3A7 mice with diet-induced hypercholesterolemia.

We demonstrate the specificity, stability, safety, and favorable pharmacokinetic properties of MI-883. Extensive characterization in humanized PXR-CAR-CYP3A4/3A7 mice revealed a significant reduction in plasma cholesterol levels following treatment with MI-883 in animals subjected to high-fat or high-cholesterol diets. Furthermore, employing mechanistic studies in primary human hepatocytes and PXR/CAR-ablated HepaRG cells, along with BA metabolomics, transcriptomic, and biochemistry analyses, we elucidated the detailed impact of MI-883 on cholesterol homeostasis.

Thus, this study demonstrates the translational development of the first potent combined agonist/antagonist targeting nuclear receptors within the NR1I group and highlights its potential application in the treatment of hypercholesterolemia.

## Results

### MI-883 as a dual CAR/PXR ligand

The compound MI-883 (2-chloro-5-((4-(2-(4-chlorophenyl)-7-fluoroimidazo[1,2-*a*]pyridin-3-yl)-1*H*-1,2,3-triazol-1-yl)methyl)benzamide) (Fig. 1a) is a fluorinated derivative of compound 39 recently proposed by our team^19^. The specific fluorination protects the pyridine ring of the compound from hydroxylation and significantly extends the metabolic stability and biological half-life of MI-883 in comparison with compound 39^19^ and the prototype CAR agonist CITCO (6-(4-chlorophenyl)imidazo[2,1-*b*][1,3]thiazole-5-carbaldehyde-*O*-(3,4-dichlorobenzyl)oxime) in human and mouse liver S9 fractions (Supplementary Fig. 1, Table S1). Importantly, the fluorination does not interfere with the activation of the human CAR receptor.

**Fig. 1:**
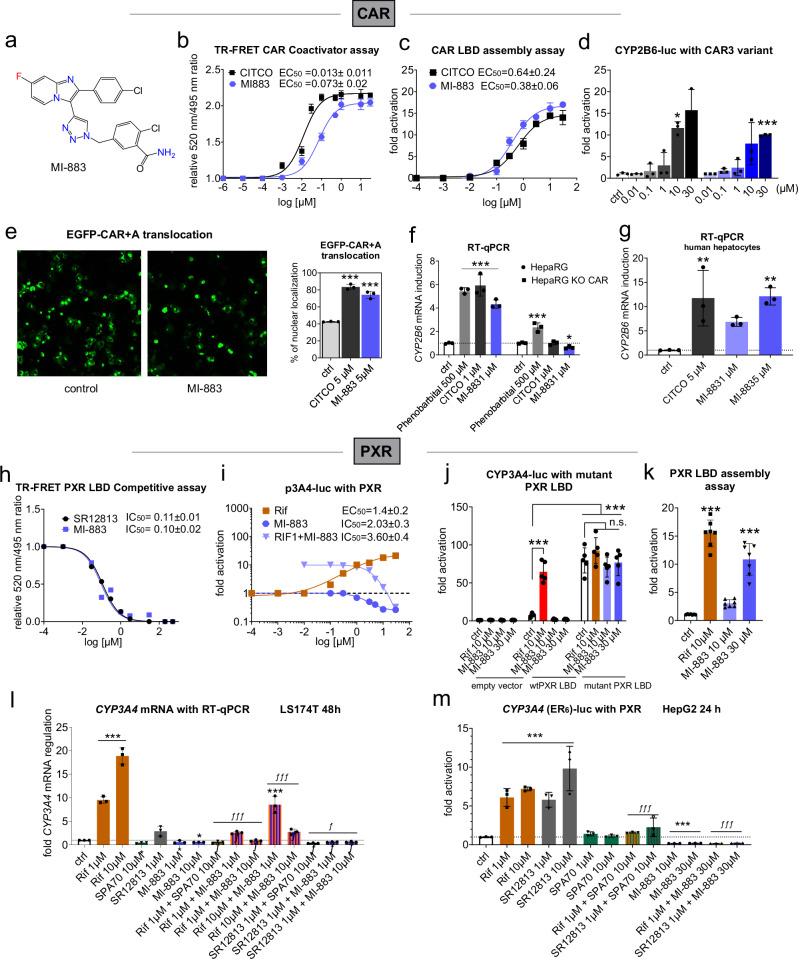
MI-883 is a CAR agonist and PXR antagonist/inverse agonist. **a** Formula of compound MI-883. **b** MI-883 interacts with the recombinant human CAR LBD in the TR-FRET CAR coactivation assay (*n* = 3). **c** MI-883 activates human CAR in the CAR LBD assembly assay (*n* = 3). **d** MI-883 activates the CAR3 variant in the luciferase gene reporter assay with an expression vector for human CAR variant 3 (XM_005245697.4) in HepG2 cells treated with CITCO or MI-883 for 24 h (*n* = 3). **e** MI-883 stimulates EGFP-CAR+A fusion protein cytoplasm-nucleus translocation in COS-1 cells (magnification 40×)(*n* = 3). **f** MI-883 significantly induces *CYP2B6* mRNA in HepaRG and **g** primary human hepatocytes, but not in HepaRG KO CAR cells as determined using RT-qPCR expression analysis. **h** MI-883 inhibits the binding of a fluorescent probe to the PXR LBD in TR-FRET PXR LBD Competitive assay. **i** MI-883 inhibits activation of *CYP3A4* gene promoter-based luciferase construct (CYP3A4-luc) in the absence and presence of rifampicin in luciferase reporter gene assay performed in HepG2 cells treated with rifampicin (Rif) and MI-883 for 24 h (*n* = 3). **j** MI-883 does not activate PXR LBP with mutations (S208W/S247W/C284W, mutant PXR LBD) in luciferase reporter gene assay with a *CYP3A4* gene promoter-based luciferase construct in HepG2 cells treated with rifampicin (RIF) and MI-883 for 24 h (*n* = 5). ***P value < 0.001; statistically significant effects *vs*. wtPXR LBD control (ctrl) sample. *n.s*. not statistically significant. **k** MI-883 stimulates PXR LBD assembly with a fusion protein of GAL4 and helix 1 (residues 132–188) and a fusion protein of VP16 and helix 2-12 part (residues 189-434 of PXR-LBD) in HepG2 cells (*n* = 7). **l** MI-883 suppresses rifampicin- and SR12813-mediated *CYP3A4* mRNA induction and basal *CYP3A4* mRNA expression in LS174T cells. **m** The PXR-responsive CYP3A4(pER6)-luc luciferase reporter construct is inhibited by MI-883 in the presence or absence of PXR ligands rifampicin (Rif) and SR12813 in transiently transfected HepG2 cells treated for 24 h. *^ƒ^*P* value < 0^.^05; ** *P* < 0.01; ***^ƒƒƒ^ *P* < 0.001; statistically significant effects *vs*. control (ctrl, *) or *vs*. PXR ligand-mediated effect (^ƒ^) (ANOVA with multiple comparisons). All experiments are biological triplicates (*n* ≥ 3) each done in technical triplicates. Data represent means ± S.D.

MI-883 displayed high potency (EC_50_ = 73 ± 20 nM) in TR-FRET CAR coactivator assay with recombinant CAR ligand binding domain (LBD) (Fig. 1b). It significantly stimulates CAR LBD assembly (Fig. 1c), CAR3 variant activation (Fig. 1d), and the translocation of EGFR-CAR+A hybrid protein into nucleus, which is an initial step of CAR activation (Fig. 1e). MI-883 significantly upregulated *CYP2B6* mRNA in HepaRG and primary human hepatocytes (PHH), but not in HepaRG KO CAR cells with ablated CAR expression (Fig. 1f, g).

In TR-FRET PXR LBD Competitive binding assay, MI-883 competes with fluorophore binding to recombinant PXR LBD with IC50 = 0.10 ± 0.02 µM (Fig. 1h). In transient transfection luciferase reporter assays, MI-883 significantly suppressed both basal (IC_50_ = 2.03 ± 0.3 µM) and rifampicin-induced PXR activation (IC_50_ = 3.60 ± 0.4 µM) in HepG2 cells (Fig. 1i) or PXR-overexpressing H-P cells^20^ (Supplementary Fig. 2). The failure of MI-883 to inhibit the high constitutive activity of the ligand binding pocket (LBP)-obstructed mutant of PXR (mutant PXR LBP) suggests that MI-883 binds directly to the LBP, which is further supported by the stimulation of the PXR-LBD assembly. Altogether, these data suggest that MI-883 exerts PXR inhibition through interaction with LBP (Fig. 1j, k).

Additionally, treatment of cells with MI-883 results in significant *CYP3A4* mRNA downregulation (*P* value 0.0302 for 10 μM, CI 0.05282 to 0.8072, ANOVA with Dunnett’s test), pER6-luc luciferase construct inhibition below the control (basal) expression (*P* value < 0.0001, ANOVA with Dunnett’s test), and significant suppression of PXR ligand activity (ANOVA with Tukey’s test)(Fig. 1l, m). MI-883 has very similar activity in inhibiting PXR as the SPA70 PXR antagonist in the assays^21^.

### Pharmacokinetic properties of MI-883 and preclinical toxicity testing

In the pharmacokinetic study involving C57BL/6N mice, MI-883 demonstrated a biological half-life of 217 min following intraperitoneal application and 170 min following peroral application at a dosage of 10 mg/kg (Supplementary Fig. 3, Table S2). MI-883 is significantly distributed into the liver, but not the brain and it has been excreted mainly via bile (Supplementary Fig. 3b, c). Finally, we found that MI-883 is a weak inhibitor of CYP3A4 activity but does not suppress CYP2B6 activity (Supplementary Fig. 3d, e). We observed no other interactions with other tested nuclear receptors in reporter gene assays with MI-883 (Supplementary Fig. 4).

MI-883 is not genotoxic in the reverse-mutation *Salmonella typhimurium* Ames test (Supplementary, Chapter 17, 20). In the NOAEL/Repeated dose 28-day oral toxicity study in Rats (OECD Guideline No. 407) we observed no toxicity of the compound up to 10 mg/kg (Supplementary, Chapter 18).

### MI-883 stabilizes wild-type CAR but displays distinct PXR binding modes

Molecular dynamics (MD) simulations propose a U-shaped conformation of MI-883 within the wtCAR-LBD, similar to CITCO (Fig. 2a, b), which is stabilized by a set of hydrophobic (residues F161 and Y224, ~100% of the analyzed trajectory), π-mediated (H203 imidazole ring, ~85-100%, Fig. 2c), and the polar interactions (H203, ~50–60%, Fig. 2d), shared by both ligands. CITCO and MI-883 also share similar agonistic structural features, such as the calculated distance between H12 and H3 (~12 Å), as well as hydrogen bonds between K195 and S348 (Fig. 2e, f).

**Fig. 2:**
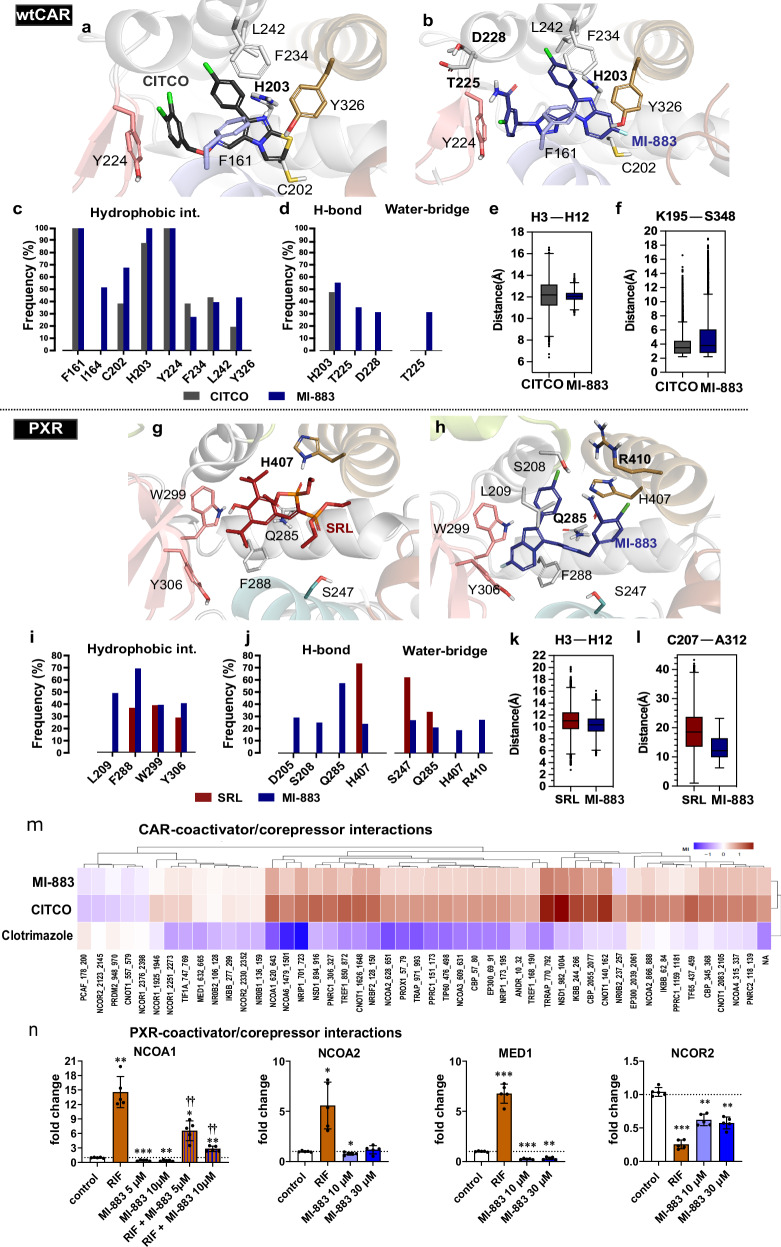
Molecular dynamics (MD) simulations analysis of wtCAR-LBD complexed with CITCO and MI-883, and PXR-LBD complexed with SR12813 and MI-883. **a**, **b** Proposed binding mode of CITCO and MI-883 in the LBD of wtCAR represented by the most populated cluster conformation from the MD simulations, performed using hierarchical clustering of the backbone atoms from the aligned trajectory. Residues performing H-bond are labeled in bold. **c** Protein–ligand hydrophobic interactions include: π−π contacts and hydrophobic interactions. **d** Protein–ligand hydrogen bond (H-bond) and water-mediated interactions. Each simulation replica runs for 1 microsecond (μs) (5 independent replicas were conducted). **e** Distance between Helix3 (H3, center of mass of residues 157-178) and Helix12 (H12, center of mass of residues 341-348) in CAR-CITCO and CAR-MI 883. Boxplots span from 25% to 75% quartiles (IQR: 25–75%); the black line is the median. Minimum and maximum are the smallest and the largest data points, respectively. Whiskers are the data within 1.5*IQ. Outliers are indicated with diamonds. Distances were monitored each ns, i.e., there are: ∼5000 individual datapoints for each ligand. Full data is available in Zenodo repository. **f** Distance between K195 (side chain) and S348 (oxygen atoms). **g**, **h** A representative snapshot of PXR-LBP with SR12813 and MI-883. **i** Protein–ligand hydrophobic interactions include: π−π contacts and hydrophobic interactions. **j** Protein–ligand H-bond and water-mediated interaction. **k** Box plot represents the distribution of the distance between the center of mass of Helix3 (H3, residues 240–260) and Helix 12 (H12, residues 423–430). **l** Cα–Cα distance between C207 (of H2′) and A312 (of β4-H6 loop). **m** Heatmap of MARCoNI array data indicating interactions of human CAR with coactivators and corepressors in the presence of CITCO, MI-883, and clotrimazole, an inverse agonist (all at 100 μM). Modulation index (MI) is the log_10_-transformed relative binding value, which is calculated by the compound’s binding value, relative to the vehicle control. red color -stimulated interaction, blue color -release of interaction. **n** Mammalian two-hybrid assays for PXR/coactivator NCOA1, NCOA2, and MED1 recruitment and PXR/corepressor NCOR2 release. Transfected cells were treated with vehicle or 10 µM rifampicin (RIF) and/or the indicated concentrations of MI-883 for 24 h (*n* = 5). *P value < 0.05; ** ††*P* value < 0.01; ***P value < 0.001; statistically significant effects *vs*. control (*) or *vs*. rifampicin-mediated effect (†) (ANOVA). Data represent means ± S.D.

The suggested binding mode of MI-883 in PXR-LBD (Fig. 2g, h), in comparison to SR12813, is supported by the orientation of its 7-fluoroimidazo[1,2-*a*]pyridine moiety into the hydrophobic subpocket. MI-883 is stabilized there through hydrophobic interactions with W299 and Y306 (~40%), while this hydrophobic interaction rises to ~70% with F288. We further observed that only 24% of direct H-bond interactions involve H407 (Fig. 2j), the critical residue for ligand binding^22,23^. Overall, both ligands are stabilized by the highly similar hydrophobic interaction profile, whereas MI-883 shows additional polar interactions (*see* Supplementary, Chapter 8.1.). In NRs, αAF-2 (part of H3, H4, and H12) forms a suitable platform for the coregulators binding on the LBD surface^24^. Surprisingly, in the presence of MI-883, the distance between H12 and H3 is slightly decreased (median of 10.3 Å) compared to SR12813 (median values ∼11 Å) (Fig. 2k). Our result also shows that the distance between C207 (on C-terminus of H2′) and A312 (on β4-H6 loop) forming a water channel^25^ is smaller with MI-883 (12.1 Å) than that of PXR/SR12813 (18.6 Å) (Fig. 2l). An earlier study^23^ suggested that the closeness of this channel (smaller distances) could be a characteristic for antagonism binding (Supplementary, Chapter 8.2).

### Interactions of CAR and PXR with coactivators/corepressors by MI-883

MARCoNI nuclear receptor–coregulator interaction profiling revealed that MI-883 attracts several coactivators, including NCOA1, NCOA2, and NCOA3 proteins, in a manner similar to CITCO (Fig. 2m). In contrast, clotrimazole, a CAR inverse agonist, exhibits a nearly opposite pattern by releasing most of the coactivator proteins (see MARCoNI dataset in Supplementary Fig. 9). In cellular experiments with various two-hybrid assays, we confirmed that MI-883 did not recruit nuclear receptor coactivators NCOA1, NCOA2, and MED1 to PXR, but instead disrupted the interaction with the corepressor NCOR2. Additionally, we showed that MI-883 blocked the recruitment of coactivator NCOA1 by agonist rifampicin (Fig. 2n).

### CAR/PXR crosstalk in target gene regulation by MI-883

Next, we analyzed the influence of MI-883 on the dually regulated target genes *CYP3A4* and *CYP2B6* by the closely related CAR/PXR nuclear receptors (Fig. 3a). In differentiated HepaRG, HepaRG KO PXR or HepaRG KO CAR cells, we found that MI-883 suppresses rifampicin-induced and basal *CYP3A4* mRNA expression in a PXR-dependent manner (Fig. 3b). We observed a very similar pattern of *CYP3A4* mRNA regulation in PHH (Fig. 3c). However, we noted more complex regulation for *CYP2B6* mRNA in HepaRG (Fig. 3b) and PHH isolated from two donors (Fig. 3c), suggesting that CAR activation dominates PXR antagonistic activity regulation (Fig. 3b, c). SPA70, a prototype PXR antagonist/inverse agonist, suppressed both rifampicin-induced (antagonist) and basal *CYP3A4* and *CYP2B6* mRNA expression (inverse agonist) similarly to MI-883 in HepaRG cells (Supplementary Fig. 10). Thus, MI-883 exhibits both PXR antagonistic and inverse agonistic activities in regulating these genes. In 3D primary human hepatocyte spheroids from three donors (HJK, AKB, and JEL), MI-883 systematically upregulated *CYP2B6* mRNA but significantly downregulated *CYP3A4* mRNA expression (Fig. 3d). In the livers of hPXR/hCAR/CYP3A mice, we found no significant *CYP3A4* mRNA upregulation after three intraperitoneal (*i.p*.) applications of MI-883 (10 mg/kg) and no significant stimulation of *CYP3A4* mRNA induction by rifampicin (*P* = 0.051, two-way ANOVA, *P* = 0.0002) (Fig. 3e). These results suggest that MI-883 displays the dominant PXR antagonistic effect on *CYP3A4* expression (Fig. 3b–d), while demonstrating a CAR dominant effect on *CYP2B6*/*Cyp2b10* mRNA induction (Fig. 3b–d).

**Fig. 3:**
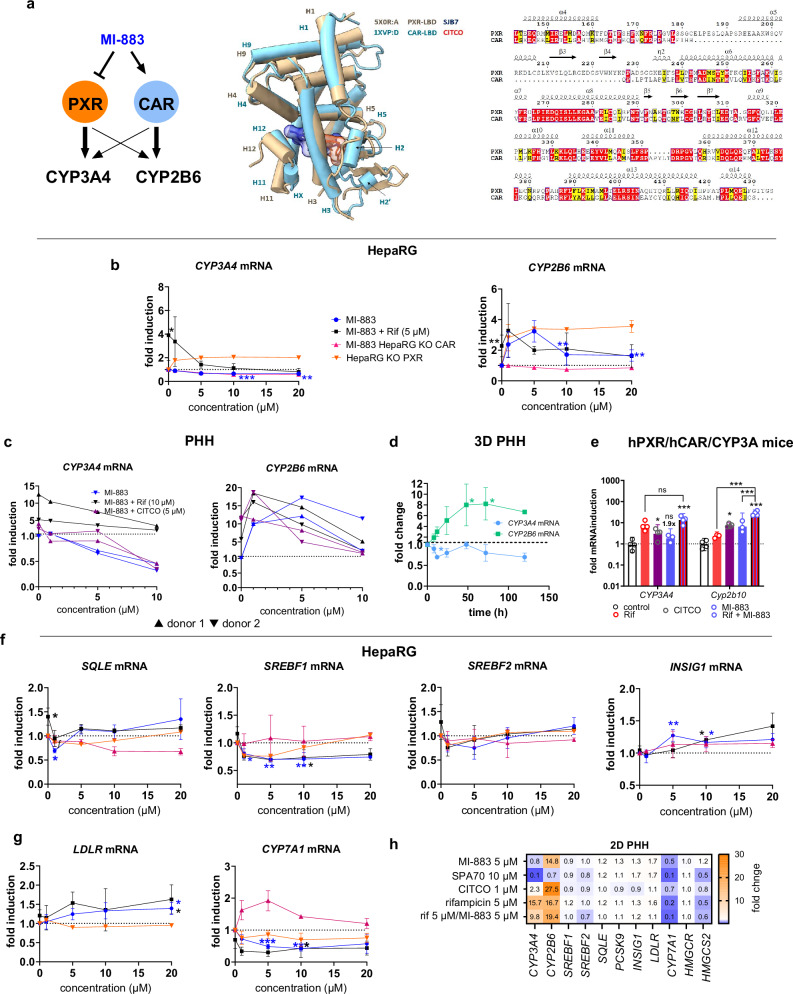
Demonstration of CAR agonistic/PXR antagonistic activities of MI-883 in HepaRG cells, 2D and 3D primary human hepatocytes, and humanized PXR-CAR-CYP3A4/3A7 mice. **a** CAR and PXR superimposition demonstrate the similarity of the related receptors of the NR1I group and their ligand binding domains (LBDs). Induction of *CYP3A4* mRNA and *CYP2B6* mRNA **b** expression in HepaRG, HepaRG KO PXR, HepaRG KO CAR cells or **c** 2D primary human hepatocytes (PHH, Biopredic, two donors) after treatment with MI-883 (range from 1 to 10 or 20 µM) for 24 h. Each analysis in HepaRG cells was done using independent triplicates; data in PHH represent a mean of technical triplicates from each donor. **d** Induction of *CYP3A4* and *CYP2B6* mRNA in 3D human hepatocyte spheroids (3D PHH) from three donors after treatment with MI-883 (5 μM) over 120 h in culture. Data are means±S.D. from 3D hepatocyte cultures from tree donors. **e** Hepatic induction of *CYP3A4* and *Cyp2b10* mRNA in humanized PXR-CAR-CYP3A4/3A7 mice after *i.p*. treatment of randomly assigned animal groups (*n* = 3-4) with the vehicle, rifampicin (Rif, 3×5 mg/kg, every 24 h for 3 days), MI-883 (10 mg/kg every 24 h for 3 days) or their combination. CITCO was applied at 10 mg/kg in two doses after 24 h. Data in bar charts represent means±S.D. **f**, **g** mRNA expression of key genes involved in cholesterol synthesis (*SQLE*), cholesterol metabolism regulation (*SREBF1*, *SREBF2*, *INSIG1*, *LDLR*), and in bile acid synthesis (*CYP7A1*) in HepaRG, HepaRG KO CAR or HepaRG KO PXR cells, and **h** 2D PHHs (OFA donor) after treatment with CITCO (1 μM), SPA70 (10 μM) and MI-883 (5 μM) in the presence or absence of rifampicin 5 μM (rif) for 48 h. All experiments with HepaRG cell line have been done at least in three independent triplicates (*n* = 3). Data represent means ± S.D. *^ƒ^*P* value < 0.05; ***P value < 0.001; statistically significant effects *vs*. control (*) or *vs*. rifampicin-mediated (^ƒ^) effect in HepaRG cells or animals (ANOVA with multiple comparisons). *ns* - nonsignificant.

We also examined if the key genes involved in cholesterol, bile acid synthesis, and lipid regulation are coregulated by MI-883 in HepaRG, HepaRG KO CAR, or HepaRG KO PXR cells. Since the Srebp2 protein, a master regulator of cholesterol homeostasis genes, is reported to be controlled by PXR, we used 24-h treatment intervals to monitor direct PXR-mediated effects. We mainly focused on target genes of PXR regulated by human or mouse ligands (such as *SQLE/Sqle*, *Cyp7A1*, *Srebf1*, *Pcsk9, Ldlr, Hmgcs2* and *Hmgcr* mRNA, Srebp2 protein but not *mRNA*)^11,26^, genes reported to be regulated by SREBP2 (*PCSK9*, *HMGCR*)^6,18,27^, genes/proteins regulated by TCPOBOP in mice with 1% cholesterol diet (*Srebp2*, *Hmgcr*, *Ldlr*, *Insig1*, *Cyp7a1*, *Abcc4* and *Ugt2b34/UGT1A1 mRNA*)^8,26^ and on INSIG1/Insig1 reported as a common PXR and Car target^11,28^.

*SQLE* mRNA was found to be weakly but significantly upregulated by rifampicin (5 μM), and the induction is abrogated by MI-883 at 1 μM (Fig. 3f) and SPA70, but only SPA70 downregulated the basal expression of *SQLE* mRNA in HepaRG cells (Fig. 3f; Supplementary Fig. 10a). In the case of *SREBF1*, a CAR-dependent downregulation of mRNA expression was observed by MI-883 (Fig. 3f). MI-883 had no significant effect on *SREBF2* mRNA expression. However, SREBPs activities are mainly regulated at the post-transcriptional level in Golgi^27^. MI-883 significantly upregulated *INSIG1* mRNA, but likely both receptors are involved in the gene regulation (Fig. 3f).

We observed significant PXR-dependent upregulation of *LDLR* mRNA after treatment with MI-883 suggesting that PXR antagonism is involved in the gene regulation in HepaRG cells (Fig. 3g). Marginal effect of rifampicin on *PCSK9* mRNA (Supplementary Fig. 10b) suggests that PCSK9 gene is rather regulated by mature nuclear Srepb2 through the SRE promoter element than as a direct PXR or CAR target^11,27^. In the case of CYP7A1, the rate-limiting enzyme for bile acid production, PXR agonist rifampicin downregulated *CYP7A1* mRNA. Unexpectedly, we also observed significant downregulation of *CYP7A1* mRNA expression after treatment with MI-883 in the absence and presence of rifampicin (Fig. 3g). MI-883 induced *CYP7A1* mRNA in HepaRG KO CAR cells treated with MI-883. These results suggest that the PXR antagonism activity of MI-883 may upregulate *CYP7A1* mRNA expression in the absence of CAR, but this data needs further mechanistic investigation. In the cases of *ABCC4* and *UGT1A1* genes, they were upregulated by MI-883, indicating the dominant role of activated CAR over PXR inhibition in the gene’s regulation (Supplementary Fig. 10).

In 2D PHH (OFA donor), MI-883 induced *CYP2B6* and *LDLR* mRNA but downregulated *CYP7A1* mRNA (Fig. 3h), other effects were minimal.

These results suggest unknown complexities in the regulation of these genes, mainly in the case of the human *CYP7A1* gene, which needs further extensive study in human hepatocyte models.

### MI-883 selectively decreases plasma cholesterol concentration

In the proof-of-concept experiments, we investigated the metabolic effects of MI-883 in humanized PXR-CAR-CYP3A4/3A7 mice fed either with a high-fat diet (HFD) to induce diet-induced metabolic syndrome with hypercholesterolemia or with a high-cholesterol diet (HCD) to induce diet-induced hypercholesterolemia (Fig. 4a, f).

**Fig. 4:**
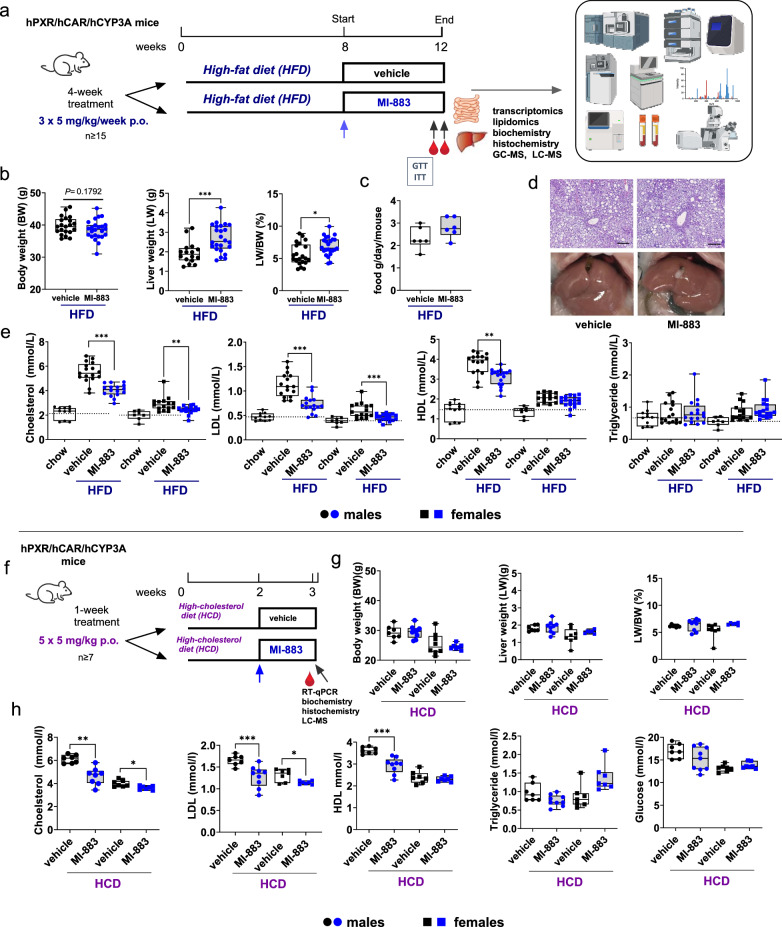
Metabolic effects of MI-883 in the model of diet-induced hypercholesterolemia with high-fat diet (HFD) or high-cholesterol diet (HCD). **a** Both male and female humanized PXR-CAR-CYP3A4/3A7 mice were fed for 8 weeks with HFD and treated with MI-883 (5 mg/kg 3× per week) via *p.o*. gavage for one month (*n* ≥ 15). In parallel, control group were treated with vehicle via *p.o*. gavage. **b** Body weight (BW), liver weight (LW), LW/BW ratio, and **c** food intake were monitored. **d** Representative microscopic (H&E staining, bar 100 μm) and macroscopic pictures of the livers in the vehicle- or MI-883-treated mice fed with HFDs. **e** Plasma total cholesterol, LDL cholesterol, HDL cholesterol, and triglyceride levels were assessed at the end of the studies after 3 h of fasting. **f** Both male and female humanized PXR-CAR-CYP3A4/3A7 mice were fed for two weeks with a high-cholesterol diet HCD (*n* ≥ 7). MI-883 (5 mg/kg 3× per week) was applied via *p.o*. gavage for 10 days. (5 mg/kg every other day). **g** Body weight (BW), liver weight (LW), LW/BW ratio were monitored. **h** Plasma total cholesterol, LDL cholesterol, HDL cholesterol, triglyceride, and glucose levels were assessed at the end of the studies after 3 h of fasting. In parallel, control groups were treated with vehicle via *p.o*. gavage. Animals were randomly and independently assigned to control or treatment groups before interventions. *P value < 0.05; **P value < 0.01; ***P value < 0.001, the significant effect of MI-883 to vehicle-treated control mice (Mann–Whitney U test, two-sided). Data are presented in box-and-whisker representing the 25th to 75th percentiles (box) and median (line). Whiskers represent minimum to maximum values. The dotted lines represent average plasma concentrations in humanized PXR-CAR-CYP3A4/3A7 mice on a chow diet. The figure in panel **a** was created using the BioRender tool.

In the first model, MI-883 had no significant effect on body weight or food intake (Fig. 4b, c; Supplementary Fig. 12c). MI-883 produced an increase in liver weight (LW) and liver-to-body weight (LW/BW) after 1-month application of MI-883 (Fig. 4b), but not after five doses (*p.o*. 5 mg/kg, five doses every other day) in mice with HCD (Fig. 4g). This is consistent with the Car-mediated centrilobular hypertrophic but not proliferative (connected with replicative DNA synthesis) effects of human CAR ligands in humanized CAR mice^7^. Importantly, we did not observe affected hepatic histology, morphology, and steatosis with ballooning cells after treatment with MI-883 (Fig. 4d), or any signs of hepatotoxicity or nephrotoxicity based on biochemical parameters in both studies (Supplementary Fig. 11).

We observed a systematic decrease in total plasma cholesterol concentration and LDL cholesterol levels after treatment with MI-883 (Fig. 4e, h). We also noticed a decrease in high-density lipoprotein (HDL) cholesterol concentrations in males in the experiments (Fig. 4e, h). This was not unexpected considering that mice have different lipoprotein metabolism due to the absence of cholesteryl ester transfer protein (CETP). Thus, mice distribute cholesterol dominantly into the HDL lipoprotein pool and to a lesser extent into LDL lipoproteins^29^. Unfortunately, humanized CAR/PXR mice with humanized lipoprotein spectrum (such as APOE*3-Leiden mice) are not available now. We did not see any significant effects on triglycerides and glucose concentrations in males (Fig. 4e, h; Supplementary Fig. 12b) in both studies. In females, we observed some increase in triglyceride levels in the second study, which was at the level of statistical significance. MI-883 treatment did not impact other biochemical parameters in the studies (Supplementary Fig. 11).

In the next experiments, we used a small group of the PXB-mouse humanized liver mice (*n* = 5) carrying human hepatocytes with an estimated replacement index of 70% or more in the liver^30^. The model thus expresses human CAR and PXR receptors in the liver and the human hepatocytes form VLDL, LDL, and HDL lipoproteins with cholesterol distribution in LDL, VLDL, and HDL, and triglyceride distribution in VLDL and LDL lipoproteins as in humans^31^ (Supplementary Fig. 15). We did not observe any increase of human albumin or human ALT (h-ALT1) after one-week repeated application of MI-883 (2.5 mg/kg per day). The effect of MI-883 on the total cholesterol concentration in the study did not reach statistical significance (*n* = 5) even though there may be a tendency for a decrease in LDL and an increase in HDL cholesterol plasma concentrations (Supplementary Fig. 15).

We also examined the influence of MI-883 on glucose homeostasis, glycemia, insulin levels, and insulin resistance in humanized PXR-CAR-CYP3A4/3A7 mice. We found that MI-883 had no effect on plasma glucose levels in both studies. Specifically, MI-883 did not significantly decrease postprandial glucose concentrations in the intraperitoneal glucose tolerance test (IPGTT) or in the intraperitoneal insulin tolerance test (IPITT). Additionally, we observed no effect of MI-883 on insulinemia (Fig. 4h, Supplementary Fig. 12d–f).

### Analyses of cholesterol, bile acids, and lipidome

Employing lipidomic and metabolomic tools, we found that free cholesterol (calculated per liver protein or LW) significantly decreased in the liver of mice treated with MI-883 in the HFD study, whereas lathosterol, total cholesterol, and cholesteryl esters (CE) did not show significant changes (Fig. 5a). C4 (7α-hydroxy-4-cholestene-3-one), the precursor of cholic acid (CA) and chenodeoxycholic acid (CDCA) synthesis, and C4/total cholesterol did not increase (Fig. 5b). Using UHPSFC/MS lipidomic analysis, we found that cholesteryl esters (CE) are not significantly altered in the livers after MI-883 treatment (Fig. 5i, k).

**Fig. 5:**
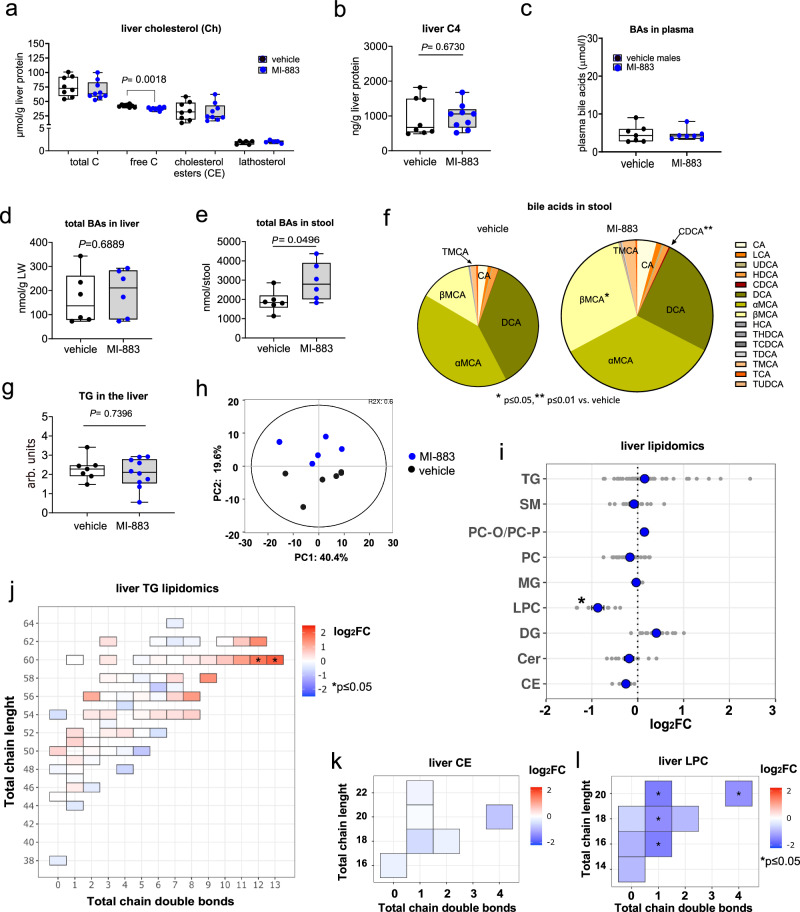
Lipidomic and bile acid analyses of cholesterol, bile acids, and lipids in plasma, stool, and livers of humanized PXR-CAR-CYP3A4/3A7 mice treated with MI-883 in the study with the high-fat diet. **a** Total liver cholesterol (Ch) content, free cholesterol, cholesteryl esters (CE), cholesterol precursor lathosterol, and **b** bile acid precursor C4 contents were analyzed using LC-MS in the male liver samples (*n* ≥ 8). **c** Plasma bile acid concentration in males (*n* = 7), **d** total liver bile acid (BA) content, and **e** total BA content in stool per 24 h of males hPXR/hCAR/hCYP3A male mice treated with MI-883 (both *n* = 6). **f** Bile acid analysis of individual acids in stool (*n* = 6). **g** Enzymatic analysis of triglyceride (TG) content in the livers (*n* ≥ 7). TG and glycerol levels in samples were measured using enzymatic assays. Data are presented as the difference between TG and glycerol content after spectrophotometric detection in arbitrary units (arb. units). Lipidomic analysis in the livers of MI-883-treated animals. Lipidomics - **h** Principal component analysis (PCA) analysis, **i** triglycerides (TG), sphingomyelins (SM), ether/plasmalogen phosphatidylcholines (PC-O/PC-P), phosphatidylcholines (PC), monoglycerides (MG), lysophosphatidylcholines (LPC), diglycerides (DG), ceramides (Cer), and CE contents in the male liver homogenates. Data are presented as log2 fold changes (log_2_FC) of lipid compounds between the MI-883-treated and control groups, showing individual values (grey) and their means (blue) for each lipid class. **j** Analysis of fatty acid saturation in TG lipid class (total chain double bonds) in relation to the total chain length. **k** Fatty acid saturation (total chain double bonds) in relation to the total chain length in CE and **l** LPC lipid classes. Animals were randomly and independently assigned to control or treatment groups before interventions (five animals per groups, *n* = 5). Box-and-whisker plots represent the 25th to 75th percentiles (box) with median (line). Whiskers represent minimum to maximum values. *P value < 0.05; statistically significant increase or decrease in lipid or individual bile acid content to control (vehicle-treated) animals (Mann–Whitney U test, two-sided).

Employing biochemical and metabolomic analyses, we found that the total bile acid concentration was not affected after treatment with MI-883 in the plasma and livers in the HFD study (Fig. 5c, d, for hepatic bile acid data, see Supplementary Fig. 16). However, observed a significant increase in the total BA content in the stool of MI-883-treated mice after 24 h, including a significant (*P* < 0.05) increase in βMCA and CDCA (Fig. 5e, f). Deoxycholic acid (DCA), the most important secondary bile acid in mice produced by bacterial 7α-dehydroxylation, along with deconjugated α/βMCA, were the most abundant BAs in feces (Fig. 5f). We did not observe any diarrhea in the MI-883-treated animals.

We observed no significant impact of MI-883 on the TG accumulation in male livers using an enzymatic assay (Fig. 5g). However, closer analysis employing UHPSFC/MS lipidomics approach revealed that there is an intra-class effect in TG class, characterized by a significant increase of triglycerides containing long and highly unsaturated fatty acids (TG 60:12, TG 60:13) compared to vehicle-treated male mice (Fig. 5h, j). Additionally, we found a statistically significant decrease (*P* < 0.05) in the total and some individual lysophosphatidylcholine (LPC) levels (Fig. 5i, l).

We also performed metabolomic analysis of plasma samples from male hPXR/hCAR/hCYP3A4/3A7 mice treated with MI-883. Principal component analysis and a heatmap of metabolite level changes suggest no significant effect of MI-883 on plasma small-molecule metabolome (Supplementary Fig. 18, 19). Only three metabolites were significantly altered by MI-883 treatment: isoleucine (1.638-fold, *P* = 0.0285), 2-hydroxy-3-oxopropanoate (1.595-fold, *P* = 0.0499), and 5-aminopentanoic acid (or 5-aminovalerate) (1.375-fold, *P* = 0.018).

Overall, we determined that MI-883 decreases free cholesterol in the liver and increases fecal excretion of BAs, but it does not affect plasma or liver levels of triglycerides, bile acids, or the plasma metabolome.

### NGS RNA-Seq of liver samples

Next, we performed NGS RNA-Seq analyses of liver samples in the proof-of-concept study with MI-883 administered to humanized PXR-CAR-CYP3A4/3A7 animals fed with HFD (Fig. 4a). 

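Liver RNA was sequenced from 5 control (vehicle-treated) and 5 MI-883-treated male mice. The mice were humanized for PXR, CAR, CYP3A4 and CYP3A7, according to the paper. MI-883 was given at 5 mg/kg on 3 days per week for 4 weeks, after 8 weeks on HFD with 30.1% crude fat. The authors aligned the reads to the mouse genome and deposited the number of reads counted on each of 16647 genes, without normalization and without the count filter of their methods. Between 24014461 and 36221514 reads per control liver were counted on genes, with a median of 31734138. In MI-883-treated livers the totals lay between 23513665 and 28349963, with a median of 24581671. The median total of control livers was 1.29 times that of MI-883-treated livers. A difference in totals between the groups was not shown (exact two-sided permutation test, P = 0.111). Genes with at least 60 counts summed over the 10 livers were tested, which left 13219 genes. Counts were normalized for library size by the TMM method and the groups compared by the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment over the tested genes. Expression is given as CPM, the counts scaled to a common library size, with the S.D. over 5 livers, and gene positions refer to GRCm38. The smallest two-sided P that an exact permutation test of 5 livers against 5 can give is 0.00794. A gene at 3 counts or fewer in every liver was treated as not measurable, and this floor covers counting error only.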

Unsurprisingly, we found that MI-883 significantly upregulated some genes and pathways involved in xenobiotic metabolism and the lipid metabolism of unsaturated fatty acids and eicosanoids (Fig. 6b–d). Conversely, the analysis showed that MI-883 significantly downregulated several genes involved in fatty acid metabolism (such as *Scd1*, *Fabp2*, and *Srebf1*) (Fig. 6c,d, Supplementary Fig. 13).

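After treatment with MI-883, 136 of the tested genes had an adjusted P under 0.05, of which 101 were higher and 35 lower than in control livers. Of the 136 genes, 47 changed by more than 1 on the log2 scale, 43 upward and 4 downward. The choice of test moved this count most, as the Wald test of DESeq2 gave 463 genes (291 higher, 172 lower), among them all 136. The paper used DESeq2 but does not name the test within it. In 127 of the 136 genes the groups did not overlap. Over all tested genes this was the case in 3.99%, against 0.794% by chance. The first principal component of the 500 most variable genes held 40.1% of the variance, and its mean score differed between the groups (exact two-sided permutation test, P = 0.0159), with overlap between a control liver at 1.79 and an MI-883-treated liver at 1.56. The second component held 28.3%, and a difference in its mean score was not shown (P = 0.119, same exact test). Its largest loadings were those of *Cyp2b10* (-0.215), *Mup7* (-0.197) and *Cyp2c55* (-0.138). As *Cyp2b10* and *Cyp2c55* rose with MI-883, this component cannot be taken as unrelated to treatment.
*Cyp2b10* (Entrez gene 13088, chromosome 7, 25897658 to 25926624) rose from 36.5 ± 9.10 to 1019 ± 299 CPM, a log2 fold change of 4.80 (standard error 0.247, adjusted P = 3.6e-07 from edgeR). *Cyp2c55* (Entrez gene 72082, chromosome 19, 39006940 to 39042690) rose from 22.4 ± 2.36 to 206 ± 32.0 CPM, a log2 fold change of 3.20 (standard error 0.118, adjusted P = 1.0e-08 from edgeR). *Gstm3* (Entrez gene 14864, chromosome 3, 107963696 to 107969174), of whose 100-base stretches 13.8% also occur in other genes, rose from 269 ± 174 to 2539 ± 347 CPM. Its log2 fold change was 3.24 (standard error 0.357, adjusted P = 0.00053 from edgeR). *Cyp1a2* (Entrez gene 13077, chromosome 9, 57676937 to 57683655) rose from 286 ± 56.5 to 969 ± 211 CPM, a log2 fold change of 1.76 (standard error 0.168, adjusted P = 0.00012 from edgeR). *Cyp2c66* had 0 to 1 counts in control livers and 12 to 82 counts in MI-883-treated livers, so that its level was at least 12.4-fold higher. In these 5 genes every MI-883-treated liver lay above every control liver.
The 14 *Cyp2c* genes between 39006940 and 40187286 on chromosome 19 did not change as one block. The 7 genes *Cyp2c55*, *Cyp2c65*, *Cyp2c66*, *Cyp2c29*, *Cyp2c37*, *Cyp2c54* and *Cyp2c50* were higher with an adjusted P under 0.05. The other 7 genes had log2 fold changes from -1.80 to -0.53, negative also with scaling by total counts, and none of these passed the threshold in edgeR (adjusted P from 0.0749 to 0.252), while 5 of them passed in DESeq2 (adjusted P from 0.0054 to 0.0317) and, with a surrogate variable in the model, *Cyp2c67* (0.0274) and *Cyp2c38* (0.0394). Among the risers, *Cyp2c65*, *Cyp2c66*, *Cyp2c37*, *Cyp2c54* and *Cyp2c50* share between 3.30% and 8.55% of their 100-base stretches with the one riser most like them, and between 4.70% and 8.93% with any other genes. Among the lower genes, *Cyp2c40*, *Cyp2c67*, *Cyp2c68* and *Cyp2c69* share between 19.8% and 44.1% of theirs with other genes.

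**Figure D1:**
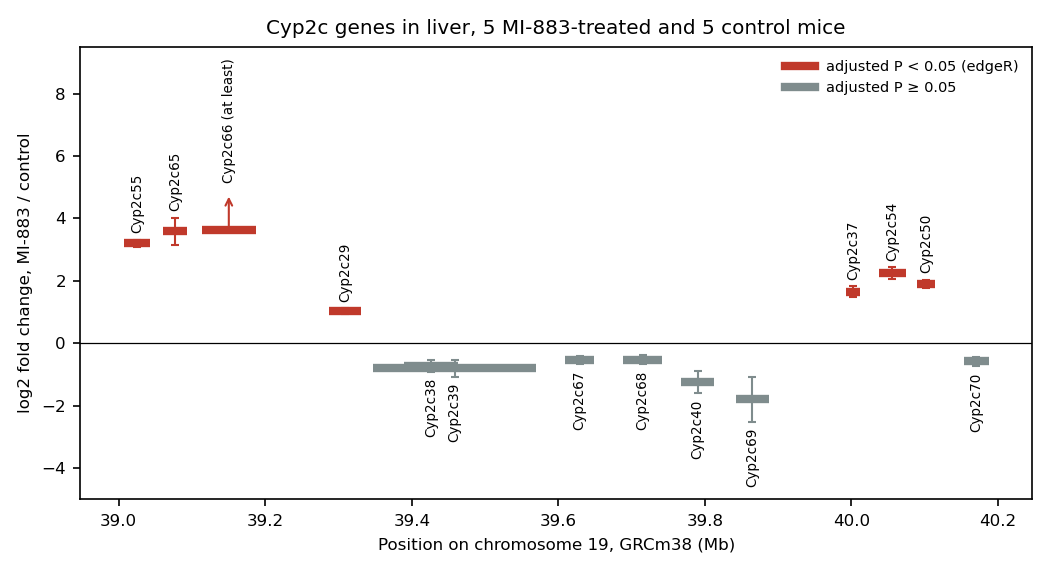
The log2 fold change between MI-883-treated and control livers (5 and 5 mice, vertical axis) of the 14 *Cyp2c* genes is plotted against their position on chromosome 19 of GRCm38 in megabases. Horizontal bars span each gene, vertical bars are standard errors, red marks an adjusted P under 0.05 (edgeR), and *Cyp2c66* is drawn at its lower bound of 3.63. The 7 red genes lie above 1 on the log2 scale, and the 7 grey genes between -1.80 and -0.53.

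GO annotation was not used here, and pathways were taken from Reactome. Of 1138 pathways with 5 to 500 tested genes, 12 were over-represented among the 101 higher genes (Fisher's exact test, one-sided, Benjamini-Hochberg adjusted). Biological oxidations held 20 higher genes of 153, where 1.17 would fall by chance (adjusted P = 1.8e-16, Fisher's exact test). Arachidonic acid metabolism held 8 higher genes of 60, against 0.458 by chance (adjusted P = 3.1e-06, Fisher's exact test). Among the 35 lower genes no pathway passed, and 11 had an unadjusted P under 0.05. With the genes called by DESeq2, 5 pathways passed among the lower genes (Fisher's exact test). Of these, synthesis of EET and DHET and synthesis of 16-20-HETE also passed among the 101 genes higher in edgeR (5 of 18 genes, adjusted P = 2.7e-05, and 7 of 23 genes, adjusted P = 6.2e-08, Fisher's exact test). The 5 pathways were lipid digestion, mobilization, and transport (5 of 36 genes, adjusted P = 0.0438), synthesis of EET and DHET (4 of 18 genes, adjusted P = 0.0438), synthesis of 16-20-HETE (4 of 23 genes, adjusted P = 0.0460), degradation of cysteine and homocysteine (3 of 8 genes, adjusted P = 0.0438) and sulfur amino acid metabolism (4 of 23 genes, adjusted P = 0.0460). A list of 26 eicosanoid genes without cytochromes P450 had a median log2 fold change of 0.015, with 13 genes higher and 13 lower. Of these, 2 higher genes and 0 lower genes had an adjusted P under 0.05 (edgeR). The exact two-sided permutation test of the list mean gave P = 0.0873, in the upward direction. The list thus does not decide whether eicosanoid genes other than cytochromes P450 rose. From its own gene and pathway analyses (Fig. 6b–d), the paper states that MI-883 raised genes of xenobiotic metabolism and of the metabolism of unsaturated fatty acids and eicosanoids.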

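*Scd1* (Entrez gene 20249, chromosome 19, 44394450 to 44407709) was measured at 12530 ± 868 CPM in control and 8963 ± 1539 CPM in MI-883-treated livers. This was a log2 fold change of -0.48 (standard error 0.129), with an adjusted P of 0.105 from edgeR and 0.0029 from DESeq2. Every MI-883-treated liver lay below every control liver (exact two-sided permutation test, P = 0.00794). *Fabp2* (Entrez gene 14079, chromosome 3, 122895072 to 122899506) fell from 238 ± 12.6 to 159 ± 18.1 CPM, a log2 fold change of -0.59 (standard error 0.0840, adjusted P = 0.0040 from edgeR). With each liver left out in turn, the log2 fold change of *Fabp2* stayed between -0.64 and -0.53. For *Srebf1* the log2 fold change was -0.58 (standard error 0.126). Over 22 lipogenic genes fixed in advance, 13 were higher and 9 lower, and the median log2 fold change was 0.031. The mean of these genes did not differ between the groups (exact two-sided permutation test, P = 0.833). *Srebf1* was the only gene among them with an adjusted P under 0.05 in edgeR.

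**Figure D2:**
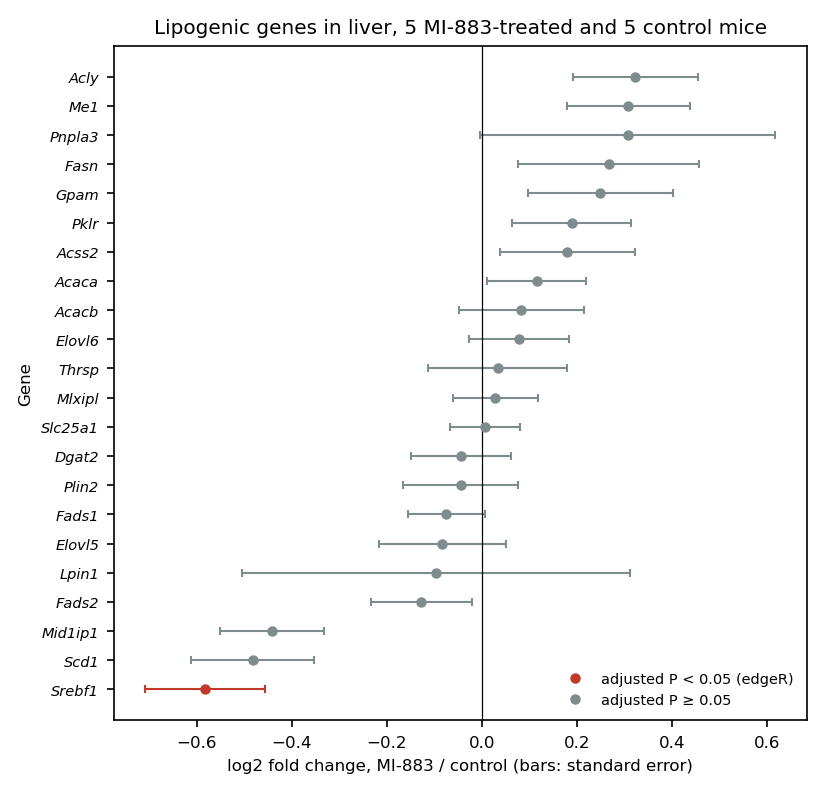
The log2 fold change between MI-883-treated and control livers (5 and 5 mice, horizontal axis) is plotted for each of 22 lipogenic genes, with bars for the standard error and red for an adjusted P under 0.05 (edgeR). *Srebf1*, *Scd1* and *Mid1ip1* lie at -0.58, -0.48 and -0.44, and the other genes lie between -0.13 and 0.32.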

**Fig. 6:**
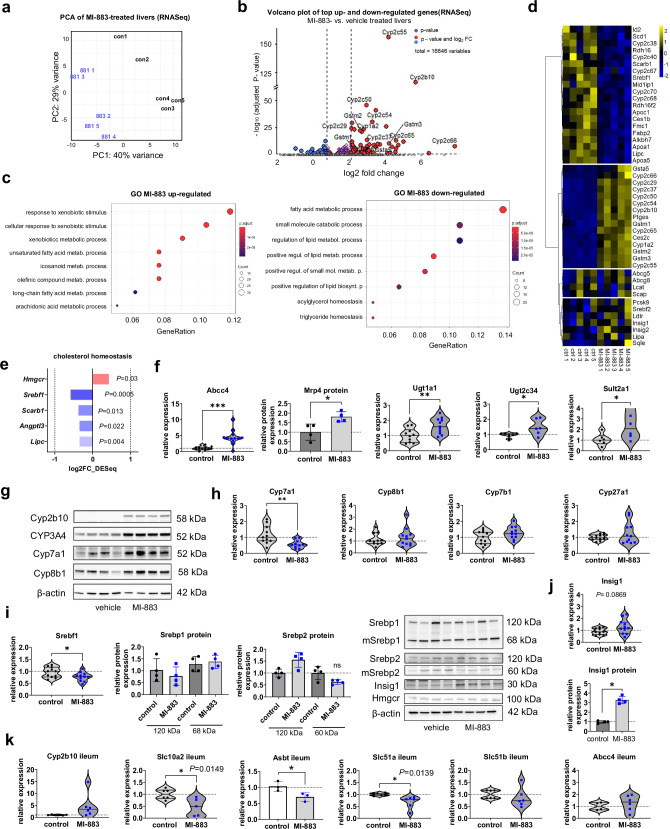
Next-generation sequencing transcriptomic, RT-qPCR, and Western blotting data of liver samples in humanized PXR-CAR-CYP3A4/3A7 male mice treated with MI-883 in the study with the high-fat diet. NGS RNA-Seq transcriptomic data. **a** Principal component analysis (PCA) analysis, **b** volcano plot and **c** GO pathway analyses of top eight up-regulated and down-regulated pathways, and **d** heatmap of genes significantly regulated including the key genes of cholesterol homeostasis. **e** Detailed RNA-seq data of selected genes involved in cholesterol homeostasis significantly impacted by MI-883. **f** Expression of Mrp4 transporter, conjugation enzymes, and **g**, **h** enzymes involved in bile acid synthesis analyzed using RT-qPCR or Western blotting in the livers of MI-883-treated and control mice. **i** Expression of *Srebf1*/Srepb1 and *Srepf2*/Srepb2 mRNA and proteins in the livers. Western blotting of Srebp1 and Srepb2 proteins in the livers using the antibody detecting both precursor and mature nuclear forms (mSrebp−1c and mSrebp2). **j** Expression of *Insig1* mRNA and protein employing RT-qPCR and Western blotting in the livers of MI-883-treated and control mice. **k** RT-qPCR and Wester blotting expression analysis of CAR target genes and bile acid transporters in the ileum of humanized PXR-CAR-CYP3A4/3A7 male mice in the model of HFD diet-induced hypercholesterolemia. Animals were randomly and independently assigned to control or treatment groups before interventions. For RNA-seq transcriptomic analysis, five independent liver samples from five animals per group (*n* = 5) were used. For RT-qPCR, at least ten animals (*n* ≥ 10) were analyzed in each group. Western blotting analyses were performed with at least four independent samples from four animals (*n* = 4). Violin plots represent the frequency distribution curve with the median (central line) and two quartile lines. Data in bar charts represent means ± S.D. *P < 0.05; **P < 0.01; ***P < 0.001; statistically significant expression when compared to control (vehicle-treated) animals (Mann–Whitney U test, two-sided).

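Among genes of lipoprotein uptake and lipolysis, *Scarb1* (Entrez gene 20778, chromosome 5, 125277087 to 125341094) was measured at 194 ± 21.9 CPM in control and 150 ± 16.7 CPM in MI-883-treated livers. Its log2 fold change was -0.37 (standard error 0.0967), with an adjusted P of 0.0929 from edgeR and 0.0128 from DESeq2. *Lipc* (Entrez gene 15450, chromosome 9, 70798128 to 70952221) was measured at 166 ± 11.8 CPM in control and 134 ± 8.52 CPM in MI-883-treated livers, which gave a log2 fold change of -0.31 (standard error 0.0716), with an adjusted P of 0.0598 from edgeR and 0.0024 from DESeq2. For *Lipc* every MI-883-treated liver lay below every control liver. For *Scarb1* the groups overlapped, and the exact two-sided permutation test gave P = 0.0159. With each liver left out in turn, the log2 fold change stayed between -0.43 and -0.32 for *Scarb1* and between -0.35 and -0.27 for *Lipc*.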

A detailed examination of the RNA-Seq data also showed that MI-883 marginally, but significantly, downregulated *Scarb1*, a gene encoding HDL receptor in the liver; *Angptl3*, an inhibitor of lipoprotein and endothelial lipases; and *Lipc* gene encoding the hepatic lipase (Fig. 6e). Additionally, some genes for apoproteins, such as *Apoc1*, *Apoc4, Apoa5*, and *Apoa1*, were marginally but significantly downregulated, likely due to Car activation^32^ (Fig. 6d).

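*Apoa5* (Entrez gene 66113, chromosome 9, 46268608 to 46271921) fell from 2292 ± 139 CPM in control to 1574 ± 179 CPM in MI-883-treated livers, a log2 fold change of -0.54 (standard error 0.0950, adjusted P = 0.017 from edgeR). *Apoa1* (Entrez gene 11806, chromosome 9, 46228630 to 46230469) was measured at 12430 ± 1124 and 8757 ± 1328 CPM, a log2 fold change of -0.51 (standard error 0.123, adjusted P = 0.0755 from edgeR and 0.00066 from DESeq2). *Apoc1* (Entrez gene 11812, chromosome 7, 19689480 to 19692659) was measured at 2944 ± 205 and 2147 ± 260 CPM, a log2 fold change of -0.46 (standard error 0.101, adjusted P = 0.0528 from edgeR and 0.00020 from DESeq2). *Apoc4* (Entrez gene 11425, chromosome 7, 19678084 to 19681460) was measured at 993 ± 90.9 and 719 ± 120 CPM, a log2 fold change of -0.47 (standard error 0.116, adjusted P = 0.0828 from edgeR and 0.0056 from DESeq2). In each of these genes every MI-883-treated liver lay below every control liver. Of 15 apolipoprotein genes and related genes fixed in advance, 12 were lower and 3 higher, and the median log2 fold change was -0.29. The mean of the 15 genes was lower in all 5 MI-883-treated livers than in any control liver. The exact two-sided permutation test gave P = 0.00794, and 0.0503 after Benjamini-Hochberg adjustment over the 19 gene lists tested.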

Employing RT-qPCR analysis, we confirmed the NGS RNA-Seq data for major target CAR/PXR genes including *Abcc4* encoding the Mrp4 efflux transporter, and genes encoding conjugation enzymes such as *Ugt1a1*, *Ugt2b34*, and *Sult2a1* (Fig. 6f). 

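In the RNA-Seq data, *Abcc4* (Entrez gene 239273, chromosome 14, 118482692 to 118707856) rose from 3.43 ± 0.703 CPM in control to 18.9 ± 4.06 CPM in MI-883-treated livers. Its log2 fold change was 2.45 (standard error 0.170, adjusted P = 7.2e-06 from edgeR), and it stayed between 2.36 and 2.58 with each liver left out in turn. *Ugt1a1* (Entrez gene 394436, chromosome 1, 88211959 to 88220002) rose from 220 ± 25.7 to 321 ± 41.4 CPM, a log2 fold change of 0.55 (standard error 0.106, adjusted P = 0.026 from edgeR). Of the 100-base stretches of *Ugt1a1*, 57.2% also occur in other genes of its locus, so that its count depends on how shared reads were assigned. *Ugt2b34* (Entrez gene 100727, chromosome 5, 86889770 to 86906937) rose from 631 ± 47.6 to 865 ± 106 CPM, a log2 fold change of 0.46 (standard error 0.0976, adjusted P = 0.045 from edgeR). With each liver left out in turn, the adjusted P stayed under 0.05 in 4 of the 10 fits for *Ugt1a1* and in 1 of the 10 fits for *Ugt2b34*. All 5 MI-883-treated livers lay above the control median for both genes, and the exact two-sided permutation test gave P = 0.0159 for each. *Sult2a1* (Entrez gene 20859, chromosome 7, 13796246 to 13837410) had 0 to 1 counts in control and 0 to 3 counts in MI-883-treated livers. A change in *Sult2a1* was not detectable at this depth, and the gene was below the count filter.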

Importantly, Ugt1a1, Ugt2c34, and Sult2a1 are involved in conjugation of bile acids with sulfate and glucuronide in mice being a minority elimination pathway^33–35^. Interestingly, we found significant upregulation of cholesterol 7α-hydroxylase (Cyp7a1) and sterol 12α-hydroxylase (Cyp8b1) proteins, but a downregulation of *Cyp7a1* mRNA (Fig. 6g, h). These enzymes are the rate-limiting steps in the classical pathways of bile acid synthesis from cholesterol^33^. *Hmgcr* gene, encoding for HMG-CoA reductase, the rate-controlling enzyme of the mevalonate pathway, was slightly upregulated after treatment with MI-883 (1.31-fold upregulation) (Fig. 6e). Cyp2c70, a mouse enzyme that converts CDCA to αMCA and UDCA to βMCA, has been slightly but significantly downregulated in the study (–0.58 log2FC, 0.008 FDR_DESeq) (Fig. 6d). 

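*Cyp2c70* (Entrez gene 226105, chromosome 19, 40153361 to 40187286) was measured at 334 ± 63.2 CPM in control and 223 ± 44.5 CPM in MI-883-treated livers, a log2 fold change of -0.58 (standard error 0.154), with an adjusted P of 0.103 from edgeR and 0.0122 from DESeq2. Every MI-883-treated liver lay below every control liver. With each liver left out in turn, the log2 fold change stayed between -0.66 and -0.47. None of the 100-base stretches of *Cyp2c70* occur in the genes of the family that rose by more than 1 on the log2 scale.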

Transporters eliminating bile acids or cholesterol from hepatocytes into bile (*Abcb1*, *Bsep*, and *Abcg5/8*) have not been significantly affected (Fig. 6d).

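*Abcb11*, which encodes Bsep (Entrez gene 27413, chromosome 2, 69238282 to 69342616), was measured at 520 ± 47.0 CPM in control and 472 ± 8.96 CPM in MI-883-treated livers. Its log2 fold change was -0.14 (standard error 0.0758, adjusted P = 0.387 from edgeR). For *Abcg5* (Entrez gene 27409, chromosome 17, 84658174 to 84683011), the log2 fold change was -0.039 (standard error 0.127, adjusted P = 0.910 from edgeR), and its sign changed under other settings. For *Abcg8* (Entrez gene 67470, chromosome 17, 84676302 to 84700333), it was 0.062 (standard error 0.128, adjusted P = 0.848 from edgeR). Abcb1 is present in the mouse as a pair of genes. For *Abcb1a* (Entrez gene 18671, chromosome 5, 8567091 to 8748575), the log2 fold change was 0.054 (standard error 0.204, adjusted P = 0.923 from edgeR), and its sign changed with a surrogate variable in the model. For *Abcb1b* (Entrez gene 18669, chromosome 5, 8798147 to 8866314), with 28 to 112 counts per liver, it was 0.48 (standard error 0.284, adjusted P = 0.430 from edgeR). *Abcb1a* and *Abcb1b* share 7.49% and 8.72% of their 100-base stretches with each other. None of these genes had an adjusted P under 0.05 with DESeq2, in other fits or with any liver left out. Among 19 bile acid and cholesterol transporters fixed in advance, *Abcc4* and *Abcc3* had an adjusted P under 0.05. The log2 fold change of *Abcc3* was 0.46 (standard error 0.0915, adjusted P = 0.028 from edgeR).

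**Figure D3:**
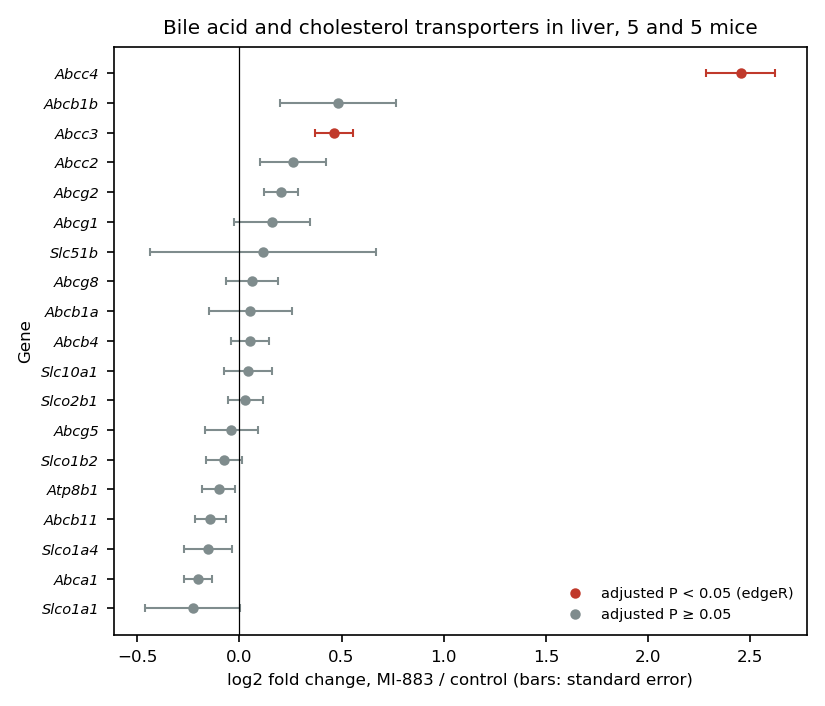
The log2 fold change between MI-883-treated and control livers (5 and 5 mice, horizontal axis) is plotted for 19 bile acid and cholesterol transporters, with bars for the standard error and red for an adjusted P under 0.05 (edgeR). *Abcc4* and *Abcc3* are the red points, and *Abcb11*, *Abcg5*, *Abcg8* and *Abcb1a* lie between -0.14 and 0.062.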

Next, we focused on genes involved in the regulation of cholesterol synthesis and homeostasis. 

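*Srebf1* (Entrez gene 20787, chromosome 11, 60199084 to 60224186) was measured by RNA-Seq at 486 ± 84.3 CPM in control and 324 ± 44.2 CPM in MI-883-treated livers, with an adjusted P of 0.047 from edgeR and 0.00069 from DESeq2. Every MI-883-treated liver lay below every control liver. The adjusted P stayed under 0.05 in 3 of the 10 fits that each left out one liver, the highest being 0.131, while the log2 fold change stayed between -0.65 and -0.49. Scaling by total counts gave an adjusted P of 0.0662, and a surrogate variable in the model gave 0.0545.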

*Srebf1* gene, which encodes a key transcription regulator in lipid and cholesterol synthesis, was significantly downregulated (Fig. 6d, e, i). This effect is not the consequence of fasting, as mice treated with MI-883 have a similar food intake as control mice (Fig. 4c)^36^. Sterol regulatory element binding protein-1 (SREBP-1), a transcription factor with a basic helix–loop–helix leucine zipper, has two isoforms, Srebp-1a and Srebp-1c, both derived from the same gene for regulation of lipogenesis genes. This activity is critically dependent on its nuclear protein fragment, which is released from the endoplasmic reticulum via complex feedback machinery triggered by membrane cholesterol depletion^6,27^. However, we did not see any significant decrease in 120 kDa protein or its regulatory mature nuclear fragments (mSrebp1) with 68 kDa in the livers of MI-883-treated animals (Fig. 6i). In the case of Srebp2, the most important regulator of cholesterol synthesis and homeostasis, we observed that mature nuclear mSrepb2 protein may decrease in the livers after treatment with MI-883, although the effect is not significant (Fig. 6i). In addition, we observed a potent and significant (*P* = 0.02) upregulation of Insig1 protein, but not *Insig1* mRNA, which is the critical negative regulator of Srebps in cholesterol synthesis regulation (Fig. 6j). Thus, we hypothesize that MI-883 suppresses Srebp2 activity through Insig1 elevation, however, further direct mechanistic evidence showing lower Srebp2 transcriptional activity is needed. (Fig. 5i,l).

Upon reanalyzing hepatocyte gene expression critical for liver steatosis and hepatic lipogenesis using RT-qPCR (*n* = 11), we confirmed the NGS RNA Seq data showing that stearoyl-CoA desaturase (*Scd1*), which encodes the rate-limiting enzyme in the formation of monounsaturated fatty acids, is significantly downregulated (*P* = 0.0036) following treatment with MI-883. Additionally, we found that fatty acid synthase (*Fasn*), primarily involved in palmitate synthesis, and *Plin2* mRNA (which encodes perilipin 2, crucial for lipid droplet formation) were also significantly downregulated (*P* = 0.007 and *P* = 0.018, respectively) (Supplementary Fig. 13). We also investigated whether MI-883 regulates key ileal transporters of BAs reabsorption. We found that the apical sodium-dependent bile acid transporter Asbt/Ibat (Slc10a2) of conjugated bile acids and organic solute transporter, alpha subunit (Slc51a) are significantly downregulated at the mRNA level after treatment with MI-883 and that Asbt protein is also significantly decreased in the mouse ileum (Fig. 6k). These results correspond with the effect of TCPOBOP on these BA transporters involved in BAs enterohepatic circulation^9^. We did not observe any regulation of NPC1-like intracellular cholesterol transporter 1 (Npc1l1), which plays a key role in intestinal cholesterol absorption, nor of the Abcg5/8 transporter, which is involved in transintestinal cholesterol excretion (TICE), in the ileum (Supplementary Fig. 14). Additionally, *Shp* and *Fgf15* mRNA levels were not affected by MI-883 treatment in the ileum (Supplementary Fig. 14).

### MI-883 does not stimulate human hepatocyte hypertrophy and hyperplasia

Rodent Car activation is known to be associated with liver hypertrophy and hyperplasia due to hepatocyte proliferation and replicative DNA synthesis through CAR interaction with YAP signaling. However, this phenomenon is diminished in humanized CAR mice or absent in humanized liver mice with engrafted human hepatocytes^7,37,38^. In PXR-CAR-CYP3A4/3A7 mice, we observed statistically significant upregulation of murine *Gadd45b* mRNA and Meg3 lncRNA, both of which are antiapoptotic genes (RNA genes) (Fig. 7a).

**Fig. 7:**
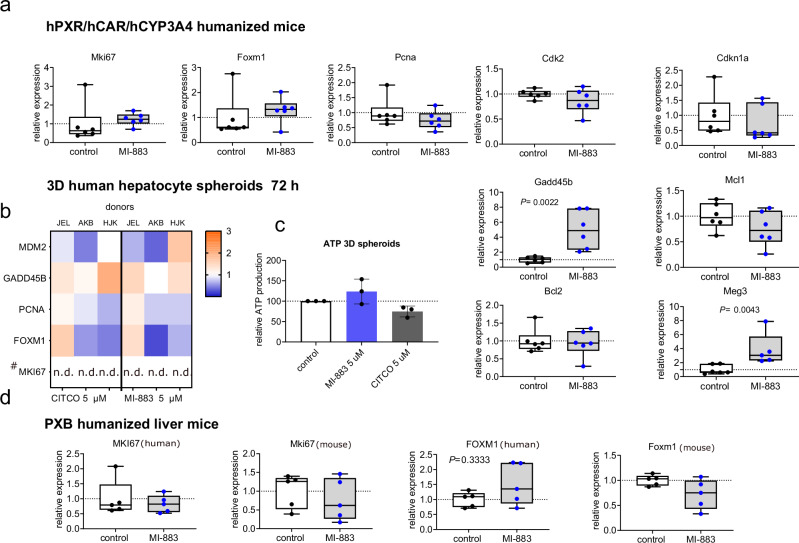
MI-883 does not up-regulate biomarkers of human hepatocyte proliferation in humanized PXR-CAR-CYP3A4/3A7 male mice, 3D spheroids of primary human hepatocytes, and PXB humanized liver mice. RT-qPCR analyses of mRNA expression for pro-proliferative, antiapoptotic, and proapoptotic biomarkers in **a** humanized PXR-CAR-CYP3A4/3A7 mice (*n* = 6), **b**, **c** 3D spheroids of human hepatocytes from three donors (JEL, AKB, HLK) after 72 h treatment, and **d** PXB humanized liver mice (*n* = 5) with 70% population of liver parenchyma with human hepatocytes treated for seven days with MI-883. **c** Effects of MI-883 and CITCO (at 5 μM) on ATP production in 3D PHH spheroids from three donors after 72 h treatment. **d** Humanized PXR-CAR-CYP3A4/3A7 mice and PXB humanized liver were treated with MI-883 for 1 month (3 × 5 mg/kg per week *p.o*.) or 2.5 mg/kg every day for 7 consecutive days *p.o*. (*n* = 5 in each group). RT-qPCR analyses have been performed in technical triplicates of frozen liver or hepatocyte samples. Expression has been related to vehicle-treated samples (set to 1). *P* value, Mann-Whitney U test, two-sided. # gene with very low mRNA expression; *n.d*. - expression not determined - C_t_ expression has been detected after 35 cycles of PCR. Box-and-whisker plots show the median (line) with 25th to 75th percentiles. Whiskers represent minimum to maximum values.

In contrast, we found no significant effects on critical proliferative biomarkers MDM2, PCNA, and FOXM1 in both 3D human hepatocyte spheroid (Fig. 7b) and in PXB humanized liver mice with most human hepatocytes in the livers (Fig. 7d). Consistent with these results, we did not observe significant liver enlargement (LW/BW ration, ratio of liver weight to body weight) in PXB humanized liver mice (Supplementary Fig. 15). We also did not see any decrease in spheroid size or ATP production after MI-883 treatment in 3D primary human hepatocytes (PHHs) (Fig. 7c). Notably, we observed upregulation of *CYP2B6* mRNA, but not statistically significant induction of *CYP3A4* mRNA in PXB humanized mice (Supplementary Fig. 17).

## Discussion

The nuclear receptors PXR and CAR act as chemosensors and induce the transcription of a battery of target genes related to drug metabolism and clearance. However, recent studies indicate the important roles of CAR and PXR in the regulation of intermediary metabolism.

Activation of Car in mice has been shown to mitigate hepatic steatosis, increase glucose tolerance and insulin sensitivity, and reduce obesity under metabolic and nutritional stress^39,40^. Activation of PXR has been demonstrated to increase lipogenesis, reduce lipid oxidation, and promote a fatty liver phenotype in various animal and cellular models, as well as in clinical trials^14,20,41–43^.

Distinct effects of CAR^8–10^ and PXR^6,11^ activation in the regulation of cholesterol homeostasis are challenging to discern, as simultaneous CAR activation and PXR antagonism may exhibit additive effects in the treatment of pathological hypercholesterolemia or other metabolic diseases. Moreover, a recent report uncovered inhibitory interaction between PXR and CAR^44^. Despite these insights, there has been no effort so far to design a combined CAR agonist/PXR antagonist.

Structurally, PXR and CAR are sibling receptors of the group NR1I, sharing a common ancestor. Consistently, their LBDs and cavities share many spatial and structural similarities (Fig. 3a). Therefore, it is challenging to identify a specific human CAR agonist without off-target PXR activation or to develop a high specific PXR antagonist^19,45,46^. Hydrophobic and promiscuous ligand-binding cavities of the receptors are the reason why CAR ligands usually coactivate PXR. Moreover, ligands for these nuclear receptors generally exhibit high lipophilicity and low metabolic stability, leading to unfavorable ADME properties and low potency at the receptors, typically observed at micromolar concentrations.

In this study, we discovered the CAR agonist/PXR antagonist exhibiting exceptional potency toward both receptors (Fig. 1). Notably, MI-883 demonstrates favorable physicochemical properties, metabolic stability, and pharmacokinetic profile characterized by optimal absorption and predominant distribution to the liver. Importantly, our findings reveal MI-883’s high safety profile, as evidenced by its non-toxicity in 3D spheroids of primary human hepatocytes and in 28-day repeated oral dose toxicity studies in rats (Fig. 7c, Supplementary Chapter 18).

In cellular hepatic models, MI-883 showcases intriguing complementary activities in regulating key genes associated with cholesterol synthesis and homeostasis. Specifically, our results illustrate MI-883’s ability to downregulate *SREBF1* mRNA in a CAR-dependent manner (Fig. 3f). Moreover, we observe that MI-883-mediated *LDLR* mRNA upregulation is contingent upon PXR antagonism, whereas INSIG1 induction is dependent on common modulation of CAR and PXR (Fig. 3f). Furthermore, our data indicate significant modulation of *CYP3A4* and *CYP2B6* gene expression by PXR inhibition, with PXR playing a dominant role in CYP3A4 regulation (Fig. 3b, c). Our investigations in 3D human hepatocyte spheroids (Fig. 3d) and PXB human liver mice (Supplementary Fig. 17) suggest that MI-833 is not a CYP3A4 inducer in humanized models, thus alleviating concerns regarding potential drug-drug interactions via this key metabolizing enzyme. Additionally, the regulation of classical CAR-target genes such as *UGT1A1* and *ABCC4*, and murine genes including *Sult2a1*, *Ugt1a1*, *Ugt2b34*, and *Abcc4*, remains unaffected by MI-883’s PXR antagonism, underscoring the predominant role of CAR in their regulation^47^ (Fig. 6f, Supplementary Figs. 10, 17).

Our animal studies with MI-883 recapitulated many features of TCPOBOP activity on plasma, liver, and overall body cholesterol content, as well as cholesterol and BA homeostasis reported in wild-type, *ApoE*^–/–^ and *Ldlr*^–/–^ mice^9,10,32^. Specifically, we observed: (i) increase expression of important conjugation enzymes and efflux transporters of BAs in the liver, (ii) increased expression of Cyp7a1 and Cyp8b1 enzymes in mice which promote the conversion of cholesterol into BAs, (iii) downregulation of Asbt and Ostα transporters in the ileum, which control the reabsorption of BAs, (iv) a significant increase in BAs content in the fecal matter, (v) decreased free cholesterol levels in the liver, (vi) unaffected nuclear Srebp1 and Srebp2 transcription factors, indicating a disrupted feedback response to reduced cholesterol levels in the liver and plasma, (vii) significant upregulation of Insig1, a negative regulator of Srebps by MI-883, (viii) minor but systematic downregulation of both proatherogenic and antiatherogenic apolipoproteins^48^ in the liver, and (ix) downregulation of *Angplt3* mRNA after treatment with MI-883. Notably, *Angptl3* gene expression is associated with a substantial reduction in plasma cholesterol and triglyceride levels in mice or individuals with loss-of-function (LOF) variants^49^.

Moreover, plasma triglycerides, glucose, urea, uric acid, iron, ions, and other biomarkers, as well as plasma metabolites examined using metabolomic analysis, remained largely unchanged after MI-883 treatment, indicating a specific effect on cholesterol and BA homeostasis (Fig. 4, Supplementary Figs. 11, 12, 18). Importantly, none of the tested hepatic biomarkers for liver injury exhibited significant alterations following one-month treatment with MI-883 (Supplementary Fig. 11), and we did not observe any significant upregulation of biomarkers for hepatocyte proliferation in human cellular models or in the humanized livers of PXB mice (Fig. 7).

Recent studies have shown that TCPOBOP treatment significantly reduces two taxa in Bifidobacterium spp., which exhibit bile salt hydrolase (*bsh*) activity. Although the link between decreased *bsh* and the unconjugated BA pool in the colon has not confirmed^50^, this finding warrants further investigation into the potential effect of MI-883 on gut microbiome as an important aspect of cholesterol/BA homeostasis.

We can conclude that this study underscores the viability of combined modulation of PXR and CAR receptors, enriching our understanding of their co-regulation of target genes involved in metabolism. Based on results from PXR-CAR-CYP3A4/3A7 mouse and human hepatocyte models, we show MI-883 as a prominent modulator of cholesterol homeostasis. Furthermore, it opens new avenues for interventions in metabolic diseases utilizing dual-acting ligands with favorable ADME properties.

## Methods

### TR-FRET CAR coactivator binding assay

The LanthaScreen TR-FRET CAR Coactivator Binding Assay Kit, goat (ThermoFisher Scientific, Cat. No PV4836) with GST-tagged human CAR ligand-binding domain (LBD) and a fluorescein-labeled PGC1α coactivator peptide was used as we have reported before^19^.

The LanthaScreen TR-FRET PXR Competitive Binding Assay (ThermoFisher Scientific, USA) was performed to evaluate interaction with PXR LBD as we described^51^. The assay measures the ability of an evaluated compound to replace the fluorescent PXR ligand from the receptor. The fluorescence was measured using a Synergy 2 Multi-Mode Microplate Reader (BioTek Winooski, VT, USA) (*n* = 3).

Half maximal effective concentration to activate (EC_50_) or inhibit (IC_50_) CAR/PXR LBD in the assays was calculated from at least eight points (range of 10 pM to 30 μM) using the GraphPad Prism software.

### Cell lines

Human hepatocellular carcinoma HepG2 (RRID:CVCL_0027) and monkey fibroblast-like COS-1 (RRID:CVCL_0223) cell lines were cultured as described previously^19^. LS174T human colon adenocarcinoma cells (RRID:CVCL_1384) were used in induction experiments with the subsequent *CYP3A4* mRNA RT-qPCR analysis as they express functional endogenous PXR.

HepaRG cells from Biopredic (Rennes, France) were cultivated and differentiated on the 12-well plates. For each experiment, the HepaRG cells were seeded at the density of 26,600 cells/cm^2^ and cultivated in William’s medium supplemented with 5 µg/mL insulin, 50 µM hydrocortisone, 10% Hyclone fetal serum (GE Healthcare Life Sciences, Pittsburgh, USA). 14 days after seeding, the HepaRG cells (RRID:CVCL_9720) were differentiated into hepatocyte-like cells using 1.5% DMSO in culture media for another 14 days^52^. Several batches of HepaRG KO CAR (CAR Knockout HepaRG™ Cells, MTOX1012-1VL, RRID:CVCL_B6AA) and PXR Knockout HepaRG™ Cells, MTOX1011-1VL, RRID:CVCL_B6AS) cells have been obtained from Sigma-Aldrich/Merck (Darmstadt, Germany) and cultivated according to the provider’s protocols. Induction experiments with HepaRG cells (24 or 48 h treatments) have been performed in duplicates in at least 3 independent experiments. Experiments with HepaRG KO PXR and HepaRG KO CAR cells have been performed in duplicates at least in two independent experiments. In Dr. Burk’s laboratory, HepG2 cells (HB-8065, lot number 58341723, ATCC, Manassas, VA) were cultivated in minimal essential medium, supplemented with 10% FBS, 2 mM L-glutamine, 100 µ/ml penicillin and 100 µg/ml streptomycin. In transfection experiments in HepG2 cells, regular FBS was replaced by dextran-coated charcoal-treated FBS. HepG2 cells were obtained at passage 74, propagated, and used in transfection experiments between passages 99 and 111. The cells were routinely checked for the presence of mycoplasma by PCR (VenorGeM Classic, Minerva Biolabs, Berlin, Germany).

### CAR and PXR luciferase gene reporter assays

CAR3 luciferase reporter assay (with CYP2B6-luc) was performed in human hepatocellular carcinoma HepG2 cells as we described^19^ For the CAR3 assay (Fig. 1d), a CYP2B6-luc reporter plasmid (originally entitled B-1.6k/PB/XREM) was kindly donated by Dr. Hongbing Wang (University of Maryland School of Pharmacy, Baltimore, MD, USA). All expression vectors are described in Supplementary, Chapter 4).

The CYP3A4 promoter luciferase reporter construct with a distal XREM (−7836/–7208) and a basal promoter sequence (prPXRE, −362/+53) from the CYP3A4 gene promoter region (CYP3A4-luc) was used for the PXR-dependent luciferase reporter gene assays (Fig. 1i, done at Charles University).

CYP3A4 enhancer/promoter-reporter gene plasmid pGL4-CYP3A4(-7830Δ7208-364) used at Dr. Margarete Fischer-Bosch-Institute of Clinical Pharmacology was described before^53^. The luciferase reporter plasmid was used together with the human wild-type PXR expression vector or with expression vectors with mutated PXR LBD (Fig. 1j).

Cells were treated for 24 h with MI-883 in a range of concentration from 0.1 nM to 30 µM (*n* = 3). The half maximal effective concentration (EC_50_) to activate CAR or inhibit PXR (IC_50_) in the assays was calculated from at least eight points of the dose-response curves using the GraphPad Prism software.

### CAR- and PXR-LBD assembly assays, and mammalian two-hybrid cofactor interaction assays with PXR

A human CAR LBD assembly assay (Fig. 1c) was performed according to protocols published by Carazo and Pavek with two hybrid expression constructs encoding helices 3−12 (pCAR-C/VP16) and helix 1 (pCAR-N/GAL4) of the human CAR LBD^54^. Transient transfection assays were carried out in the HepG2 cells using Lipofectamine 3000 transfection reagent (ThermoFisher Sciences). Cells were seeded into 48-well plates (4×10^4^ cells per well) and transfected with a pGL5-luc luciferase reporter construct (150 ng/ well, Promega), expression constructs pCAR-C/VP16 and pCAR-N/GAL4 (100 ng/well) and the *Renilla reniformis* luciferase transfection control plasmid (pRL-TK, Promega) (30 ng/well) 24 h later. Cells were maintained in a phenol red-free medium (200 μL) and treated with MI-883 and CITCO for 24 h. Luminescence activity in the cell lysate was measured using Dual-Luciferase Reporter Assay, Promega, Madison, WI, USA. The half-maximal effective concentration (EC_50_) to activate CAR in the assay was calculated using the GraphPad Prism software.

A human PXR LBD assembly assay (Fig. 1k) was done with expression plasmids encoding fusion protein of GAL4-DNA binding domain (DBD) and helix 1 part of the LBD of PXR (residues 132–188) and fusion protein of VP16 activation domain (AD) and helices 2-12 of the PXR-LBD (residues 189-434), respectively, which have all been described previously^55^. Metridia luciferase expression plasmid pMetLuc2control was obtained by Takara-Clontech (Mountain View, CA, USA). Transient batch transfection of HepG2 cells was done in 96-well plates using Jet-PEI transfection reagent (Polyplus, Illkirch, France), as described previously^56^. The following amounts of plasmid DNA per well were used: 0.24 µg pGL4-G5 and 0.03 µg each of expression plasmids encoding GAL4-DBD/PXR(132-188) and VP16-AD/PXR(189-434). All transfections included 0.01 µg pMetLuc2control per well for normalization of firefly luciferase reporter activities. After overnight incubation with the transfection mixtures, cells were treated with chemicals in a volume of 100 µl of cell culture medium. 24 h later, the medium supernatant was removed, and cells were lysed with 50 µl 1x passive lysis buffer (Promega, Madison, WI, USA) per well. Firefly luciferase activity was measured in 10 µl of cell lysates, and Metridia luciferase activity was analyzed in 10 µl of medium supernatant, both as described before^56^. Results were normalized by dividing firefly luciferase activity by *Metridia* luciferase activity measured from the same well.

The mammalian two-hybrid PXR-cofactor interaction assays (Fig. 2o) were performed with expression plasmids encoding fusion proteins of GAL4-DNA binding domain (DBD) and the receptor-interacting domains (RID) of nuclear receptor coactivator (NCOA1/SRC-1) 1 (residues 583–783), NCOA2 (residues 583–779), MED1 (residues 527–774), and nuclear receptor corepressor 2 (NCOR2) (residues 1109–1330)^55^, which have all been described previously. Expression plasmid encoding a fusion protein of VP16 activation domain (AD) and PXR-LBD (residues 108–434) has been used before^55^. The GAL4-dependent pGL4-G5, harboring a pentamer of GAL4 binding sites in front of the E1b promoter was described before^56^.

Transient batch transfection of HepG2 cells was done as described above. The following amounts of plasmid DNA per well were used: PXR-corepressor release assay, 0.23 µg pGL4-G5, 0.03 µg each of expression plasmids encoding GAL4-DBD/NCOR2-RID and VP16-AD/PXR(108-434) and 0.015 µg RXRα expression plasmid; PXR-coactivator recruitment assays, 0.24 µg pGL4-G5, 0.03 µg of expression plasmid encoding respective GAL4-DBD/coactivator-RID and 0.03 µg expression plasmid encoding VP16-AD/PXR(108-434). All transfections included 0.01 µg pMetLuc2control per well for normalization of firefly luciferase reporter activities. After overnight incubation with the transfection mixtures, cells were treated with chemicals in a volume of 100 µl of cell culture medium. 24 h later, medium supernatant was removed, and cells were lysed with 50 µl 1x passive lysis buffer (Promega, Madison, WI, USA) per well. Firefly luciferase activity was measured in 10 µl of cell lysates, and Metridia luciferase activity was analyzed in 10 µl of medium supernatant, both as described before^56^. Results were normalized by dividing firefly luciferase activity by *Metridia* luciferase activity measured from the same well. Measurements of samples were repeated several times (*n* ≥ 3).

Luciferase reporter gene assays in PXR expressing H-P cells and mammalian two-hybrid reporter assays have been performed as described before^55,57^.

The luciferase reporter gene assays for FXR, LXRα, LXRβ, THα, GRα, PPARα, PPARδ/β, PPARγ, AhR, VD, ERα, ERβ and mouse Car are described in our recent paper^19^ (see Supplementary Chapter 7).

### Translocation assay

Nuclear translocation of pEGFP-hCAR+Ala chimera in COS-1 SV40 transformed African green monkey kidney cells was performed as we have described (*n* = 3)^19^.

### Interactions between the CAR-LBD and coregulator peptides (MARCoNI array)

The ligand-modulated coregulator interactions with the HIS-tagged CAR-LBD (ThermoFisher Sciences, Cat. No PV4836) and anti-HIS antibody labeled with Alexa488 (Qiagen) was assessed using a PamChip® microarray that contains 154 coregulator-derived binding peptides, including the LXXLL coactivator motif or the LXXXIXXXL corepressor motif from 66 different coregulators (PamGene International B.V, Supplementary, Chapte 9)^58,59^. The reaction was performed in a fully automated microarray processing and fluorescent imaging platform (PamStation12) at 20 °C for 80 cycles (two cycles per minute). After removal of the unbound CAR-LBD receptor by washing each array with 25 µl Tris-buffered Saline (TBS) buffer, fluorescent images of the PamChip microarrays were obtained using the PamStation12, and then were analyzed for quantification of CAR binding using BioNavigator software (PamGene International B.V.). For data and statistical analysis, BioNavigator was used.

Modulation index (MI) is the log_10_-transformed relative binding value, which is calculated by the compound’s binding value, relative to the vehicle control (DMSO) binding value. Positive interaction indicates that ligands increase CAR–coregulator motif interactions, and the cut-off is MI > 0; the binding value, interaction indicates that ligands decrease CAR-coregulator motifs interactions and the cut-off is MI < 0; the binding value, >50; the relative binding value < 1.

### Primary human hepatocytes (PHH) and 3D spheroids of PHH

#### 2D primary human hepatocyte culture

Primary human hepatocytes (PHHs, donor OFA, BioIVT, Westbury, New York, USA) were seeded onto rat tail collagen type I-coated 24-well plate (Corning, New York, USA) (350,000 cells per well) in PHH medium as described^60^ with 10% fetal bovine serum (FBS, HyClone), which was exchanged for FBS-free PHH medium 2 h later when the cells attached to the plate surface. The next day, 2D PHH cells were exposed to either MI-883 (5 μM), SPA70 (10 μM), CITCO (1 μM), rifampicin (5 μM) or rifampicin (5 μM) together with MI-883 (5 μM) diluted in FBS-free PHH medium. After 48 h, the cells were harvested to 1 ml of QIAzol lysis reagent (Qiagen, Hilden, Germany) and further analyzed by RT-qPCR (Fig. 3h).

In addition, the primary human hepatocytes (human hepatocytes in monolayer-long term cultures) from two donors were obtained from Biopredic (Rennes, France) (batch HEP220969, 78-year-old female, Caucasian; HEP220971, 46-year-old male, Caucasian, HEP220976, 73-year-old male). The cells were cultivated as 2D monolayers according to the manufacturer’s protocol. The hepatocytes were treated with rifampicin (10 μM), CITCO (5 μM), MI-883 (1, 5, and 10 µM, respectively), or their combinations for 24 h in the use medium (Fig. 1g HEP220969 performed in triplicate samples; Fig. 3c HEP220971 and HEP220976).

#### 3D primary human hepatocyte spheroids

Primary human hepatocytes (PHHs, female donors JEL, HJK, and AKB, BioIVT, Westbury, New York, USA) were seeded onto ultra-low attachment 96-well plates (Corning, New York, USA) (1500 cells per well) and cultivated according to a previously published protocol^60^. Briefly, PHHs were cultivated for 6 days to generate compact spheroids by spontaneous self-aggregation and then half of PHH medium was exchanged for FBS-free PHH medium. 3D PHHs were treated with MI-883 (5 μM) commenced from day 8 within a time range of 8–120 h (time points were 8, 12, 24, 48, 72, and 120 h). Conditioned FBS-free PHH medium was changed every 2–3 days of the treatment. 30 spheroids per each condition were collected to 1 ml of QIAzol lysis reagent (Qiagen, Hilden, Germany) for downstream RT-qPCR analysis. Data are presented as the mean ± SD of fold change expression gained from 3D spheroids of three different donors. ATP assay has been performed as described^60^.

### RT-qPCR and Western blotting

RT-qPCR was used to examine gene expression in 2D and 3D PHH, HepaRG cells, or in mouse liver or intestine (ileum) samples as we have described before^60–62^. TaqMan probes for murine and human genes are listed in Table S3 in the *Supplementary Information*. Antibodies used for Western blotting have been described^63^ or are listed in Table S4 (Supplementary Chapter 13).

### Animal experiments

All animal studies were performed in accordance with the EU Directive 2010/63/EU and they were approved by the Czech Central Commission for Animal Welfare. All animal experiments were performed in compliance with, and all animals received care according to the guidelines set by the Animal Welfare Body of the Czech Centre of Phenogenomics. Humanized PXR-CAR-CYP3A4/3A7 mice (model 11585, Taconic, Rensselaer, NY, USA) were housed in a temperature-controlled environment (22 ± 2 °C) with 12-h light/dark cycle and free access to water. Unless otherwise stated, mice were fed a chow diet (Altromin, Cat. No. 1314 Forti, Lage, Germany) *ad libitum*.

For experiment involving a HFD in the model of diet-induced metabolic syndrome and type 2 diabetes with hypercholesterolemia, both male and female mice at the age of 10–15 weeks were pretreated for 8 weeks with HFD (E15186 EF R/M with 30% fat, ssniff ®, Soest, Germany) containing 30.1% crude fat, 20.8% protein and 171 mg/kg of cholesterol, *ad libitum* (Fig. 4a). Mice were then randomly assigned to MI-883 or control groups (17 male animals per group for the control or MI-883-treated group, 15 female animals per group for control and MI-883 treated groups, respectively). They were administered via oral gavage with either MI-883 treatment (5 mg/kg, 3x per week on Mo, We, Fri) or vehicle (5%DMSO/5%PEG300/90%corn oil) while still fed with HFD. Mice were sacrificed after 4 weeks of treatment.

In parallel, two groups of male animals (10 per group) and female animals (7 per group) were fed a chow diet for blood biochemistry analysis.

Intraperitoneal glucose tolerance test (IPGTT) and Intraperitoneal Insulin Tolerance Test (IPITT) assays were performed one week before the end of the HFD study. For IPGTT, mice fasted for 18 h were intraperitoneally injected with 20% D-glucose solution (2 g/kg BW). Blood was sampled before the injection and 15, 30, 60, and 120 min after. For the IPITT assay, mice fasted for 4 h were administered with 0.75 IU insulin/kg BW. Blood was sampled before the injection and 15, 30, 45, 60, and 90 min after.

For experiments with a high-cholesterol diet (HCD), mice (18–26 weeks) were pretreated *ad libitum* for 2 weeks with diet containing 15% fat and 12.5 g/kg of cholesterol (E15103, ssniff, Soest, Germany) (Fig. 4f). After this period, animals were randomly assigned to two groups (control vehicle-treated and MI-883-treated animals, with 9 males and 7 females per group). Animals were dosed orally with MI-883 (5 mg/kg every other day—Monday, Wednesday, Friday, and the following Monday and Wednesday, for a total of 5 doses) or vehicle alone (5% DMSO/5% PEG300/90% corn oil) via oral gavage three times per week. The animals remained on the HCD during the treatment period. Mice were sacrificed after 5 treatments.

In induction studies with humanized PXR-CAR-CYP3A4/3A7 mice, 3 to 4 male animals fed a chow diet were treated with 10 mg/kg MI-883, 5 mg/kg rifampicin or their combination three times via intraperitoneal (*i.p*.) injection every 24 h. CITCO was applied at two doses (10 mg/kg) after 24 h and livers were sampled 24 h after the last dose. In the induction experiments, urine was sampled from the gallbladder. All animals were euthanized 24 h after the last administration through cervical dislocation under isoflurane anesthesia.

Mice were weighted and tissues (livers, blood, duodenum, jejunum, ileum, white fat) were removed, weighted and snap frozen in liquid nitrogen and stored at –80 °C until analysis. Blood was collected from the retro-orbital sinus of mice under isoflurane anesthesia into heparin-coated tubes (Kabe Laboratortechnik GmbH, Nümbrecht-Elsenroth, Germany) after 3 h fasting and analyzed on AU480 biochemistry analyzer (Beckman Coulter, Brea, USA). Sample preparation for bile acid and cholesterol analyses from tissues or feces is described below. One of the liver lobes was fixed in formalin, embedded in paraffin blocks, sectioned, and subjected to H&E staining. Blood was analyzed as described in Supplementary, Chapter 10.

### Pharmacokinetic study after single-dose application of MI-883

Pharmacokinetic study of MI-883 in C57BL/6N mice (9–10 weeks old, body weight 20.8 to 24.5 g and average body weight across all groups 22.7 g, SD = 1.1 g) were performed following peroral (*p.o*.) and intraperitoneal (*i.p.)* administrations. Six-time points (10, 30, 120, 240, 480, and 1440 min) were set for this pharmacokinetic study, with each of the time point treatment groups included 4 animals (*n* = 4). There was also a control group of 4 animals per route. The levels of the parent compound MI-883 were determined by LC-MS/MS in the blood plasma, brain, kidney, liver, muscle (*Leg triceps*), bile, small intestine, colon, and adipose tissues over time after a single dose of 10 mg/kg. Mice were injected *i.p*. with 2,2,2-tribromoethanol at a dose of 150 mg/kg prior to drawing the blood. Blood collection was performed from the orbital sinus in BD microtainers tubes containing K2EDTA. Animals were sacrificed by cervical dislocation after the blood samples collection. After this, samples of brain, kidney, liver, muscle (*Leg triceps*), small intestine, colon, and adipose tissue were collected. Bile samples were taken from the gallbladder of mice. Urine and feces samples were collected using metabolic cages over the course of 1440 min (24 h) after compound administration. All samples were immediately processed, flash-frozen, and stored at –70 °C until subsequent analysis. Detection of the presence of potential metabolites (2-chloro-5-((4-(2-(4-chlorophenyl)-7-fluoroimidazo[1,2-a]pyridin-3-yl)-1H-1,2,3-triazol-1-yl)methyl)-N-methylbenzamide or 2-(4-chlorophenyl)-7-fluoro-3-(1H-1,2,3-triazol-4-yl)imidazo[1,2-*a*]pyridine) in plasma and tissues was performed. MI-883 was applied in 5%DMSO – 5%PEG300 – 90%corn oil formulation with a final concentration of the compound, 2 mg/ml. Animal treatment and sample preparation were conducted by the Animal Laboratory personnel at Enamine/Bienta.

Plasma samples (50 μl) were mixed with 200 μl of IS400 solution. After mixing by pipetting and centrifuging for 4 min at 6000 rpm, 2 μl of each supernatant was injected into the LC-MS/MS system. Solution of compound IS-19851 (400 ng/ml in acetonitrile-methanol mixture 1:1, v/v) was used as internal standard (IS400) for quantification of MI-883 in blood plasma, liver, kidney, muscle (*Leg triceps*), small intestine, and colon samples. Liver, kidney, muscle (*Leg triceps*), colon, and small intestine samples (weight 100 mg ±1 mg) were disintegrated in 500 μl of IS400 using zirconium oxide beads (120 mg ± 5 mg) in The Bullet Blender® homogenizer for 1–3 min at speed 8–12. After this, the samples were centrifuged for 3 min at 14,000 rpm, and 1 μl of each supernatant was injected into the LC-MS/MS system.

Brain and adipose tissue samples (weight 100 mg ± 1 mg) were dispersed in 500 μl of IS400(80) using zirconium oxide beads (120 mg ± 5 mg) in The Bullet Blender® homogenizer for 30 s at speed 8. After this, the samples were centrifuged for 4 min at 14,000 rpm, and 1 μl of each supernatant was injected into the LC-MS/MS system. Solution of compound IS-19851 (400 ng/ml in water-acetonitrile-methanol mixture, 2:4:4, v/v/v) was used as internal standard (IS400(80)) for quantification of MI-883 in the brain, adipose tissue, urine, and bile samples. Urine (cumulative) and bile samples were mixed with IS400(80) solution (1:20, v/v). After mixing by pipetting and centrifuging for 4 min at 6000 rpm, 0.5 μl of each supernatant was injected into the LC-MS/MS system. Cumulative feces samples (114 mg–249 mg) were transferred to BMT-20-S tubes with 4 stainless steel balls, mixed with 20 volumes of IS400(80) solution, and dispersed using ULTRA-TURRAX Tube Drive for 1 min at 3000 rpm within the 30 min thrice. After dispersing and centrifuging for 2 min at 14,000 rpm, 0.5 μl of each supernatant was injected into the LC-MS/MS system.

### MI-883 analysis following intraperitoneal and peroral administration

The concentration of MI-883 in plasma and tissues was determined using a high-performance liquid chromatography/tandem mass spectrometry (HPLC-MS/MS) method. Shimadzu HPLC system consisted of controller Prominence CBM20A2, isocratic pumps LC-10ADvp, an autosampler Prominence SIL-20AC, a sub-controller FCV-14AH, and a degasser DGU-14A. Mass spectrometric analysis was performed using the API 3000 (triple-quadrupole) instrument from AB Sciex (Canada) with an electro-spray (ESI) interface. The data acquisition and system control were performed using Analyst 1.5.2 software (AB Sciex, Canada). Calibration solutions and curves with final concentrations of 2500, 1000, 500, 250, 100, 50, 25, 10, 5, and 2 ng/ml were constructed using blank samples.

Pharmacokinetic calculations were performed as we described before^19^.

Reagenst, equipment and HPLC-MS/MS conditions are described in Supplementary Chapter 5.

### CYP enzymatic activity assays

Human recombinant CYP3A4 and CYP2B6 enzymes expressed from cDNA using a baculovirus-infected insect cells with human CYP450 reductase and cytochrome b5 in microsomal fraction (CYP450-Glo™ CYP3A4 Assay, CYP450-Glo™ CYP2B6 Assay, Promega, Hercules, CA) were used to evaluate interaction of MI-883 with these enzymes in vitro according to protocols we published before^19^.

### mRNA sequencing using NGS (RNA-Seq) for transcriptome analysis

Total RNA from liver samples has been isolated using TRIZOL®. Total RNA was purified using Agencourt RNAClean XP Beads (Beckman Coulter, Inc.) and then the diluted RNA was quantified using Qubit 2.0 Fluorometer with Qubit RNA BR Assay Kit (Invitrogen) for precise measurement. The integrity of purified RNA was evaluated based on RIN (>7) acquired using the 2100 Bioanalyzer System with Total RNA Nano Chip (Agilent Technologies) according to the manufacturer’s protocol.

The input amount of total RNA used in the libraries was 520 ng. Libraries were constructed with NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs Inc., Ipswich, MA, USA). The whole procedure was performed according to the protocol suggested by the manufacturer. The samples were multiplexed using suitable molecular barcodes by using the NEBNext Multiplex Oligos from Illumina. Adaptor enrichment was performed by using eight cycles of PCR.

The concentration of molecular libraries was measured using Qubit 2.0 Fluorometer with Qubit dsDNA HS Assay Kit (Invitrogen) and subsequently, the fragment sizes were analyzed by Bioanalyzer System 2100 using High Sensitivity DNA Chip (Agilent Technologies), with expected fragments between 200 and 600 bp in size. The molarity of individual libraries was calculated using determined concentrations and modal lengths. Each sample of the library was normalized to 14 nM concentration, and the normalized libraries were pooled and sequenced on an Illumina NovaSeq6000 platform (Illumina) with paired-end sequencing of libraries with a read length of 150 b.

The quality of raw sequencing data was assessed using MultiQC tool. Fastq files were aligned to the mouse reference genome (mm10) using STAR aligner and featureCounts was used to make count matrices. Data was filtered to only include genes with a minimum 60 counts in all samples. Data were analyzed using the DESeq2 package of RStudio 2023.06.1 and R software v4.3.1 (https://www.R-project.org/). A pairwise comparison between MI-883-treated and control animals resulted in a list of differentially expressed RNAs (*P* < 0.05). P values were adjusted for multiple testing to reduce false discovery rate. For further analysis RNAs with more than twofold expression were selected (log2FC > 1 or < –1). Differential expression was analyzed using DESeq2 package (Fig. 4a). Volcano plot was visualized using R package ggplot2 and ggrepel. Gene ontology (GO) and pathway analyses were done with the R package clusterProfiler^64^ using function enrichGO. *P* value < 0.001 was defined as the significance threshold.

A heatmap was made using z-score normalized reads (z = [x-mean]/standard deviation) and visualized using the R package pheatmap. Hierarchical clustering was performed with the Ward method as a part of the pheatmap R package. The data presented in this publication have been deposited in NCBI’s Gene Expression Omnibus database with GEO Series accession number GSE262786.https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE262786.

### *In-*silico molecular dynamics analysis

Receptor and Ligand Preparation: The crystal structure of the human wtCAR model was retrieved from the RCSB Protein Data Bank (www.rcsb.org, PDB code: 1XVP; resolution:2.6 Å). The PXR model was retrieved from a previous publication^23^. Ligands for docking were drawn using Maestro (v2022.4) and prepared using LigPrep to generate the three-dimensional conformation, adjust the protonation state to physiological pH (7.4), and calculate the partial atomic charges, with the force-field OPLS4. We employed a standard docking to accommodate MI-883 into CAR’s and PXR’s LBD using Glide^65,66^. Ligands were docked within a grid around 12 Å from the centroid of the crystallized ligand (CITCO) generating 10 poses per ligand. Next, four systems (wtCAR/CITCO, wtCAR/MI-883, PXR/SR12813, and PXR/MI-883) were prepared and minimized by adding hydrogens, adjusting the protonation states of amino acids, and fixing missing side-chain atoms and protein loops using Maestro PrepWizard (v2022.4). For each system, simulations of five 1 μs independent replicas were carried out. GraphPad Prism ver. 9.3.1. Software (GraphPad Software, Inc., San Diego, CA, United States) was used to perform statistical analysis.

Protein-ligand interactions were measured using the Simulation Event Analysis tool implemented in Maestro (Maestro v2022.4). The criteria for protein-ligand hydrogen bond is a distance of 2.5 Å between the donor and acceptor atoms (D — H···A); a donor angle of ≥120° between the donor-hydrogen-acceptor atoms (D — H···A); and an acceptor angle of ≥90° between the hydrogen-acceptor-bonded atom atoms (H···A — X). Protein-water or water-ligand hydrogen bond had a distance of 2.8 Å between the donor and acceptor atoms (D—H···A); a donor angle of ≥110° between the donor-hydrogen-acceptor atoms (D—H···A); and an acceptor angle of ≥90° between the hydrogen-acceptor-bonded atom atoms (H···A—X). Non-specific hydrophobic interactions are defined by hydrophobic sidechain within 3.6 Å of a ligand’s aromatic or aliphatic carbons and π-π interactions required two aromatic groups stacked face-to-face or face-to-edge, within 4.5 Å of distance (distance definitions were taken from the Schrödinger software, Maestro v2022.4).

Distance calculations were carried out using Maestro event analysis tool (Schrödinger, LLC, New York, NY). Distances were calculated using the script *trj_asl_distance.py* selecting either the atom numbers of the residues (Cα) in the case of H2’–H6 distance or the center of mass of the Helices in the case of Helix 3–H12 distance as arguments.

Complementarily, to decipher the conformational dynamics of PXR-LBD induced by MI-883 binding (herein denoted as PXR-LBD/MI-883), we carried out 4.838 µs all-atom MD simulations for PXR/MI-883 and compared it against a classical agonist system (20 µs, PXR/SR12813)^23^. We utilized the co-crystal structure of PXR/SR12813 (PDB ID: 1NRL) as the starting configuration to model our antagonist system.

All molecular dynamics trajectories and raw data related to the protein-ligand interactions (as.dat and tsv files) within the simulations are available in the repository: codes: 10.5281/zenodo.10671315, 10.5281/zenodo.5772317 and 10.5281/zenodo.6355467.

### Cholesterol, C4, and lathosterol analysis

Cholesterol (Ch, total and free Ch), C4, and lathosterol determination were performed in liver tissue (25–80 mg fresh weight) using GC-MS according to Cohen et al.^67^ (detailed protocol in Supplementary, Chapter 14). Internal standard (d7-cholesterol, Sigma Aldrich/Merck) was used. Solid phase extraction^68^ and analysis were performed using LC-MS/MS as described previously^69^. Protein quantification was done using DC Protein Assay (Bio-Rad) according to manufacturer instructions (micro assay format). All samples were analyzed for protein content in triplicates and analyzed.

### Mass spectrometry analysis of lipids - lipidomics

Solvents, additives, lipid class internal standards, liver sample preparation, and UHPSFC/MS measurement are described in detail in Supplementary, Chapter 19. Lipid separation using UHPSFC (Acquity UPC^2^ instrument from Waters; Milford, MA, USA) was performed on column Viridis BEH (100 × 3 mm, 1.7 µm) with the following conditions: the column temperature 60 °C, the flow rate 1.9 mL/min, and the injection volume 1 µL. The following linear gradient was performed using scCO_2_ and methanol (30 mM ammonium acetate + 1% of water) used as a modifier: 0 min – 1% modifier, 1.5 min – 16% modifier, 4 min – 51% modifier, 7 min – 51% modifier, 7.51 min – 1% modifier, and the equilibration with the total run time of 8 min. The automatic back-pressure regulator (ABPR) was set to 1800 psi and the autosampler temperature to 4 °C. Methanol with 30 mM ammonium acetate and 1% of water was used as the make-up solvent with a flow rate of 0.25 mL/min. The SFC was connected with the hybrid quadrupole - time of flight (QTOF) mass spectrometer Synapt G2-Si (Waters; Milford, MA, USA) with following conditions: sensitivity mode applying positive ESI mode, the mass range of *m/z* 150–1200, the capillary voltage of 3 kV, the sampling cone of 20 V, the source offset of 90 V, the source temperature of 150 °C, the desolvation temperature of 500 °C, the cone gas flow of 50 L/h, the desolvation gas flow of 1000 L/h, and the nebulizer gas flow of 4 bar. Mass spectra were acquired in the continuum mode with a scan time of 0.5 s and the peptide leucine enkephalin as the lock mass.

### Lipidomic data analysis and statistics

All UHPSFC/MS-QTOF spectra were acquired using MassLynx and processed as follows: noise reduction using the Compression tool followed by the lock mass correction and the conversion from continuum to centroid mode using the MassLynx tool (Accurate mass measure). Retention time windows of individual lipid classes were set to the methods created to get intensities (threshold of intensity 3000) using the MarkerLynx tool. Further, these methods for each lipid class were applied to a sequence of samples, which resulted in a sum table of all *m/z* with corresponding intensity for each sample, exported as*.txt* file. and used for lipid identification, calculation of concentrations, and isotopic correction Type II. using LipidQuant Excel script^70^. All lipid intensities were normalized to respective lipid class internal standards and reported as concentrations (pmol/mg). Data were further analyzed using lipidr package^71^. PCA and log2 fold change values were calculated using log2 transformed and Pareto scaled data.

### Bile acid analysis in plasma, liver, stool, and bile

Materials and reagents and sample preparation have been described in our last paper^63^ (see Supplementary, Chapter 12). Concentrations of bile acids in plasma, bile, and feces were determined using the UHPLC-MS method. The bile acids separation was conducted on the ACQUITY UPLC I-Class System (Waters, Milford, MA, USA) using a Triart C18 column (50 mm × 2.1 mm ID, 1.9 µm) from YMC, Japan. The column was maintained at 45 °C and was safeguarded by a disposable CrudCatcher in-line filter (Phenomenex, Torrance, CA, USA). The mobile phase flowed at a rate of 0.35 mL/min and consisted of solvent A (0.5 mmol/L ammonium acetate, 0.001% v/v acetic acid in water) and solvent B (0.5 mmol/L ammonium acetate, 0.001% v/v acetic acid in a 3:1 v/v mixture of methanol and acetonitrile). The gradient program followed this sequence. Initially, 40% (v/v) of solvent B was maintained for 0.2 min, after which there was a linear increase to 79% (v/v) from 0.2 to 9.0 min. This was succeeded by an isocratic washout with 95% (v/v) solvent B from 9.0 to 10.5 min, followed by equilibration with 40% (v/v) solvent B from 10.5 to 12 min. 2 μL of sample were injected into column. Column effluent was monitored with Xevo TQ-XS triple quadrupole detector operated in positive electrospray mode. Further details can be found in the publication by Uher et al.^72^.

The processing of the UHPLC-MS data was performed using TargetLynx software (Waters, Milford, MA, USA). The ratio of an analyte’s peak area and the internal standard was evaluated against a calibration curve, and the concentration for each bile acid was calculated. For further data analysis, the concentrations of individual BAs were summed to calculate the concentration of conjugated, unconjugated, 12-OH, non-12-OH, and total bile acids.

### The PXB-mouse Humanized liver mice experiment with MI-883

The use of animals for this study was approved by the Animal Ethics Committee of PhoenixBio (Resolution No.: 2554 approved on October 12, 2020). All the experimental procedures used to treat live animals in this study were approved by the Animal Ethics Committee of PhoenixBio.

PXB-mouse® are mice with background genotype: cDNA-uPAwild/+/SCID [cDNA-uPAwild/+: B6;129SvEv-Plau, SCID: C.B-17/Icr-scid /scid Jcl]. Mice contain human hepatocytes with an estimated replacement index of 70% or more in the liver, which is calculated based on the blood concentration of human albumin (h-Alb). Human hepatocytes for the experiment were obtained from BD195 (Corning Incorporated, Tewksbury, MA, USA).

The PXB mouse contains human hepatocytes and is utilized as a predictor of qualitative human hepatocytes/liver function^30^.

Male mice (*n* = 5 per group) were used for the experiments with the following characteristics: 19 to 23 weeks old on Day 0, body weights on Day 0 (19.3 to 22.3 g), and blood h-Alb Level (from 9.1 to 15.0 mg/mL).

Mice were f*ed ad libitum with 12* *h-light/dark cycle (8:00–20:00)*. Mice group composition was randomized based on the arithmetic mean values for body weight and geometric mean values for blood h-Alb concentration. On the days of pre-dose blood sampling and/or administration, the observations were conducted prior to the pre-dose blood sampling and prior to the administration.

Individual body weights were taken once daily throughout the in-life phase. On the days of pre-dose blood sampling and/or administration, the body weights were taken prior to the pre-dose blood sampling and prior to the administration. The body weights were also taken prior to the fasting on Day 7.

MI-883 was applied in the following vehicle: corn oil (90%)/DMSO (5%)/PEG30 (5%) formulation of MI-883 2.5 mg/kg (1.5 mL) to treated animals. The same vehicle was used in the control group. MI-883 was applied via *p.o*. gavage using disposable plastic sondes (Fuchigami Kikai Co., Kyoto, Japan) at the dose of 2.5 mg/kg every day (in total seven doses -day 0-Day 7).

The target volume of blood (200 μL) was collected from all subject animals under isoflurane anesthesia via the retro-orbital plexus/sinus using calibrated pipettes (Drummond Scientific Company, PA, USA) at each time point after 4 h of fasting. Isoflurane inhalation solution was also used at the terminal blood sampling. The livers were snap-frozen in two or more pieces in one tube in liquid nitrogen. These frozen liver samples were stored at −80 °C. Urine was directly collected from the urinary bladder using a syringe. Bile was directly collected from the gallbladder using a syringe.

Serum h-ALT1 concentration was determined based on an Enzyme-Linked ImmunoSorbent Assay (ELISA) developed by the Institute of Immunology Co., Ltd (Tokyo, Japan) (for details see Supplementary, Chapter 11).

### Plasma protein binding and plasma stability of MI-883

Plasma protein binding, and stability in human and mouse plasma have been tested as previously described^19^.

### Metabolic stability in liver S9 fractions

Metabolic stability of MI-883 and CITCO in human liver S9 fraction (H0630.S9, XenoTech) and mouse liver S9 fraction (S9 from livers, pooled from male mouse (CD-1)) containing both phase I and phase II enzymes has been assessed as we described before^19^. To determine the phase II metabolism of MI-883, additional cofactors were used such as UDPGA (for glucuronidation), PAPS (for sulfation), and reduced glutathione (for conjugation of GSH). Shimadzu HPLC system including vacuum degasser, gradient pumps, reverse phase HPLC column, column oven, and autosampler with an API 4000 QTRAP mass spectrometer (Applied Biosystems/MDS Sciex (AB Sciex) with Turbo V ion source and TurboIonspray interface were used. The reference compound midazolam, which is metabolized both by phase I and phase II enzymes, was used. The elimination constant (k_el_), half-life (t_1/2_), and intrinsic clearance (Cl_int_) were determined^19^ (Table S1).

### Liver enzymatic TG measurement

The liver tissue (10 mg) was homogenized using a pre-cooled steel bead in 225 μL of methanol in TissueLyser II (30 Hz, 2 × 30 s) (Qiagen, Hilden, Germany). This was followed by the addition of 750 μL of ice-cold methyl tert-butyl ether. Samples were vortexed and incubated for 1 h on a rotating wheel. Next, 188 μL of LC/MS-grade water was added and, after vortexing, the mixture underwent a short incubation and centrifugation (14,000 × *g*, 4 °C, 3 min). The upper organic phase containing lipids was collected and 300 μL was transferred to a vial containing 40 μL of 10% Triton X-100 in methanol, followed by evaporation on a heating block with shaking function (300 rpm, 45 °C). LC/MS-grade water (100 μL) was added to the evaporated sample and the tube was vortexed (1000 rpm, 35 °C). The samples were measured using a TG assay (Beckman Coulter, Brea, CA, USA) and a glycerol assay (Randox laboratories, Crumlin, UK) on an AU480 biochemistry analyzer (Beckman Coulter, Brea, CA, USA). The glycerol value was subtracted from the TG value. Livers from seven (*n* = 7) vehicle-treated controls and ten (*n* = 10) MI-883-treated animals were used.

### Statistics and reproducibility

Histological and macroscopic analyses were performed with all liver samples; Fig. 6d presents a representative image of the analyses. Western blotting data were repeated with the same results, and representative data are shown in Fig. 6.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Data generated during the study is available in public repositories or at the request of the authors. All trajectories from the MD simulations, and raw data from geometrical and energy calculations are available on the Zenodo repository https://zenodo.org/uploads/10671315 with DOI: 10.5281/zenodo.10671315. The NGS RNA-Seq expression data generated in this study have been deposited in NCBI’s Gene Expression Omnibus database and is accessible through GEO Series accession number GSE262786 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE262786. Other data were deposited in *figshare* repository 10.6084/m9.figshare.25375909. Source data are provided with this paper.

## References

[1] Xie, W. Xenobiotic receptors, a journey of rewards. *Drug Metab. Dispos.***51**, 207–209 (2023).36351836 10.1124/dmd.122.000857PMC9900861

[2] Honkakoski, P. Searching for constitutive androstane receptor modulators. *Drug Metab. Dispos.***50**, 1002–1009 (2022).35184042 10.1124/dmd.121.000482

[3] Wang, J., Lu, P. & Xie, W. Atypical functions of xenobiotic receptors in lipid and glucose metabolism. *Med. Rev.***2**, 611–624 (2022).10.1515/mr-2022-0032PMC991204936785576

[4] Mackowiak, B., Hodge, J., Stern, S. & Wang, H. The roles of xenobiotic receptors: beyond chemical disposition. *Drug Metab. Dispos.***46**, 1361–1371 (2018).10.1124/dmd.118.081042PMC612451329759961

[5] Daujat-Chavanieu, M. & Gerbal-Chaloin, S. Regulation of CAR and PXR expression in health and disease. *Cells***9**, 2395 (2020).10.3390/cells9112395PMC769264733142929

[6] Karpale, M., Hukkanen, J. & Hakkola, J. Nuclear receptor PXR in drug-induced hypercholesterolemia. *Cells***11**, 313 (2022).10.3390/cells11030313PMC883390635159123

[7] Yoshinari, K. & Shizu, R. Distinct roles of the sister nuclear receptors PXR and CAR in liver cancer development. *Drug Metab. Dispos.***50**, 1019–1026 (2022).35184041 10.1124/dmd.121.000481

[8] Rezen, T. et al. Effect of CAR activation on selected metabolic pathways in normal and hyperlipidemic mouse livers. *BMC Genomics***10**, 384 (2009).19691840 10.1186/1471-2164-10-384PMC2739862

[9] Sberna, A. L. et al. Constitutive androstane receptor activation stimulates faecal bile acid excretion and reverse cholesterol transport in mice. *J. Hepatol.***55**, 154–161 (2011).21145854 10.1016/j.jhep.2010.10.029

[10] Sberna, A. L. et al. Constitutive androstane receptor activation decreases plasma apolipoprotein B-containing lipoproteins and atherosclerosis in low-density lipoprotein receptor-deficient mice. *Arterioscler Thromb. Vasc. Biol.***31**, 2232–2239 (2011).21778422 10.1161/ATVBAHA.110.222497PMC4104927

[11] Karpale, M. et al. Activation of pregnane X receptor induces atherogenic lipids and PCSK9 by a SREBP2-mediated mechanism. *Br. J. Pharmacol.***178**, 2461–2481 (2021).33687065 10.1111/bph.15433

[12] Meng, Z. et al. The atypical antipsychotic quetiapine induces hyperlipidemia by activating intestinal PXR signaling. *JCI Insight***4**, e125657 (2019).10.1172/jci.insight.125657PMC641380230728326

[13] Lu, Y., Feskens, E. J., Boer, J. M. & Muller, M. The potential influence of genetic variants in genes along bile acid and bile metabolic pathway on blood cholesterol levels in the population. *Atherosclerosis***210**, 14–27 (2010).19932478 10.1016/j.atherosclerosis.2009.10.035

[14] He, J. et al. PXR ablation alleviates diet-induced and genetic obesity and insulin resistance in mice. *Diabetes***62**, 1876–1887 (2013).23349477 10.2337/db12-1039PMC3661619

[15] Sui, Y., Xu, J., Rios-Pilier, J. & Zhou, C. Deficiency of PXR decreases atherosclerosis in apoE-deficient mice. *J. Lipid Res.***52**, 1652–1659 (2011).21685500 10.1194/jlr.M017376PMC3151685

[16] Zhou, C., King, N., Chen, K. Y. & Breslow, J. L. Activation of PXR induces hypercholesterolemia in wild-type and accelerates atherosclerosis in apoE deficient mice. *J. Lipid Res.***50**, 2004–2013 (2009).19436068 10.1194/jlr.M800608-JLR200PMC2739759

[17] de Haan, W. et al. PXR agonism decreases plasma HDL levels in ApoE3-Leiden.CETP mice. *Biochim. Biophys. Acta***1791**, 191–197 (2009).19150509 10.1016/j.bbalip.2008.12.008

[18] Gwag, T. et al. Non-nucleoside reverse transcriptase inhibitor efavirenz activates PXR to induce hypercholesterolemia and hepatic steatosis. *J. Hepatol.***70**, 930–940 (2019).30677459 10.1016/j.jhep.2018.12.038PMC6462244

[19] Mejdrova, I. et al. Discovery of novel human constitutive androstane receptor agonists with the imidazo[1,2-a]pyridine structure. *J. Med. Chem.***66**, 2422–2456 (2023).36756805 10.1021/acs.jmedchem.2c01140PMC10017030

[20] Bitter, A. et al. Pregnane X receptor activation and silencing promote steatosis of human hepatic cells by distinct lipogenic mechanisms. *Arch. Toxicol.***89**, 2089–2103 (2015).25182422 10.1007/s00204-014-1348-x

[21] Lin, W. et al. SPA70 is a potent antagonist of human pregnane X receptor. *Nat. Commun.***8**, 741 (2017).28963450 10.1038/s41467-017-00780-5PMC5622171

[22] Ngan, C. H. et al. The structural basis of pregnane X receptor binding promiscuity. *Biochemistry***48**, 11572–11581 (2009).19856963 10.1021/bi901578nPMC2789303

[23] Rashidian, A. et al. Discrepancy in interactions and conformational dynamics of pregnane X receptor (PXR) bound to an agonist and a novel competitive antagonist. *Comput. Struct. Biotechnol. J.***20**, 3004–3018 (2022).35782743 10.1016/j.csbj.2022.06.020PMC9218138

[24] Teotico, D. G., Bischof, J. J., Peng, L., Kliewer, S. A. & Redinbo, M. R. Structural basis of human pregnane X receptor activation by the hops constituent colupulone. *Mol. Pharmacol.***74**, 1512–1520 (2008).18768384 10.1124/mol.108.050732PMC2584763

[25] Motta, S., Callea, L., Giani Tagliabue, S. & Bonati, L. Exploring the PXR ligand binding mechanism with advanced Molecular Dynamics methods. *Sci. Rep.***8**, 16207 (2018).30385820 10.1038/s41598-018-34373-zPMC6212460

[26] Tojima, H. et al. Ligand dependent hepatic gene expression profiles of nuclear receptors CAR and PXR. *Toxicol. Lett.***212**, 288–297 (2012).22698814 10.1016/j.toxlet.2012.06.001

[27] Itkonen, A., Hakkola, J. & Rysa, J. Adverse outcome pathway for pregnane X receptor-induced hypercholesterolemia. *Arch. Toxicol.***97**, 2861–2877 (2023).10.1007/s00204-023-03575-4PMC1050410637642746

[28] Roth, A. et al. Regulatory cross-talk between drug metabolism and lipid homeostasis: constitutive androstane receptor and pregnane X receptor increase Insig-1 expression. *Mol. Pharmacol.***73**, 1282–1289 (2008).18187584 10.1124/mol.107.041012

[29] Marschang, P. & Herz, J. Mouse models as tools for dissecting disorders of lipoprotein metabolism. *Semin. Cell Dev. Biol.***14**, 25–35 (2003).12524004 10.1016/s1084-9521(02)00169-6

[30] Tateno, C. & Kojima, Y. Characterization and applications of chimeric mice with humanized livers for preclinical drug development. *Lab Anim. Res.***36**, 2 (2020).32206609 10.1186/s42826-019-0032-yPMC7081693

[31] Hata, K. et al. Lipoprotein profile and lipid metabolism of PXB-cells((R)), human primary hepatocytes from liver-humanized mice: proposal of novel in vitro system for screening anti-lipidemic drugs. *Biomed. Res.***41**, 33–42 (2020).32092738 10.2220/biomedres.41.33

[32] Masson, D. et al. Activation of the constitutive androstane receptor decreases HDL in wild-type and human apoA-I transgenic mice. *J. Lipid Res.***49**, 1682–1691 (2008).18441373 10.1194/jlr.M700374-JLR200

[33] Li, J. & Dawson, P. A. Animal models to study bile acid metabolism. *Biochim Biophys. Acta Mol. Basis Dis.***1865**, 895–911 (2019).29782919 10.1016/j.bbadis.2018.05.011PMC6242766

[34] Wagner, M. et al. CAR and PXR agonists stimulate hepatic bile acid and bilirubin detoxification and elimination pathways in mice. *Hepatology***42**, 420–430 (2005).15986414 10.1002/hep.20784

[35] Saini, S. P. et al. A novel constitutive androstane receptor-mediated and CYP3A-independent pathway of bile acid detoxification. *Mol. Pharmacol.***65**, 292–300 (2004).14742670 10.1124/mol.65.2.292

[36] Miao, J., Fang, S., Bae, Y. & Kemper, J. K. Functional inhibitory cross-talk between constitutive androstane receptor and hepatic nuclear factor-4 in hepatic lipid/glucose metabolism is mediated by competition for binding to the DR1 motif and to the common coactivators, GRIP-1 and PGC-1alpha. *J. Biol. Chem.***281**, 14537–14546 (2006).16492670 10.1074/jbc.M510713200

[37] Braeuning, A. & Pavek, P. beta-catenin signaling, the constitutive androstane receptor and their mutual interactions. *Arch. Toxicol.***94**, 3983–3991 (2020).33097968 10.1007/s00204-020-02935-8PMC7655584

[38] Shizu, R. et al. Interaction with YAP underlies the species differences between humans and rodents in CAR-dependent hepatocyte proliferation. *Toxicol. Sci.***198**, 101–112 (2023).10.1093/toxsci/kfad12938128062

[39] Dong, B. et al. Activation of nuclear receptor CAR ameliorates diabetes and fatty liver disease. *Proc. Natl Acad. Sci. USA***106**, 18831–18836 (2009).19850873 10.1073/pnas.0909731106PMC2773998

[40] Gao, J., He, J., Zhai, Y., Wada, T. & Xie, W. The constitutive androstane receptor is an anti-obesity nuclear receptor that improves insulin sensitivity. *J. Biol. Chem.***284**, 25984–25992 (2009).19617349 10.1074/jbc.M109.016808PMC2757999

[41] Zhou, J. et al. Hepatic fatty acid transporter Cd36 is a common target of LXR, PXR, and PPARgamma in promoting steatosis. *Gastroenterology***134**, 556–567 (2008).18242221 10.1053/j.gastro.2007.11.037

[42] Zhou, J. et al. A novel pregnane X receptor-mediated and sterol regulatory element-binding protein-independent lipogenic pathway. *J. Biol. Chem.***281**, 15013–15020 (2006).16556603 10.1074/jbc.M511116200PMC4109972

[43] Moreau, A. et al. A novel pregnane X receptor and S14-mediated lipogenic pathway in human hepatocyte. *Hepatology***49**, 2068–2079 (2009).19437491 10.1002/hep.22907

[44] Bwayi, M. N. et al. Molecular basis of crosstalk in nuclear receptors: heterodimerization between PXR and CAR and the implication in gene regulation. *Nucleic Acids Res.***50**, 3254–3275 (2022).35212371 10.1093/nar/gkac133PMC8989523

[45] Li, Y. et al. Design and optimization of 1H-1,2,3-Triazole-4-carboxamides as novel, potent, and selective inverse agonists and antagonists of PXR. *J. Med. Chem.***65**, 16829–16859 (2022).36480704 10.1021/acs.jmedchem.2c01640PMC9789209

[46] Lynch, C., Zhao, J., Wang, H. & Xia, M. Identifying CAR modulators utilizing a reporter gene assay. *Methods Mol. Biol.***2474**, 29–38 (2022).35294753 10.1007/978-1-0716-2213-1_4PMC9434986

[47] Cui, J. Y. & Klaassen, C. D. RNA-Seq reveals common and unique PXR- and CAR-target gene signatures in the mouse liver transcriptome. *Biochim. Biophys. Acta***1859**, 1198–1217 (2016).27113289 10.1016/j.bbagrm.2016.04.010PMC5552365

[48] Mehta, A. & Shapiro, M. D. Apolipoproteins in vascular biology and atherosclerotic disease. *Nat. Rev. Cardiol.***19**, 168–179 (2022).34625741 10.1038/s41569-021-00613-5

[49] Tomlinson, B., Wu, Q. Y., Zhong, Y. M. & Li, Y. H. Advances in dyslipidaemia treatments: focusing on ApoC3 and ANGPTL3 inhibitors. *J. Lipid Atheroscler.***13**, 2–20 (2024).38299167 10.12997/jla.2024.13.1.2PMC10825570

[50] Dempsey, J. L. et al. Pharmacological activation of PXR and CAR downregulates distinct bile acid-metabolizing intestinal bacteria and alters bile acid homeostasis. *Toxicol. Sci.***168**, 40–60 (2019).30407581 10.1093/toxsci/kfy271PMC6821357

[51] Smutny, T. et al. U0126, a mitogen-activated protein kinase kinase 1 and 2 (MEK1 and 2) inhibitor, selectively up-regulates main isoforms of CYP3A subfamily via a pregnane X receptor (PXR) in HepG2 cells. *Arch. Toxicol.***88**, 2243–2259 (2014).24819614 10.1007/s00204-014-1254-2

[52] Hyrsova, L. et al. The pregnane X receptor down-regulates organic cation transporter 1 (SLC22A1) in human hepatocytes by competing for (“squelching”) SRC-1 coactivator. *Br. J. Pharm.***173**, 1703–1715 (2016).10.1111/bph.13472PMC484291726920453

[53] Burk, O. et al. Identification of approved drugs as potent inhibitors of pregnane X receptor activation with differential receptor interaction profiles. *Arch. Toxicol.***92**, 1435–1451 (2018).29356861 10.1007/s00204-018-2165-4

[54] Carazo, A. & Pavek, P. The use of the LanthaScreen TR-FRET CAR coactivator assay in the characterization of constitutive androstane receptor (CAR) inverse agonists. *Sensors***15**, 9265–9276 (2015).25905697 10.3390/s150409265PMC4431184

[55] Burk, O. et al. Antimalarial artemisinin drugs induce cytochrome P450 and MDR1 expression by activation of xenosensors pregnane X receptor and constitutive androstane receptor. *Mol. Pharmacol.***67**, 1954–1965 (2005).15761118 10.1124/mol.104.009019

[56] Mustonen, E. K. et al. Target hopping from protein kinases to PXR: identification of small-molecule protein kinase inhibitors as selective modulators of pregnane X receptor from TuKIC library. *Cells***11**, 1299 (2022).10.3390/cells11081299PMC903025435455978

[57] Mathas, M. et al. Evolutionary history and functional characterization of the amphibian xenosensor CAR. *Mol. Endocrinol.***26**, 14–26 (2012).22074953 10.1210/me.2011-1235PMC5417167

[58] Koppen, A. et al. Nuclear receptor-coregulator interaction profiling identifies TRIP3 as a novel peroxisome proliferator-activated receptor gamma cofactor. *Mol. Cell Proteom.***8**, 2212–2226 (2009).10.1074/mcp.M900209-MCP200PMC275875119596656

[59] Beekmann, K. et al. The effect of glucuronidation on isoflavone induced estrogen receptor (ER)alpha and ERbeta mediated coregulator interactions. *J. Steroid Biochem. Mol. Biol.***154**, 245–253 (2015).26361015 10.1016/j.jsbmb.2015.09.002

[60] Smutny, T., Bernhauerova, V., Smutna, L., Tebbens, J. D. & Pavek, P. Expression dynamics of pregnane X receptor-controlled genes in 3D primary human hepatocyte spheroids. *Arch. Toxicol.***96**, 195–210 (2022).34689256 10.1007/s00204-021-03177-y

[61] Skoda, J. et al. Diazepam promotes translocation of human constitutive androstane receptor (CAR) via direct interaction with the ligand-binding domain. *Cells***9**, 2532 (2020).10.3390/cells9122532PMC776106333255185

[62] Pavek, P. et al. Gene expression profiling of 1alpha,25(OH)(2) D(3) treatment in 2D/3D human hepatocyte models reveals CYP3A4 induction but minor changes in other xenobiotic-metabolizing genes. *Mol. Nutr. Food Res.***66**, e2200070 (2022).35184385 10.1002/mnfr.202200070

[63] Lastuvkova, H. et al. Carvedilol impairs bile acid homeostasis in mice: implication for nonalcoholic steatohepatitis. *Toxicol. Sci.***196**, 200–217 (2023).37632784 10.1093/toxsci/kfad088PMC10682974

[64] Yu, G., Wang, L. G., Han, Y. & He, Q. Y. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS***16**, 284–287 (2012).22455463 10.1089/omi.2011.0118PMC3339379

[65] Halgren, T. A. et al. Glide: a new approach for rapid, accurate docking and scoring. 2. Enrichment factors in database screening. *J. Med. Chem.***47**, 1750–1759 (2004).15027866 10.1021/jm030644s

[66] Friesner, R. A. et al. Glide: a new approach for rapid, accurate docking and scoring. 1. Method and assessment of docking accuracy. *J. Med. Chem.***47**, 1739–1749 (2004).15027865 10.1021/jm0306430

[67] Cohen, A. et al. Total serum cholesterol by isotope dilution/mass spectrometry: a candidate definitive method. *Clin. Chem.***26**, 854–860 (1980).6991160

[68] Lenicek, M. et al. Improved HPLC analysis of serum 7alpha-hydroxycholest-4-en-3-one, a marker of bile acid malabsorption. *Clin. Chem.***54**, 1087–1088 (2008).18509016 10.1373/clinchem.2007.100107

[69] Leníček, M., Vecka, M., Žížalová, K. & Vítek, L. Comparison of simple extraction procedures in liquid chromatography mass spectrometry based determination of serum 7α-hydroxy-4-cholesten-3-one, a surrogate marker of bile acid synthesis. *J. Chromatogr. B***1033-1034**, 317–320 (2016).10.1016/j.jchromb.2016.08.04627598558

[70] Wolrab, D. et al. LipidQuant 1.0: automated data processing in lipid class separation-mass spectrometry quantitative workflows. *Bioinformatics***37**, 4591–4592 (2021).34498026 10.1093/bioinformatics/btab644

[71] Mohamed, A., Molendijk, J. & Hill, M. M. lipidr: a software tool for data mining and analysis of lipidomics datasets. *J. Proteome Res.***19**, 2890–2897 (2020).32168452 10.1021/acs.jproteome.0c00082

[72] Uher, M., Micuda, S., Kacerovsky, M. & Hroch, M. An alternative approach to validation of liquid chromatography-mass spectrometry methods for the quantification of endogenous compounds. *J. Chromatogr. A***1705**, 464173 (2023).37392639 10.1016/j.chroma.2023.464173

# Supplementary material for: The hypolipidemic effect of MI-883, the combined CAR agonist/ PXR antagonist, in diet-induced hypercholesterolemia model
**Source:** Nat Commun. 2025 Feb 6;16:1418. doi: 10.1038/s41467-025-56642-y
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**The hypolipidemic effect of MI-883, the first Combined CAR Agonist/ PXR Antagonist, in Diet-Induced Hypercholesterolemia in Mice**

*Jan Dusek^1^*^,^ *^16^, Ivana Mejdrová^2^*^,^*^16^, Klára Dohnalova^3,4^, Tomas Smutny^1^, Karel Chalupsky^3^, Maria Krutakova^1^, Josef Skoda^1^, Azam Rashidian^5^, Ivona Pavkova^6^, Kryštof Škach^2^,* *Jana Hricová^2^, Michaela Chocholouskova^7^, Lucie Smutna^1^, Rajamanikkam Kamaraj^1^, Miloš Hroch^8^, Martin Leníček^9^, Stanislav Mičuda^10^, Dirk Pijnenburg^11^, Rinie van Beuningen^11^, Michal Holčapek**^7^, Libor Vítek^9,12^, Magnus Ingelman-Sundberg^13^, Oliver Burk^14^, Thales Kronenberger^5,15^, Radim Nencka^2^*, Petr Pavek^1^**

^16^ -these authors contributed equally

1. **Chemistry**

We harnessed the synthetic approach from our previous study and applied it to a preparation of a small series of fluorinated CAR agonists. Firstly, mono or di- di-fluorinated amino pyridine was reacted with 2-bromo-1-(4-chlorophenyl)ethan-1-one at 70 °C in EtOH leading to 2-substituted imidazo[1,2-*a*]pyridine (**2**) with fluorine atom in the position 7. Next, position 3 was iodinated with NIS in acetonitrile in high yield (**3**). During this fast reaction, a suspension is formed, which allowed a fast work-up of the reaction by filtration. Sonogashira coupling reaction with TMS-acetylene under Pd(PPh_3_)_2_Cl_2_ catalysis provided intermediate **4**. Finally, CuAAC (Huisgen-Meldal) click reaction with 5-(azidomethyl)-2-chlorobenzamide afforded the final compounds **5**.

^a^Reagents and conditions: (a) 2-bromo-1-(4-chlorophenyl)ethan-1-one, NaHCO_3_, EtOH, 70 °C, o.n.; (b) NIS, CH_3_CN 25 °C; (c) TMS-acetylene, CuI, TEA, Pd(PPh_3_)_2_Cl_2_, DMF, 0 °C – 25 °C; (d) 5-(azidomethyl)-2-chlorobenzamide, CuSO_4_.5H_2_O, KF, Na-ascorbate, THF/H_2_O (1:1), 0 °C - rt, 1h.

- 1. **Synthesis of novel ligands**

*General chemical procedures*

NMR spectra were measured on a Bruker Avance II-600 and/or Bruker Avance II-500 instruments (600.1 or 500.0 MHz for ^1^H and 150.9 or 125.7 MHz for ^13^C) in hexadeuterodimethyl sulfoxide, and referenced to the solvent signal (d 2.50 and 39.70, respectively). Mass spectra were measured on an LTQ Orbitrap XL (Thermo Fischer Scientific) using electrospray ionization (ESI) and a GCT Premier (Waters) using EI. The elemental analyses were obtained on a Perkin Elmer CHN Analyzer 2400, Series II Sys (Perkin Elmer), and X-ray fluorescence spectrometer SPECTRO iQ II (SPECTRO Analytical Instruments, Germany). Column chromatography and thin-layer chromatography (TLC) were performed using Silica gel 60 (Fluka) and Silufol Silica gel 60 F_254_ foils (Merck), respectively. Solvents were evaporated at 2 kPa and bath temperature 30 - 60 °C. The compounds were dried at 13 Pa and 50 °C.

*2-(4-Chlorophenyl)-7-fluoroimidazo[1,2-a]pyridine (intermediate compound)* **(2)**

4-fluro-2-aminopyridine **1** was dissolved in EtOH and 2-bromo-1-(4-chlorophenyl)ethan-1-one (1 eq) was added followed by an addition of NaHCO_3_ (1 eq). The reaction mixture was heated at 70 °C overnight. After the completion of the reaction (monitored by TLC or UPLC), the solvent was evaporated to a minimal volume, a residue was diluted with EtOAc and washed with water. The water phase was extracted twice more with EtOAc, and the combined organic phases were dried over sodium sulfate and evaporated. The residue was purified by flash column chromatography providing compound **2**. Mobile phase petrolether/EtOAc (20-70 %). Yield 510 mg (83 %). ^1^H NMR (401 MHz, DMSO-*d*_6_) δ 8.59 (ddd, *J* = 7.5, 5.9, 0.8 Hz, 1H), 8.40 (d, *J* = 0.7 Hz, 1H), 8.01 – 7.89 (m, 2H), 7.51 – 7.46 (m, 2H), 7.43 (ddt, *J* = 10.1, 2.7, 0.8 Hz, 1H), 6.97 (td, *J* = 7.6, 2.6 Hz, 1H). ^13^C NMR (101 MHz, DMSO-*d*_6_) δ 160.04 (d, *J* = 248.4 Hz), 145.15 (d, *J* = 14.3 Hz), 144.32 (d, *J* = 1.5 Hz), 132.72, 132.41, 129.14 (d, *J* = 11.1 Hz), 128.94, 104.74 (d, *J* = 29.4 Hz), 100.36 (d, *J* = 23.7 Hz). HRMS: calculated for [M + H], 247.0438; found, 247.0439.

*2-(4-Chlorophenyl)-7-fluoro-3-iodoimidazo[1,2-a]pyridine (intermediate compound)* **(3)**

Fluorinated 2-(4-chlorophenyl)imidazo[1,2-*a*]pyridine **2** was dissolved in CH_3_CN (5ml/mmol), and NIS (1.05 eq) was added in one portion. The suspension was stirred at 25 °C and the conversion was monitored by TLC. Upon the completion of the reaction (1h), the reaction mixture was evaporated to a minimal volume, afterwards, it was diluted with EtOAc and washed with saturated Na_2_S_2_O_3_ solution. The inorganic phase was extracted twice more with EtOAc, and the combined organic phases were dried over sodium sulfate and evaporated. Alternatively, the suspension was filtered, washed with acetonitrile and the filtrate was evaporated, diluted with EtOAc, and washed with a saturated solution of Na_2_S_2_O_3._ The residue was purified by flash column chromatography, providing compounds **3.** Mobile phase petrolether/EtOAc (10-50 %). Yield: 0.32 g (93 %). ^1^H NMR (401 MHz, DMSO-*d*_6_) δ 8.49 (t, *J* = 6.6 Hz, 1H), 8.07 (d, *J* = 8.2 Hz, 2H), 7.57 (dd, *J* = 9.0, 6.0 Hz, 3H), 7.12 (td, *J* = 7.6, 2.6 Hz, 1H). ^13^C NMR (101 MHz, DMSO-*d*_6_) δ 160.72 (d, *J* = 249.8 Hz), 147.16 (d, *J* = 14.2 Hz), 146.55, 133.05, 132.58, 129.57, 128.94, 128.68, 127.37, 105.83 (d, *J* = 29.7 Hz), 100.73 (d, *J* = 23.8 Hz), 63.43. HRMS: calcd for [M + H], 372.9405; found, 372.9407.

*2-(4-Chlorophenyl)-7-fluoro-3-((trimethylsilyl)ethynyl)imidazo[1,2-a]pyridine* **(4)**

Fluorinated 3-iodoimidazo[1,2-*a*]pyridine **3**  was placed in dried round bottom flask, diluted with dry DMF and degassed at 0 °C and flushed with argon. CuI (10 mol%), Pd(PPh_3_)_2_Cl_2_ (5 mol%) were added and the mixture was properly degassed and dry TEA (3 eq) was added and the mixture degassed again. Finally, TMS-acetylene (5 eq) was added in one portion. The reaction mixture was stirred at 25 °C under the argon atmosphere. After the completion of the reaction (monitored by TLC), the mixture was if necessary diluted with CHCl_3_ and filtered over celite. The filtrate was washed with water, the water phase was extracted twice more with CHCl_3_, and the combined organic phases were dried over sodium sulfate and then evaporated. A residue was purified by flash column chromatography providing compound **4.** Mobile phase petrolether/EtOAc (10-50 %). Yield: 171 mg (58 %). ^1^H NMR (401 MHz, DMSO-*d*_6_) δ 8.44 (dd, *J* = 7.5, 5.6 Hz, 1H), 8.25 – 8.19 (m, 2H), 7.64 – 7.58 (m, 1H), 7.57 – 7.53 (m, 2H), 7.16 (td, *J* = 7.6, 2.6 Hz, 1H), 0.34 (s, 9H). ^13^C NMR (101 MHz, DMSO-*d*_6_) δ 161.38 (d, *J* = 251.3 Hz), 147.05, 145.42, 133.58, 131.78, 128.97, 128.23, 109.11, 106.21 (d, *J* = 29.3 Hz), 101.39 (d, *J* = 24.0 Hz), 92.91, -0.12. HRMS: calcd for [M + H], 343.0834; found, 343.0833.

*2-Chloro-5-((4-(2-(4-chlorophenyl)-7-fluoroimidazo[1,2-a]pyridin-3-yl)-1H-1,2,3-triazol-1-yl)methyl)benzamide* **(5)**

Fluorinated trimethylsilyl(ethynyl)imidazo[1,2-*a*]pyridine derivative **4** was dissolved in THF/H_2_O mixture (1:1) and 5-(azidomethyl)-2-chlorobenzamide (1 eq) was added. The reaction mixture was degassed at 0 °C, refilled with argon and CuSO_4_.5H_2_O (10 mol %), KF (1 eq), Na-ascorbate (1 eq) were added in one portion. The reaction mixture was stirred at 25 °C and monitored by TLC. After the completion of the reaction, the mixture was diluted with EtOAc and washed with water. The water phase was extracted twice more with EtOAc, combined organic phases were dried over sodium sulfate and evaporated. The residue was purified by flash column chromatography providing final compound **5**. Mobile phase petrolether/EtOAc (30-100 %). Yield 75 mg (83 %). ^1^H NMR (401 MHz, DMSO-*d*_6_) δ 8.58 – 8.51 (m, 2H), 7.92 (s, 1H), 7.72 – 7.65 (m, 3H), 7.58 (ddd, *J* = 9.9, 2.7, 0.8 Hz, 1H), 7.53 (s, 1H), 7.49 – 7.38 (m, 4H), 7.05 (td, *J* = 7.6, 2.7 Hz, 1H), 5.75 (s, 2H). ^13^C NMR (101 MHz, DMSO-*d*_6_) δ 167.96, 160.47 (d, *J* = 249.8 Hz), 145.15 (d, *J* = 14.2 Hz), 143.16, 137.68, 136.07, 135.04, 133.02, 132.72, 131.66 (d, *J* = 9.6 Hz), 130.24, 129.63, 129.53, 128.80, 128.32, 127.69 (d, *J* = 11.2 Hz), 125.88, 111.61 (d, *J* = 1.5 Hz), 105.38 (d, *J* = 29.4 Hz), 100.73 (d, *J* = 23.7 Hz), 52.23. HRMS: calcd for [M + H], 481.07412; found, 481.07370.

1. **Plasma protein binding, plasma stability and metabolic stability of MI-883 in liver S9 fractions**

Data for plasma protein binding and plasma stability of MI-883 are presented in Table S1. The elimination constant (k_el_), half-life (t_1/2_), and intrinsic clearance (Cl_int_) were determined^1^ (see Methods, Table S1).

1. **Thallium flux FLIPR-based assay for the identification of hERG potassium channel inhibition**

The test compound MI-883 exhibited no significant inhibition of hERG potassium channel activity and the IC_50_ value could not be defined (Table S1).

**Table S1. Pharmacokinetic parameters of MI-883 in *in vitro* assays.**

|  | **Mouse plasma protein binding** | **Human plasma protein binding** | **Stability in mouse plasma** | **Stability in human plasma** | **Metabolic stability in human liver S9 fraction** | | **Metabolic stability in mouse liver S9 fraction** | | **hERG assay** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **t1/2, min** | **t1/2, min** | **Clint, μl/min/mg** | **t1/2, min** | **Clint, μl/min/mg** | **t1/2, min** |  |
| MI-883 | 99 % | 99% | >120 | >120 | 2* | 170.8* | 3 | 112.1* | no significant inhibition up to 100 μM |
| CITCO | 98% | n.d | >120 | n.d | 15 | 22.5 | 9 | 39.2 | n.d |
| Midazolam |  |  |  |  | 55±2.5 | 6.3±0.3 | 113 | 3.1 |  |

* estimation, the compound is stable over 60 minutes of the assay

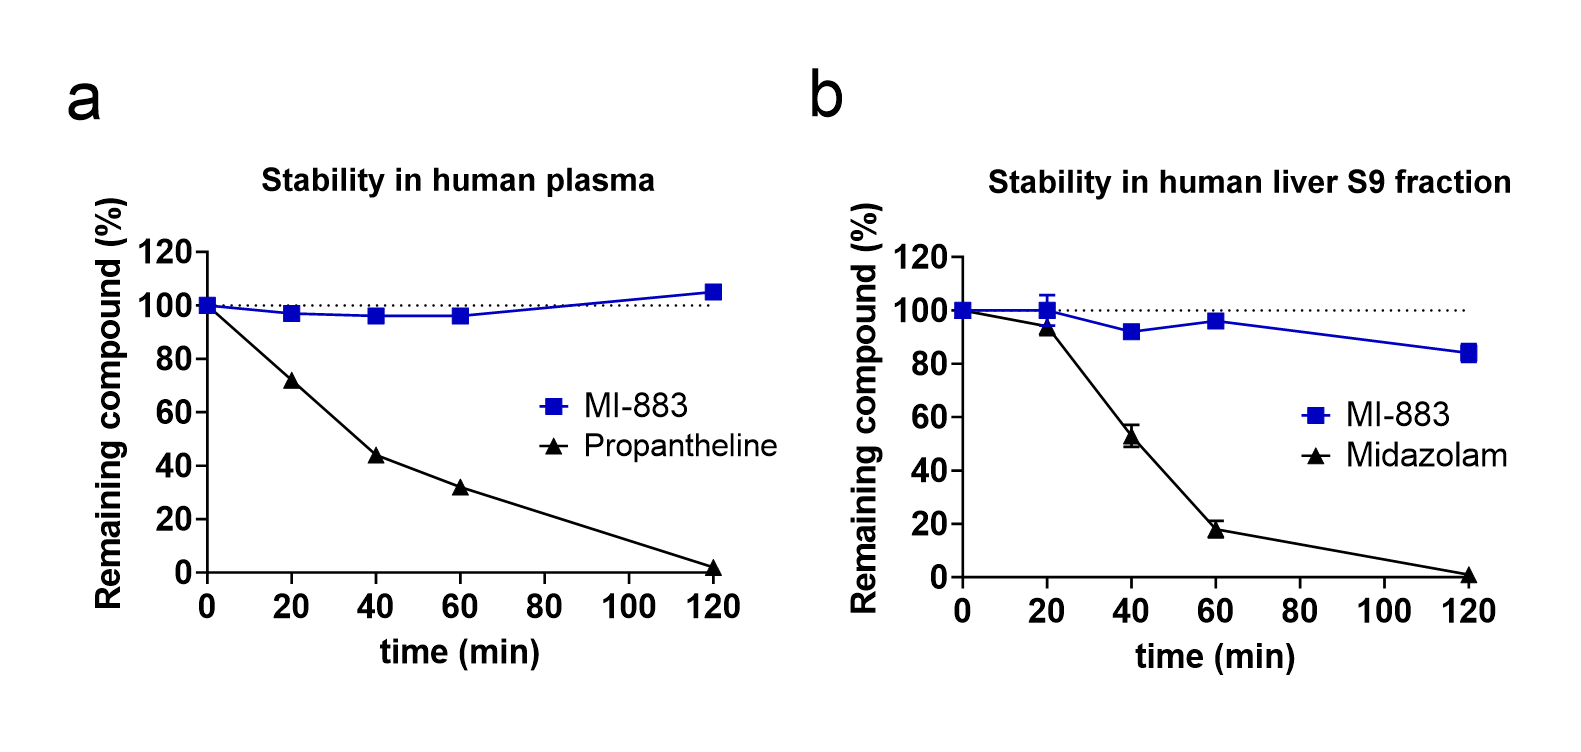

**Supplementary Figure 1.** Metabolic stability of MI-883 in human plasma (**a**) and human liver S9 fraction (**b**). (**a**) Incubation of MI-883 with the polled human serum (from PAA Laboratoria GmbH, Cölbe, Germany) was carried out in 5 aliquots of 70 μL each (one for each time point). Test compounds (1 μM, final DMSO concentration 1%) were incubated at 37 °C with shaking at 100 rpm. Four time points over 120 minutes have been analyzed. The reactions were stopped by adding 420 μL of acetonitrile-water mixture (90:10). Supernatants were analyzed by the HPLC system coupled with a tandem mass spectrometer. The percentage (in % of initial concertation) of the test compounds remaining after incubation in plasma and their half-lives (t1/2) were calculated. (**b**) Metabolic stability of compound MI-883 was assessed at a single concentration (2 μM) at t = 0, 20, 40, 60 and 120 min intervals. The stability of the compound was tested in human liver S9 fraction. Cofactors were used such as UDPGA (for glucuronidation), PAPS (for sulfation), and reduced glutathione (for conjugation of GSH). Compounds were tested in triplicate with or without NADPH. Propantheline and midazolam were used as unstable control compounds in the experiments. Data represent the means±S.D. from at least three independent samples.

1. **Vectors for luciferase reporter gene assays for human PXR, CAR, mouse Car, and CAR3**

Expression vectors (based on pcDNA3.1+/C-(K)-DYK vector) for CAR variant 3 (CAR3, 353 AA, CloneID OHu34914, XM_005245697.4, transcript variant X4, mRNA) and CAR wild type (wtCAR, 348 AA, Clone ID OHu09315, NM_005122.4, transcript variant 3) were purchased from Genscript (Piscataway, NJ, USA). The mouse Car expression vector pCMV6-mCar (NM_009803) was obtained from OriGene Technologies, Rockville, MD, USA).

The CYP3A4 promoter luciferase reporter construct with a distal XREM (−7836/-7208) and a basal promoter sequence (prPXRE, −362/+53) from the CYP3A4 gene promoter region (CYP3A4-luc) and expression vector for human PXR (Clone ID:OHu23779D, OHu23779D_pcDNA3.1+/C-(K)-DYK, NM_003889.3) were used for the PXR-dependent luciferase reporter gene assays (Fig. 1i, done at Charles University).

CYP3A4 enhancer/promoter reporter gene plasmid pGL4-CYP3A4(-7830Δ7208-364) used at Dr. Margarete Fischer-Bosch-Institute of Clinical Pharmacology was described before^2^. Expression plasmids encoding human wild-type PXR LBD (wtPXR LBD)^3^, LBP-filled triple mutant PXR(S208W/S247W/C284W)^2^, hereinafter referred to as mutant PXR LBD, and human RXRα^4^ have been described previously. pCYP3A4(ER6)-luc construct contains three copies of the CYP3A4 proximal promoter ER6 response element cloned into the NheI- and BglII-digested site of the pGL4.23 vector containing a minimal promoter (Promega).

- 1. **MI-883 inhibits PXR activation in stably transfected H-P cells**

We also analyzed PXR-dependent CYP3A4 reporter gene assays in H-P cells, which represent HepG2 cells stably over-expressing human PXR, due to transfection of PXR expression plasmid pcDhPXR^5^. Transient batch transfection was performed as described above in section 5.2., using 0.3 µg pGL4-CYP3A4(-7830Δ7208-364) per well. 0.01 µg *Metridia* luciferase expression plasmid pMetLuc2control per well was included. Treatment with chemicals, cell lysis, and measurement of firefly and Metridia luciferase activities was done as described above in the Methods section.

We observed a dose-dependent inhibition of the rifampicin-induced activation of CYP3A4 reporter activity by MI-883 (Supplementary Fig. 2).

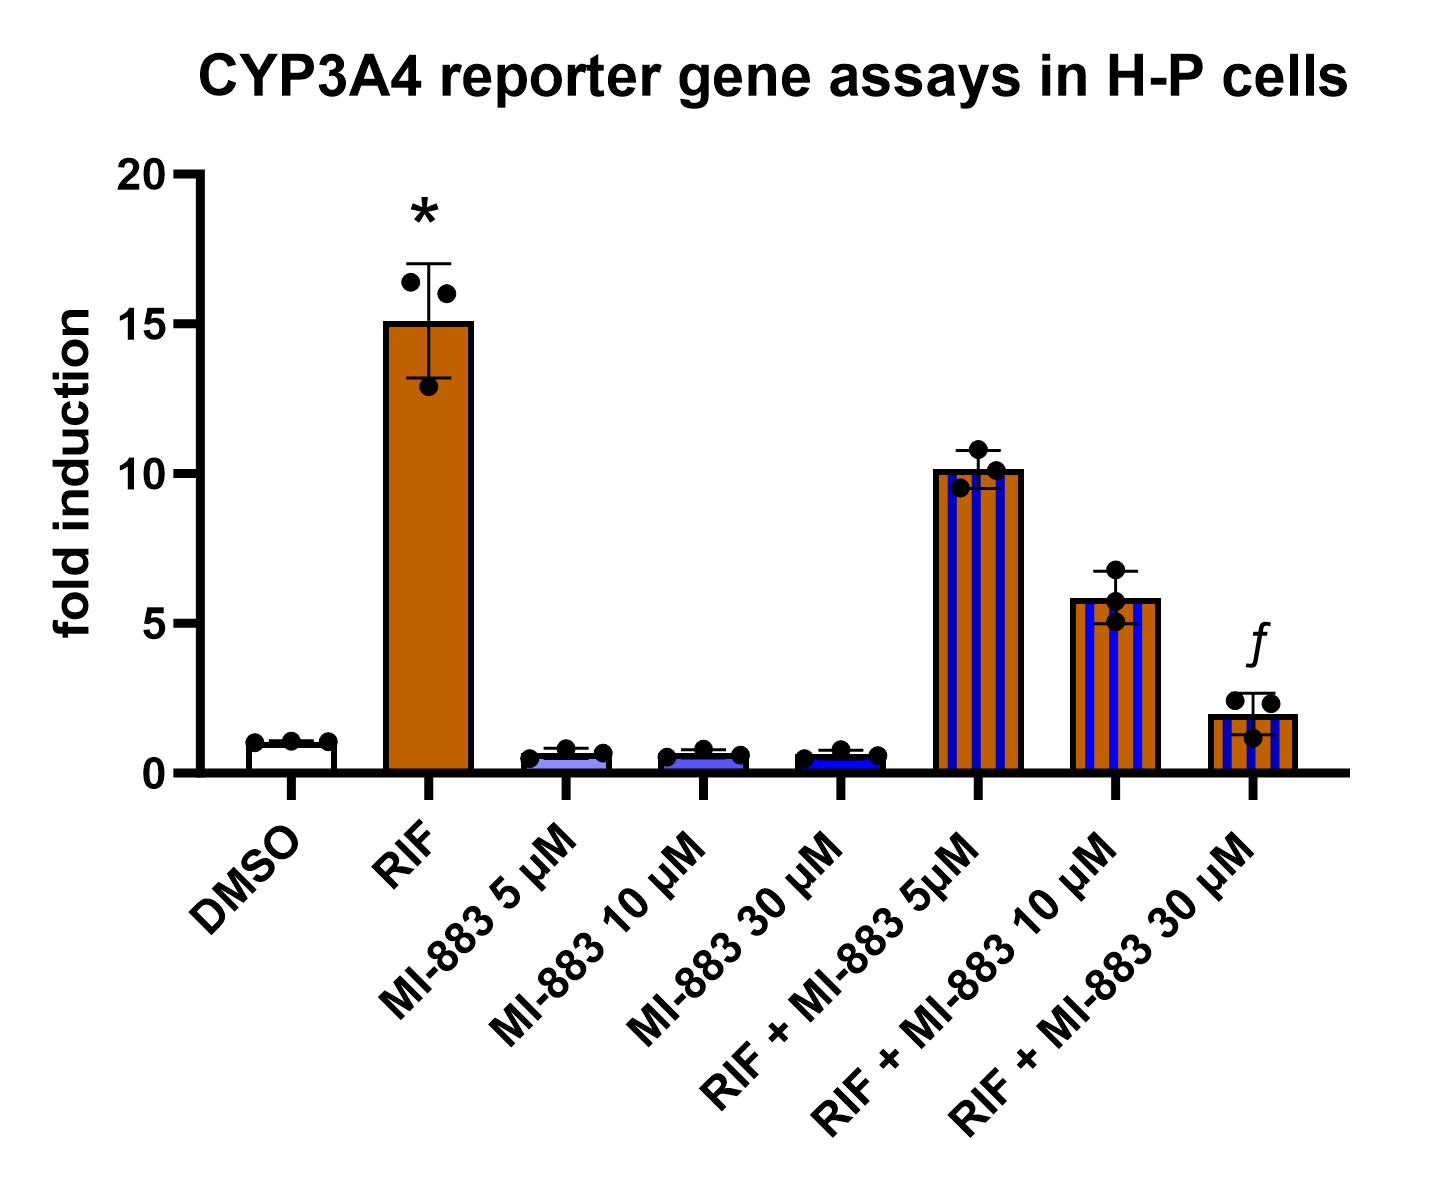

**Supplementary Figure 2.** PXR-dependent CYP3A4 reporter gene assays in H-P cells. MI-883 inhibits PXR activation with rifampicin (10 μM) in a dose-dependent manner. ^*^*P*<0.05, statistically significant activation *vs.* control; ^ƒ^*P*<0.05, statistically significant suppression of PXR activity by MI-883 *vs.* rifampicin (n=3). Data represent means± S.D. (ANOVA with multiple comparisons, n≥3).

1. **Pharmacokinetic study after single-dose application**

**5.1. Reagents and equipment for HPLC-MS/MS analysis**

The following reagents were used: DMSO Chromasolv Plus, HPLC grade, ≥99.7% (Sigma-Aldrich, USA; Cat #34869), Acetonitrile Chromasolv, gradient grade, for HPLC, ≥99.9% (Sigma-Aldrich, USA; Cat #34851), Methanol Chromasolv Plus, for HPLC, ≥99.9% (Sigma-Aldrich, USA; Cat 34860), Formic acid for mass spectrometry, ~98% (Fluka, USA; Cat #94318), BD Microtainer® Blood Collection Tubes, K2EDTA, 0.5 ml (BD, USA), and 2,2,2-Tribromoethanol 97% (Sigma-Aldrich; Cat # T48402). Compound IS-19851 was used as an internal standard (IS). The formulation (2 mg/ml) with the DMSO – PEG300 – Corn oil (5%:5%:90%) was used.

The final mixture was vortexed for 2 min. The compound was fully dissolved in the formulation vehicle. Gradient HPLC system (Shimadzu, Japan) and MS/MS detector API 3000 PE with TurboIonSpray Electrospray module (PE Sciex, USA) were used. VWR Membrane Nitrogen Generators N2-04-L1466, nitrogen purity 99%+ (VWR, USA) was used to generate nitrogen. The Bullet Blender®, model BB24-AU (Next Advance, USA) was used to prepare samples.

- 1. **HPLC-MS/MS conditions**

***Chromatographic conditions:***

Column: Discovery HS C18 (50 x 2.1 mm, 5μm)

Mobile phase А: Acetonitrile: Water : Formic acid = 50 : 950 : 1

Mobile phase B: Acetonitrile: Formic acid = 100 : 0.1

Linear gradient: 0 min 10% B, 1.00 min 100% B, 1.10 min 100% B, 1.11 min 10% B, 2.30 min stop

Elution rate: 400 μL/min. A divert valve directed the flow to the detector from 1.3 to 1.9 min

Column temperature: 30°C

***MS/MS detection:***

Scan type: Positive MRM, Ion source: Turbo spray, Ionization mode: ESI

Nebulize gas: 15 L/min, Curtain gas: 8 L/min, Collision gas: 4 L/min

Ionspray voltage: 5000 V, Temperature: 400°C

| **Other MS parameters** Compound ID | Parent, m/z | Daughter, m/z | Time, ms | DP, V | FP, V | EP, V | CE, V | CXP, V |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **MI-883** | 480.990 | 285.0 | 40 | 56 | 370 | 11 | 39 | 48 |
| IS-19851 | 390.063 | 354.1 | 40 | 71 | 370 |  | 51 | 18 |
| 2-chloro-5-((4-(2-(4-chlorophenyl)-7-fluoroimidazo[1,2-*a*]pyridin-3-yl)-1*H*-1,2,3-triazole-1-yl)methyl)-*N*-methylbenzamide | 495.1 | 495.1 | 15 | 56 | 370 | 11 | 5 | 30 |
| 2-chloro-5-((4-(2-(4-chlorophenyl)-7-fluoroimidazo[1,2-*a*]pyridin-3-yl)-1*H*-1,2,3-triazol-1-yl)methyl)-*N,N*-dimethylbenzamide | 509.1 | 509.1 | 15 | 56 | 370 | 11 | 5 | 30 |
| 2-(4-chlorophenyl)-7-fluoro-3-(1*H*-1,2,3-triazol-4-yl)imidazo[1,2-*a*]pyridine | 314.1 | 314.1 | 15 | 56 | 370 | 11 | 5 | 30 |

Calibration standards for quantification of MI-883 in plasma samples, in the liver, kidney, muscle (Leg triceps), colon, brain, adipose tissue samples and small intestine samples were done with a series of calibration solutions with final concentrations of 5 000, 2 500, 1 000, 500, 250, 100, 50, 25, 10, 5 and 2 ng/ml. Similarly, calibration standards for quantification of MI-883 in urine, feces, and bile samples were done. Correlation coefficients were higher than 0.999. Preparation of calibration curves and calibration curve data are available after request.

- 1. **Pharmacokinetic parameters of MI-883 (10 mg/kg) in C57BL/6N mice after a single dose application**

Pharmacokinetic parameters of MI-883 in C57BL/6N mice after peroral (gavage) and *i.p.* application of a single dose (10 mg/kg) have been calculated as described previously ^1^. No expected metabolites

2-chloro-5-((4-(2-(4-chlorophenyl)-7-fluoroimidazo[1,2-*a*]pyridin-3-yl)-1*H*-1,2,3-triazol-1-yl)methyl)-*N*-methylbenzamide, 2-chloro-5-((4-(2-(4-chlorophenyl)-7-fluoroimidazo[1,2-*a*]pyridin-3-yl)-1*H*-1,2,3-triazol-1-yl)methyl)-*N*-dimethylbenzamide or 2-(4-chlorophenyl)-7-fluoro-3-(1*H*-1,2,3-triazol-4-yl)imidazo[1,2-*a*]pyridine were detected in plasma and tissues.

**Table S2. Pharmacokinetic parameters of compound MI-883 in C57BL/6N mice following intraperitoneal and peroral** **administration (10 mg/kg)**

| **Sample** | **Administration** | **T_max_**  **(min)** | **C_max_ (ng/mL)** | **T_1/2_** | **Peroral bioavailability (%, *p.o.* *vs*. *i.p.)*** |
| --- | --- | --- | --- | --- | --- |
| **Plasma** | *i.p.* | 30 | 5 530 | 217 | 98.6* |
|  | *p.o.* | 30 | 9 290 | 170 |  |
| **Liver** | *i.p.* | 30 | 14 100 | 152 |  |
|  | *p.o.* | 30 | 14 900 | 211 |  |

*estimation of peroral bioavailability based on comparison of AUCs after *p.o*. and *i.p.* application

1. **CYP enzymatic activity assays**

CYP450-Glo™ CYP3A4 and CYP450-Glo™ CYP2B6 Assays (Promega, Hercules, CA) were used to evaluate interaction of MI-883 with these enzymes *in vitro*. The data are presented in Supplementary Fig. 3d, e.

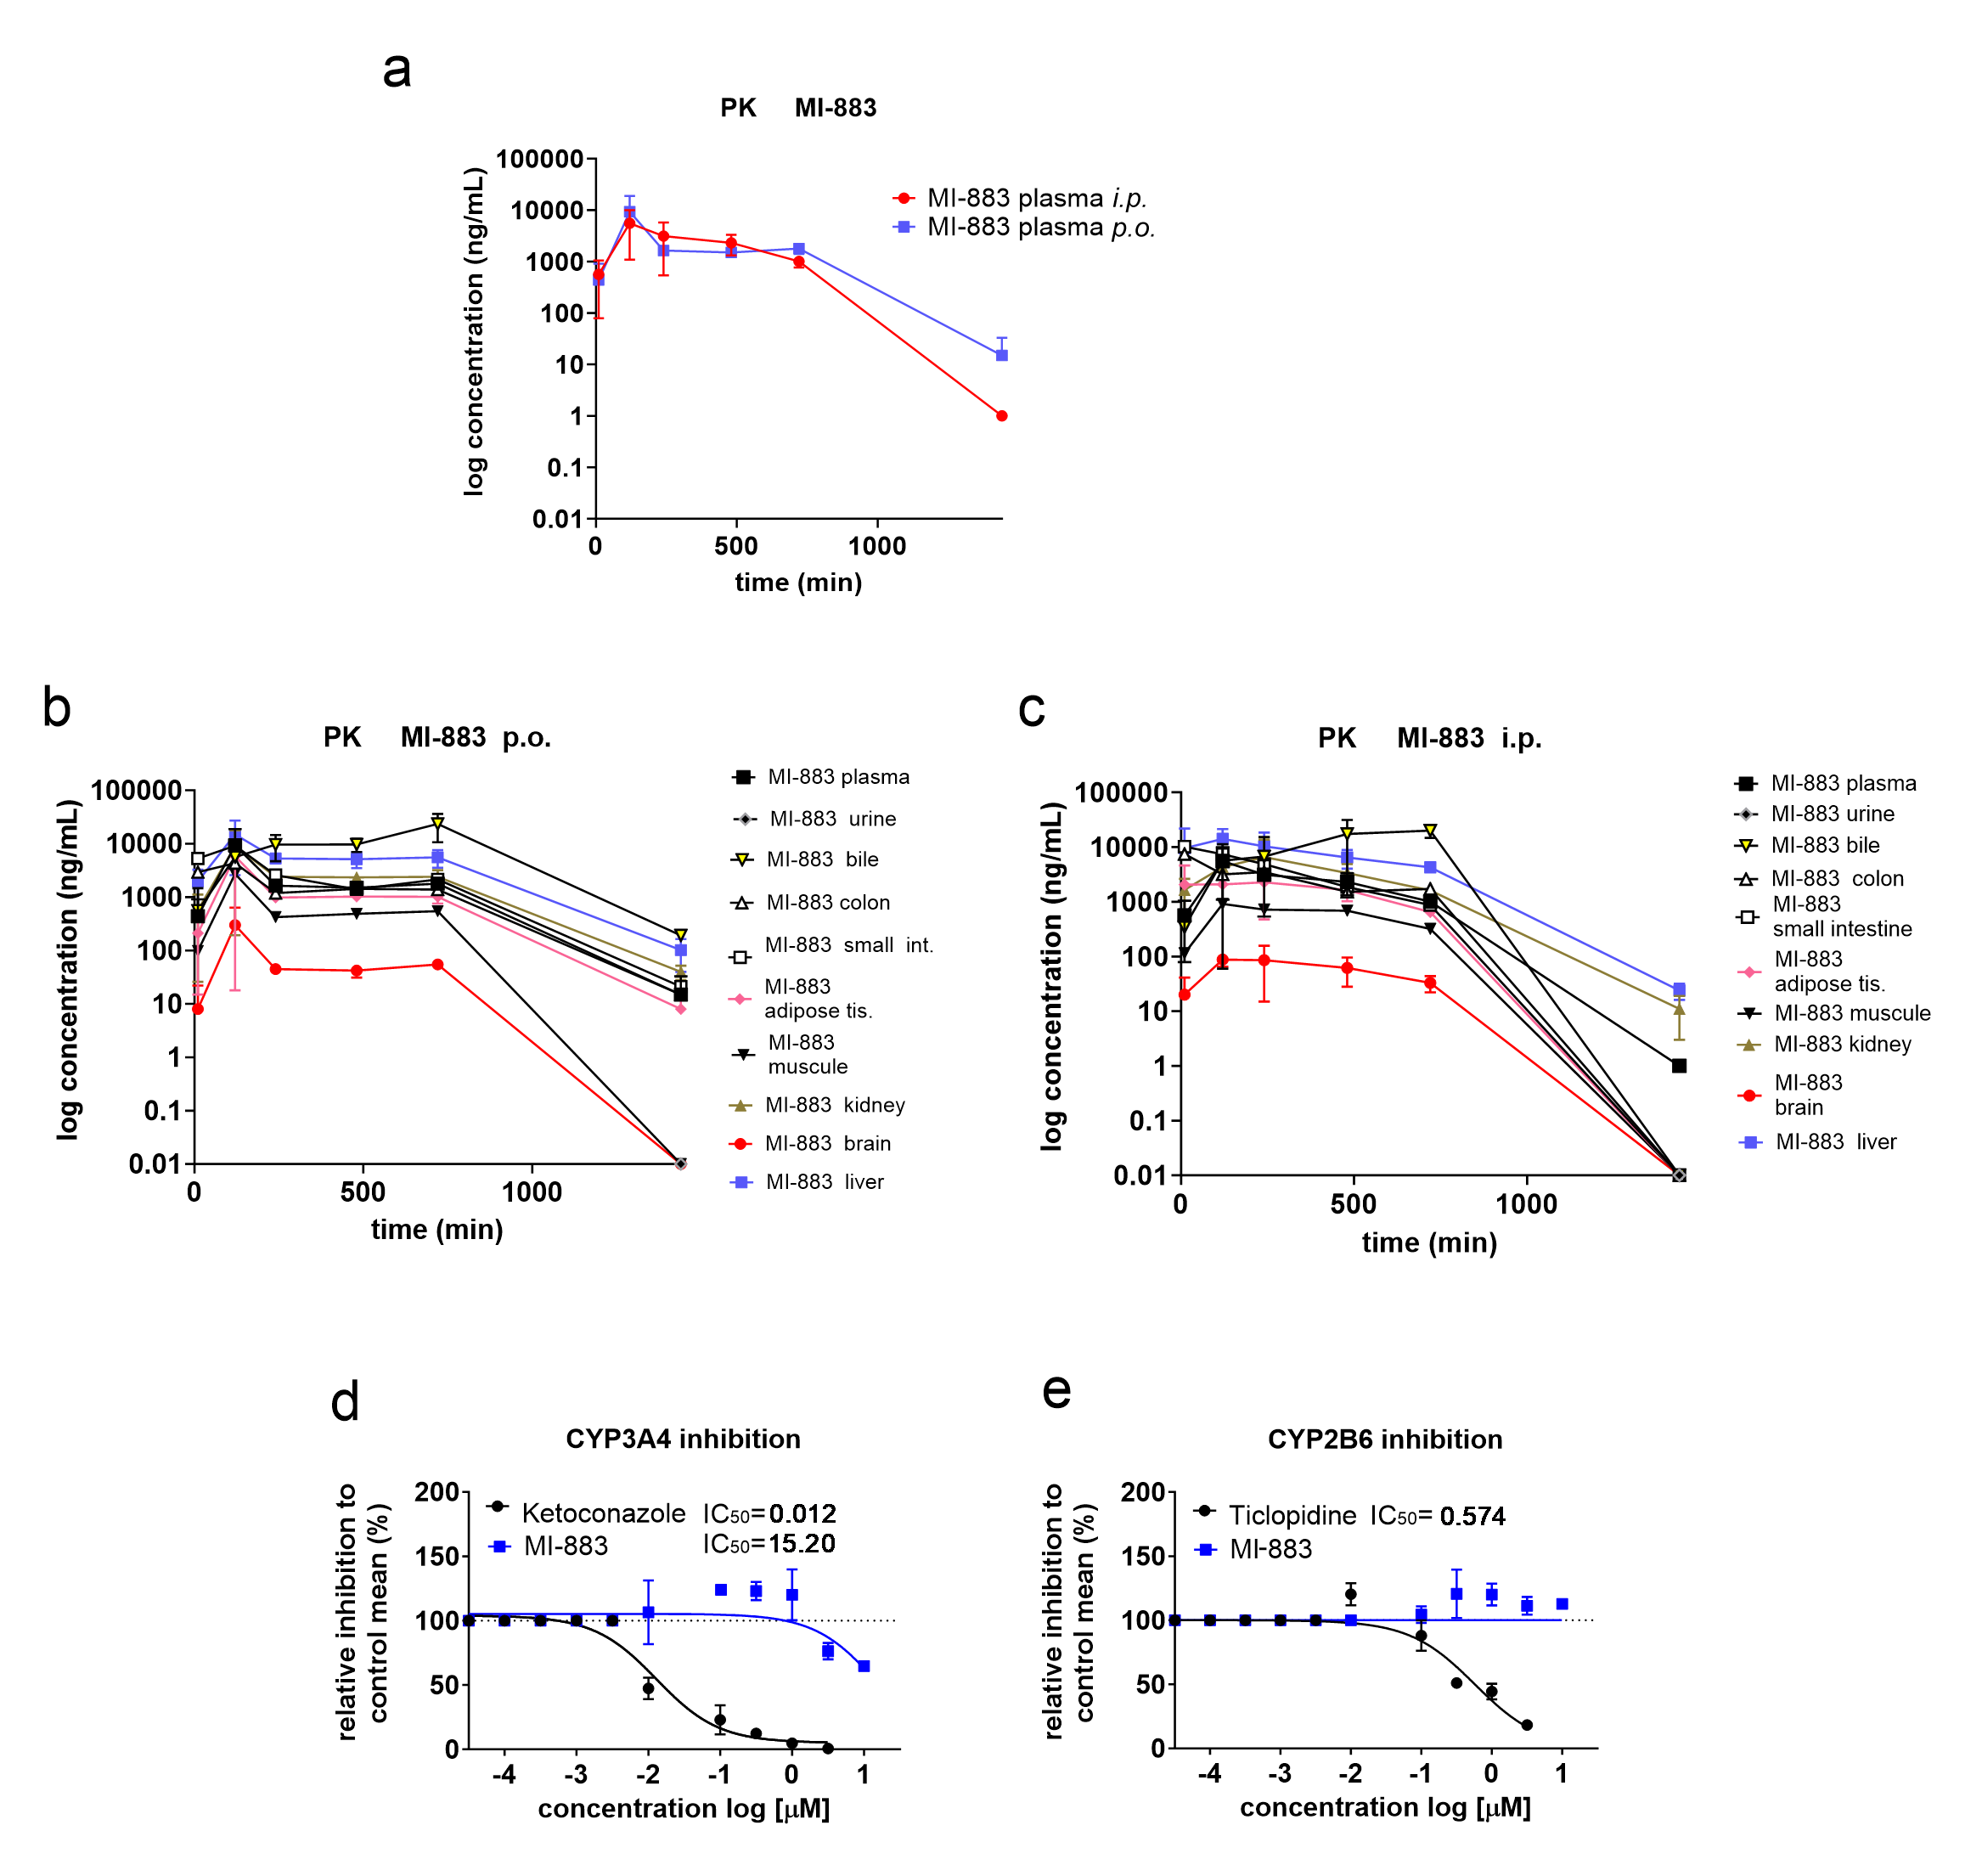

**Supplementary Figure 3.** **Pharmacokinetic characterization of MI-883.** Pharmacokinetic profiles and tissue distribution of MI-883 after *p.o.* (**a**,**b**) and *i.p.* (**a**, **c**) application (10 mg/kg) in male C57BL/6N mice (*n*=4 for each point, mean ±S.D.). Plasma, bile, urine, and tissue samples have been collected and prepared and HPLC/MS/MS analyses have been performed as described in Methods section.

Inhibition of human CYP3A4 (**d**) and CYP2B6 (**e**) enzymatic activities by MI-883 or prototype inhibitors ketoconazole or ticlopidine, respectively, in CYP450-Glo CYP3A4 Assay and CYP2B6 Assays (Promega). Data are presented as means±S.D. from three independent measurements.

1. **Interaction of MI-883 with selected nuclear receptors in cellular luciferase reporter gene assays.**

Gal4-LBD constructs of tested nuclear receptors have been used together with pGL4.31[luc2P/GAL4UAS/Hygro] luciferase reporter construct and pRL-TK *Renilla* expression vector (both from Promega, Hercules, USA) in HepG2 cells transfected with Lipofectamine 2000 or 3000 reagents. For GRα and FXR receptors, full-length expression vectors have been used with pGRE-luc or pFXRE-luc luciferase constructs. For the aryl hydrocarbon receptor (AhR), p1A1-luc construct was used with only pRL-TK vector for transfection normalization. A dual reporter assay (Promega, Hercules, USA) was used to analyze both firefly and *Renilla* luciferase activities. MI-883 and CITCO have been tested at 10 μM concentration. The protocols are described in our recent paper^1^. Prototype ligands were used in the following concentrations: 10 μM GW3965 (LXRα and LXRβ agonist), 10 μM rosiglitazone, 10 μM fenofibrate, 10 μM GW501516, 10 μM thyroxin, 10 μM 6α-ethyl-chenodeoxycholic acid (6-ECDCA), 0.1 μM dexamethasone, 10 μM 3-methylcholanthrene (an agonist of the AhR transcription factor), 10 μM estradiol, 100 nM calcitriol, and mouse Car ligand TCPOBOP (10 μM).

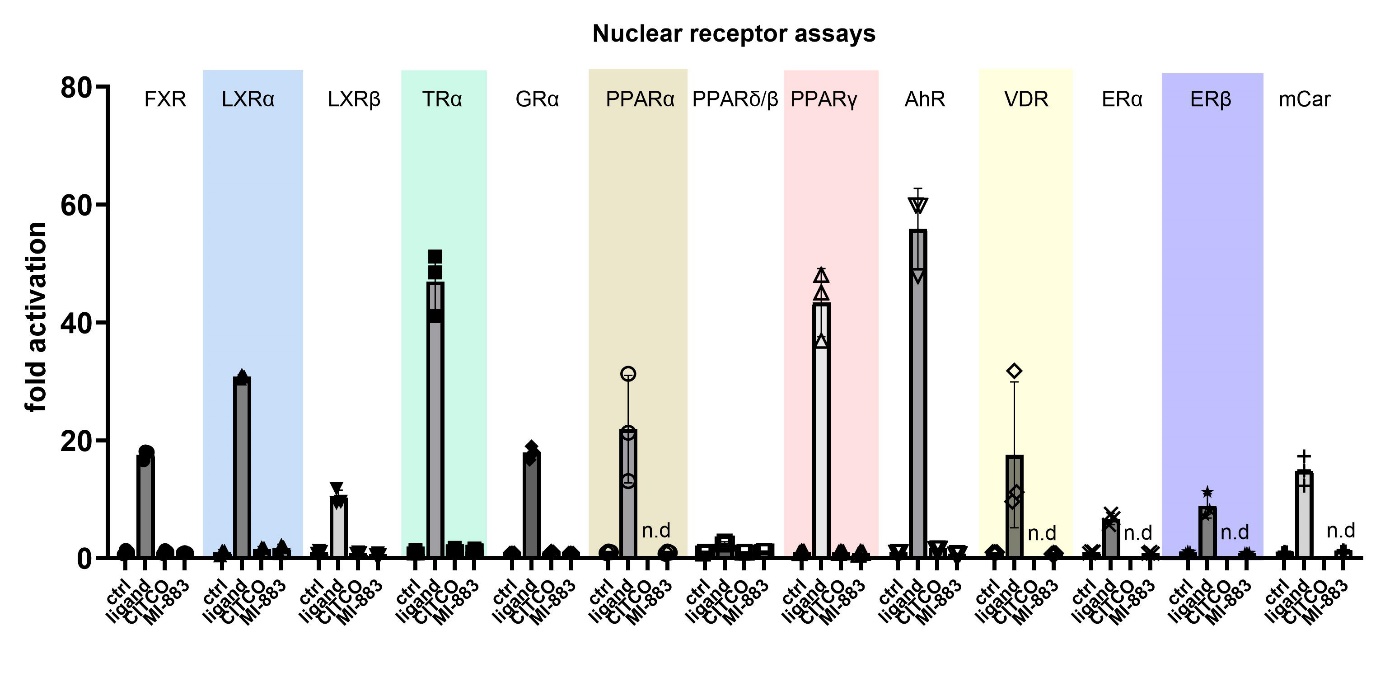

**Supplementary Figure 4.** Interaction of MI-883 with selected nuclear receptors in cellular luciferase reporter gene assays. Gal4-LBD constructs of tested nuclear receptors have been used together with pGL5-luc luciferase reporter construct and pRL-TK Renilla expression vector in HepG2 cells transfected with Lipofectamine 2000 or 3000 reagents. For GRα and FXR receptors, full-length expression vectors have been used with pGRE-luc or pFXRE-luc luciferase constructs. For the aryl hydrocarbon receptor (AhR), p1A1-luc construct was used with only pRL-TK vector for transfection normalization. A dual reporter assay (Promega, Hercules, USA) was used to analyze both firefly and *Renilla* luciferase activities after 24 hours of treatment (*n*=3). MI-883 and CITCO have been tested at 10 μM concentration. Prototype ligands were used in the following concentrations: 10 μM GW3965 (LXRα and LXRβ agonist), 10 μM rosiglitazone, 10 μM fenofibrate, 10 μM GW501516, 10 μM thyroxin, 10 μM 6-ethylchenodeoxycholic acid (6-ECDCA), 0.1 μM dexamethasone, 10 μM 3-methylcholanthrene (an agonist of the AhR transcription factor), 10 μM estradiol, 100 nM calcitriol, and mouse Car ligand TCPOBOP (10 μM). Data are presented as a fold activation to control (vehicle DMSO 0.1%-treated) cells. n.d. -not determined for CITCO. Bars represent means±S.D. (n=3).

1. **Molecular dynamic simulation of human CAR and PXR**

**8.1. MI-883 stabilizes wtCAR into an agonist-bound geometry**

We used an *in silico* approach to inspect the ligand-induced changes in the wild-type CAR ligand binding domain’s (wtCAR-LBD) conformational dynamics. We generated a model for wtCAR/MI-883’s potential binding mode using docking in human wtCAR/CITCO structure (PDB ID: 1XVP)^6^. This model underwent 4 μs of all-atom MD simulations, which were compared against similar simulations with wtCAR/CITCO^1^. The RMSD computed from the trajectory suggests that the simulation has equilibrated and converged around ~2 Å at the end of the simulation (Supplementary Fig. 5) and that the ligands are stable inside the ligand binding pocket, as seen by the ligand’s RMSD (Supplementary Fig. 6). Meanwhile, the overall dynamic behavior of proteins demonstrated by root-mean-square fluctuations (RMSF) displayed a similar pattern of residue fluctuations over the course of the simulation (Supplementary Fig. 7). Trajectory visualization revealed a U-shaped conformation of MI-883 within the wtCAR-LBD, similar to CITCO (6-(4-chlorophenyl)imidazo[2,1-*b*][1,3]thiazole-5-carbaldehyde-O-(3,4-dichlorobenzyl)oxime), the prototype human CAR ligand (Fig. 2a,b). Protein–ligand interactions revealed a similar hydrophobic interaction profile for both ligands, particularly with residues F161 and Y224 (~100% of the analyzed trajectory) and H203 imidazole ring (~85-100% of the analyzed simulation time, Fig. 2c). Other residues including C202, F234, L242, and Y326 also play a minor role in stabilizing both CITCO and MI-883 within the CAR-LBP (Fig. 2a, b). Some interactions, however, are compound-specific such as I164, which is only observed with MI-883 (Fig. 2c). Concurrently, studying the polar interactions revealed the relevant role of H203 in stabilizing both ligands (~50%, Fig. 2d). This interaction occurs with the MI-883’s 7-fluoroimidazo[1,2-*a*]pyridine core and imidazothiazole in CITCO structure. In addition, MI-883 amide group interacts with T225 and D228 backbone oxygen atoms (located on H6) roughly 30%. These polar contacts are absent in the CITCO binding mode, which relies only on the interaction with H203 (~50%) (Fig. 2c, d).

It is known that the closeness of H12 to H3 in wtCAR is the reason for its constitutive activity^6^. To explore the effect of MI-883 on this region, we calculated the distance between H12 and H3 (the center of mass of each helix) along the simulation trajectory. The values for both systems are in the same range (~12 Å for both CITCO and MI-883 (Fig. 2e). It is also known that the free carboxylate of the C-terminus (S348) interacts with the K195’s side chain (on H4), which further stabilizes H12’s active conformation^6^. Interestingly, the short distance in both wtCAR/CITCO (median value: 3.5 Å) and wtCAR/MI-883 (3.8 Å) allows the formation of hydrogen bonds between K195 and S348, further stabilizing this region (Fig. 2f). Taken together, our results support a comparable affinity and potency of our novel compound MI-883 and CITCO in wtCAR.

- 1. **Conformational discrepancy of PXR-LBD-MI-883 interaction in comparison with classical agonist SR12813**

Trajectory analysis revealed a representative binding mode of SR12813 and MI-883 (Fig. 2g, h). The conformation of the PXR-LBD/MI-883 complex indicates that MI-883 is well accommodated in the LBP, where its 7-fluoroimidazo[1,2-*a*]pyridine moiety is oriented into the hydrophobic subpocket. Of note, this subpocket is crucial for different PXR ligands to interact, composed of a triad of hydrophobic amino acid residues; W299, F288, and Y306^7^. Our simulations suggest that both SR12813 and MI-883 share comparable π − π interactions with W299 and Y306 (~40%), whereas this interaction rises to ~70% with F288. In addition, MI-883 also has a hydrophobic contact with L209, which does not appear with SR12813.

The residue H407 has a critical role in ligand binding^8,9^, particularly agonist binding^10^. While H407 displays a stable H-bond with SR12813 (∼80%), only 24% of direct H-bond interaction occurs between MI-883 and H407 (Fig 2j). This difference could be related to the distinct H407 conformation in each of the two systems (Fig. 2g, h). Furthermore, MI-883 displays H-bond and water-mediated interactions to Q285 for ~50% and ~15%, respectively (Fig 2j). SR12813 lacks Q285 H-bond interaction but retains the S247 (~60% of the analyzed trajectory) water-mediated interaction. This interaction is observed in about 30% with MI-883. Meanwhile, R410 plays a role in stabilizing MI-883 as well. Overall, both ligands are stabilized by the highly similar hydrophobic interaction profile, whereas MI-883 shows additional polar interactions, except H407. To closely investigate the induced conformation resulting from the interaction profile, we pursued our study with locally assessing distance measurement. In NRs, αAF-2 (part of H3, H4, and H12) forms a suitable platform for the coregulators binding on the LBD surface^11^. Hence, we investigated the behavior of H12 in both systems, by monitoring the distance between H12 and H3 (Fig. 2k). This distance provides insight into the relative position of H12 to the LBD. In the presence of MI-883, this distance is slightly decreased (median of 10.3 Å) compared to what is observed for SR12813 (median values ∼11 Å) (Fig. 2k).

The H6 region is another region of interest for conformational investigation in PXR. It has been reported that the water channel between H2 and H6 could be an entry pathway for SR12813^12^. Our result shows that the distance between C207 (on H2′) and A312 (on β4-H6 loop) with MI-883 is smaller (12.1 Å) than that of PXR/SR12813 system (median 18.6 Å, Fig. 2l). This proposes the open conformation of β4-H6 in presence of SR12813, where this loop locates far from H2′ (Supplementary Fig. 8). By contrast, a closed conformation is preferred with MI-883, where the β4-H6 loop is closer to H2′.

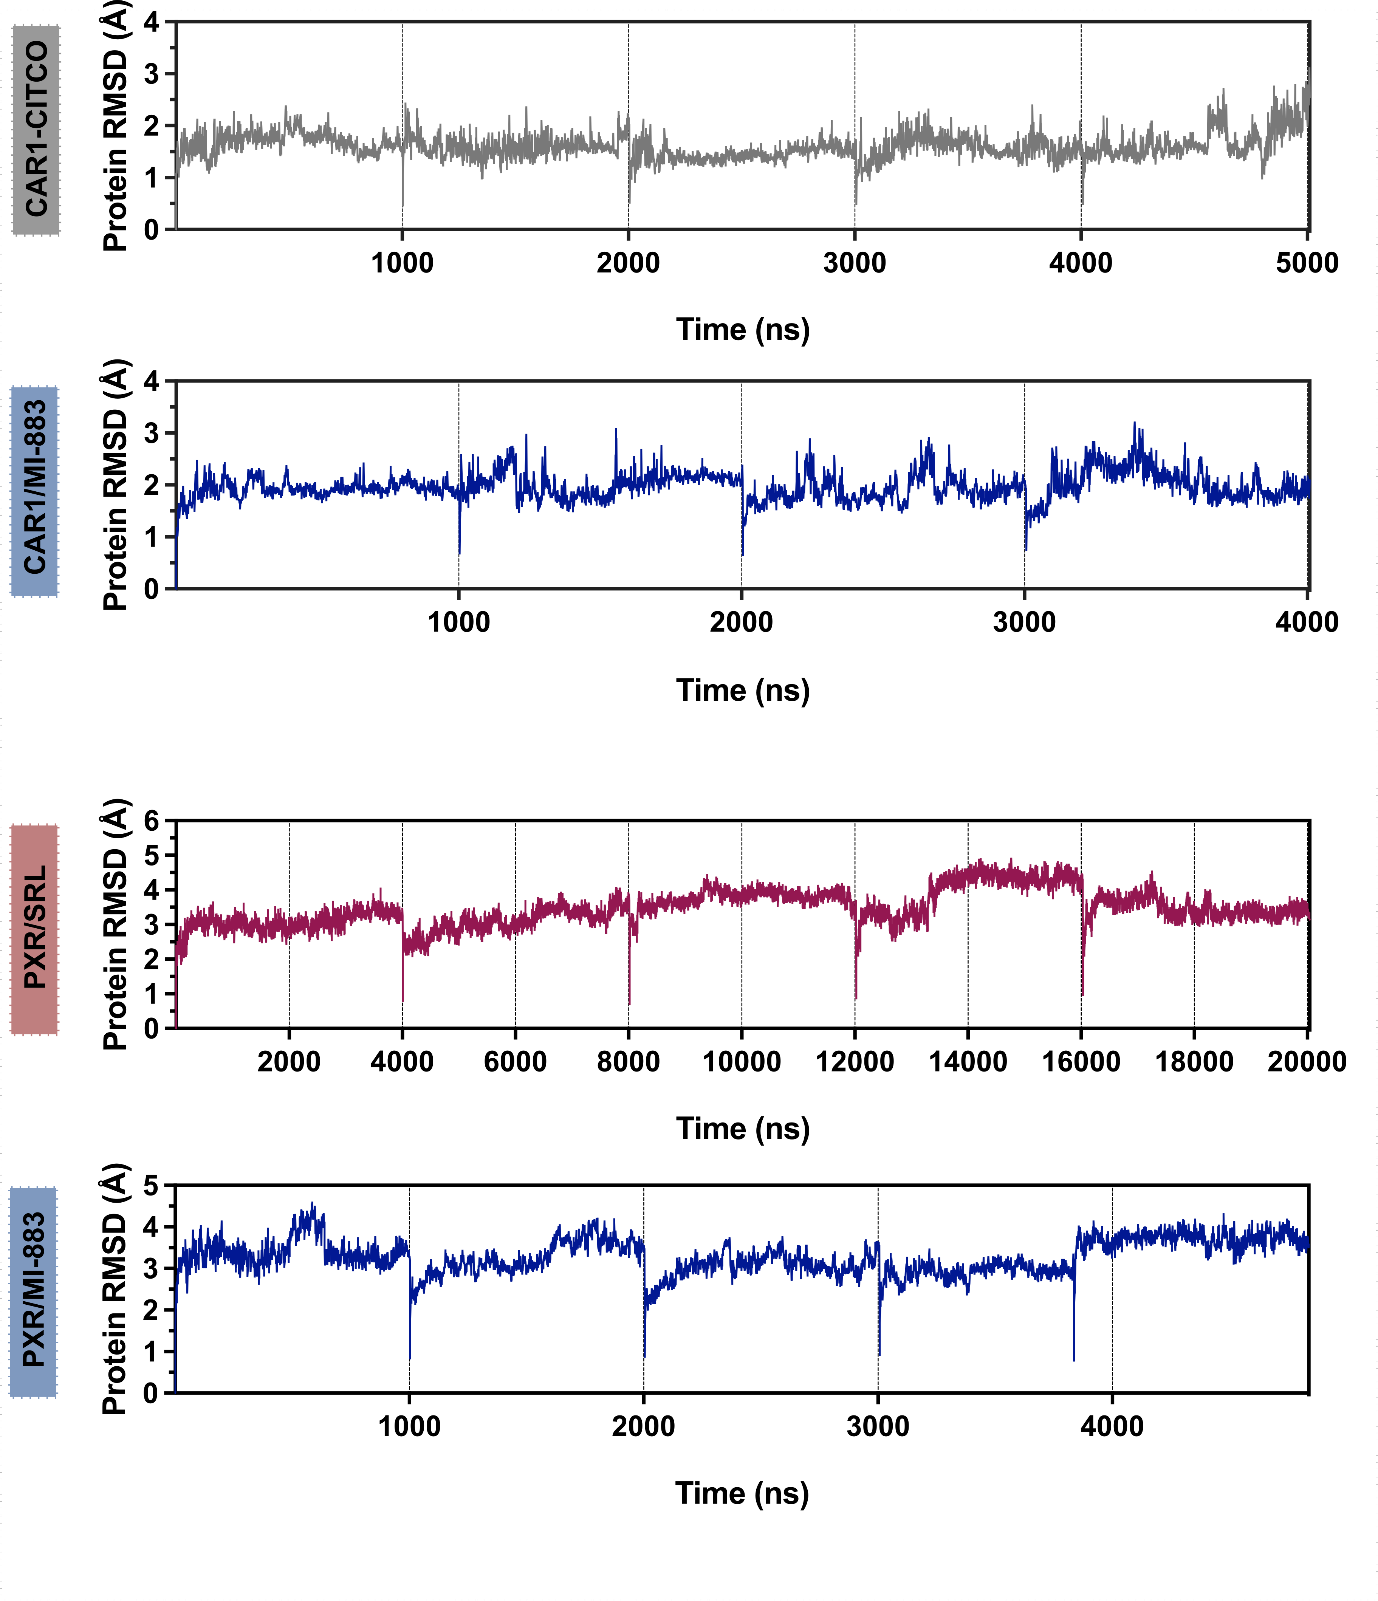

**Supplementary Figure 5**. Protein RMSD (Å) for each system over the course of the simulation. Herein, SRL refers to SR12813.

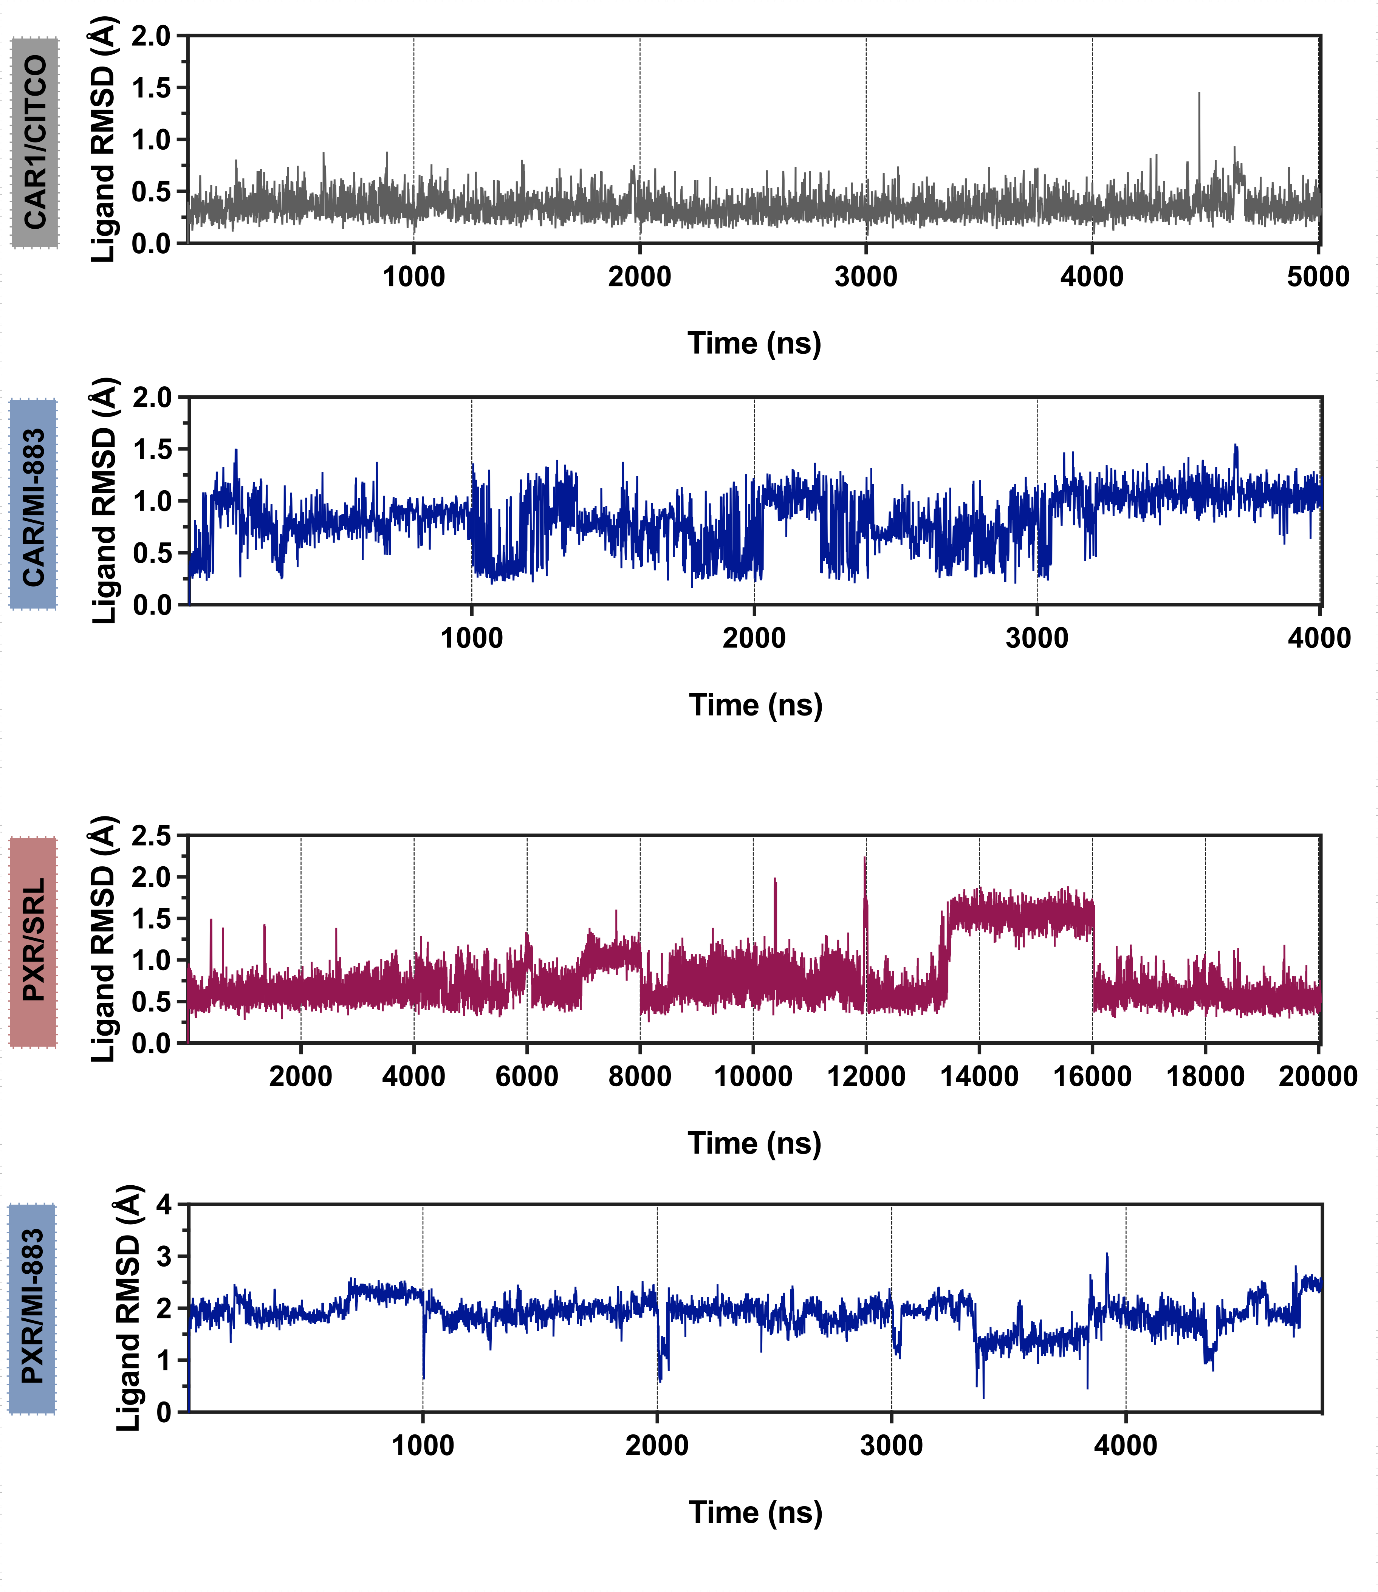

**Supplementary Figure 6**. Ligand RMSD (Å) for each ligand over the course of the simulation. Herein, SRL refers to SR12813.

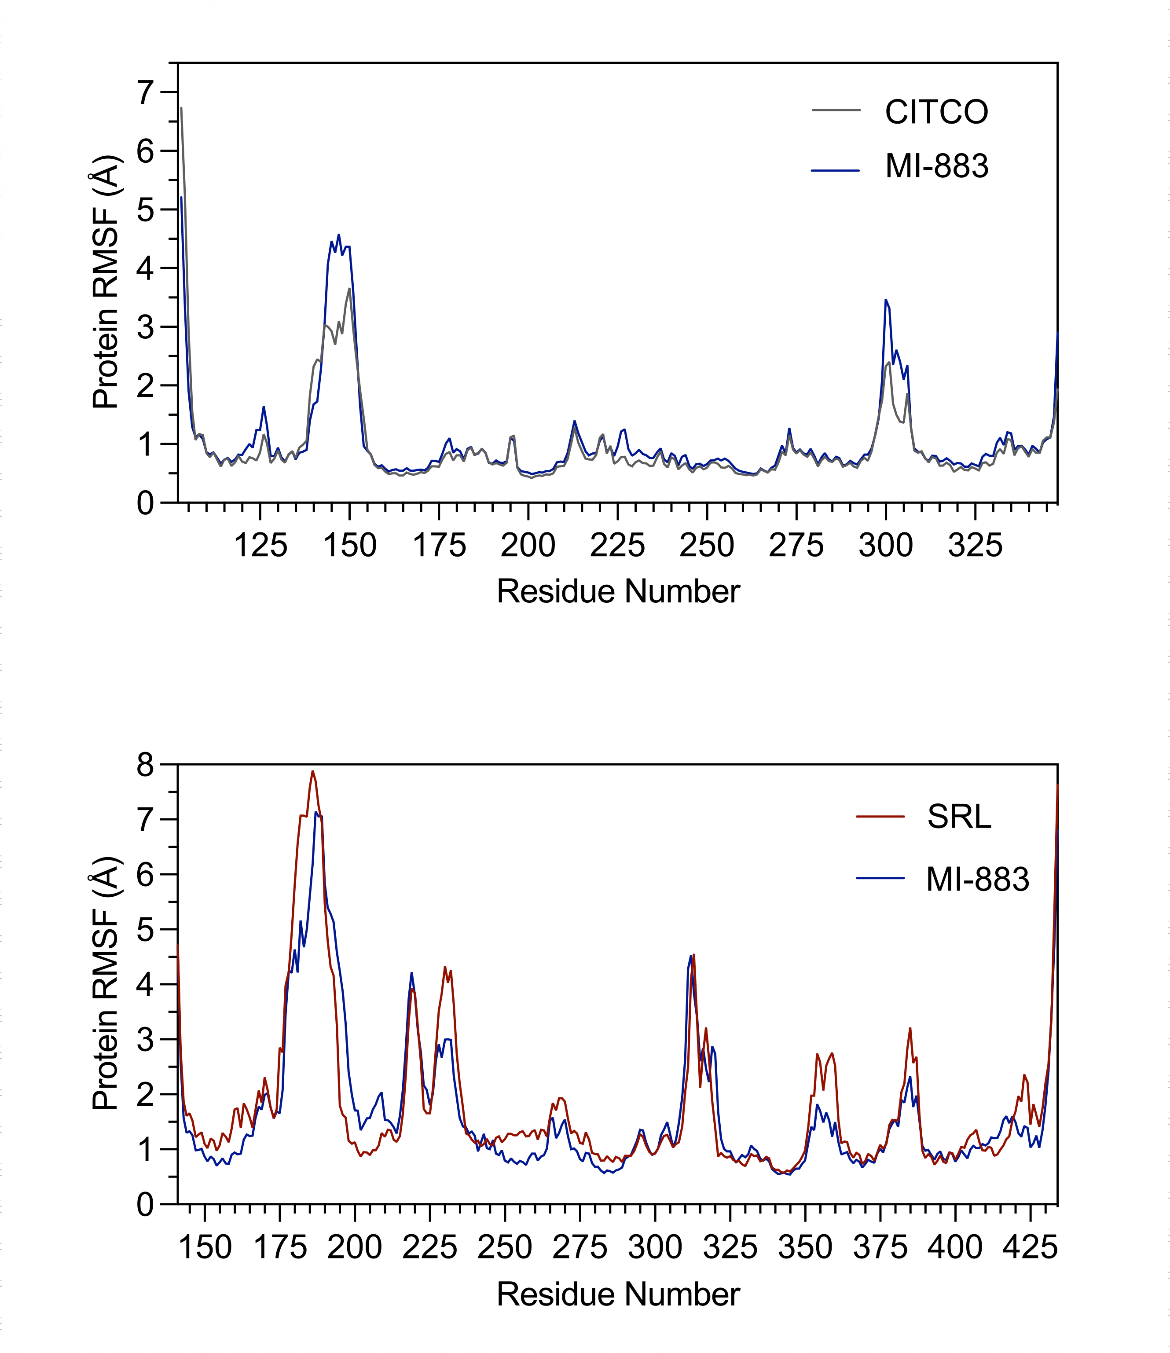

**Supplementary Figure 7**. Root-mean-square fluctuations (RMSF) of the proteins‘ backbone are shown with systems color-coded.

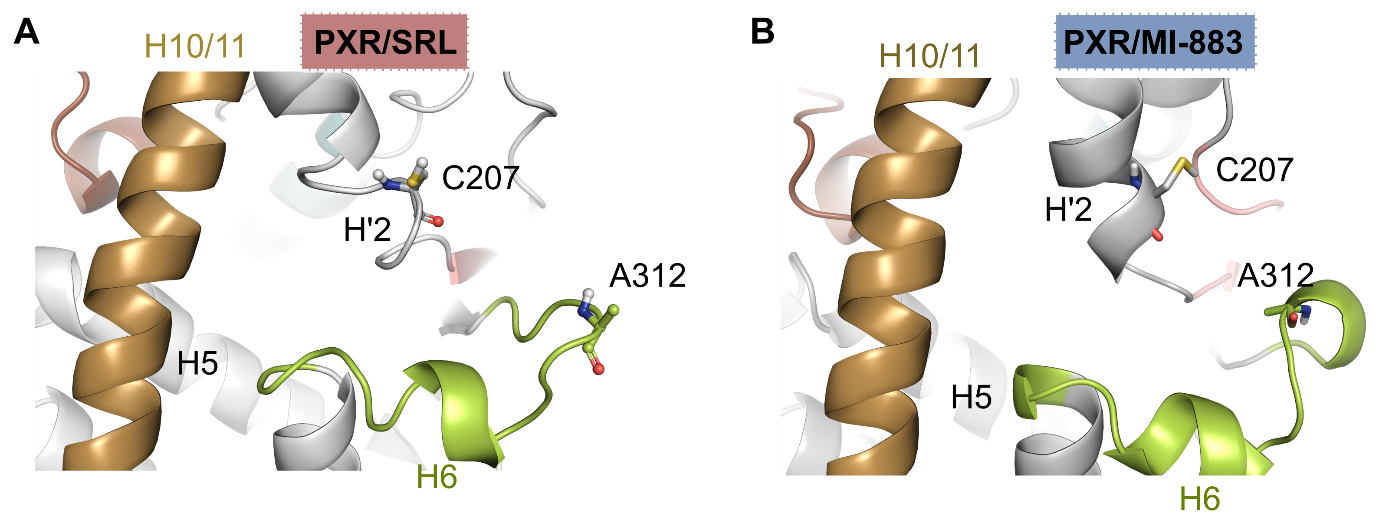

**Supplementary Figure 8**. The location of the H6 region within the PXR-LBD is depicted for SR12813 (SRL) (**a**) and MI-883 compound (**b**). The Cα-Cα distance between C207 (of H2’) and A312 (of β4-H6 loop) is depicted in stick representation. The configurations illustrate that the compound MI-883 promotes a closed configuration of β4-H6 loop. However, SRL, as a full PXR agonist SR12813, tends to result in more open conformations.

1. **Co-peptide recruitment (MARCoNI)**

The MI-883 and CITCO-modulated coregulator interactions with the HIS-tagged CAR-LBD (ThermoFisher, Cat. No PV4836) and anti-HIS antibody labeled with Alexa488 (Qiagen) was assessed using a PamChip microarray that contains 154 coregulator-derived binding peptides, including the LXXLL coactivator motif or the LXXXIXXXL corepressor motif from 66 diﬀerent coregulators (PamGene International B.V.)^13,14^.

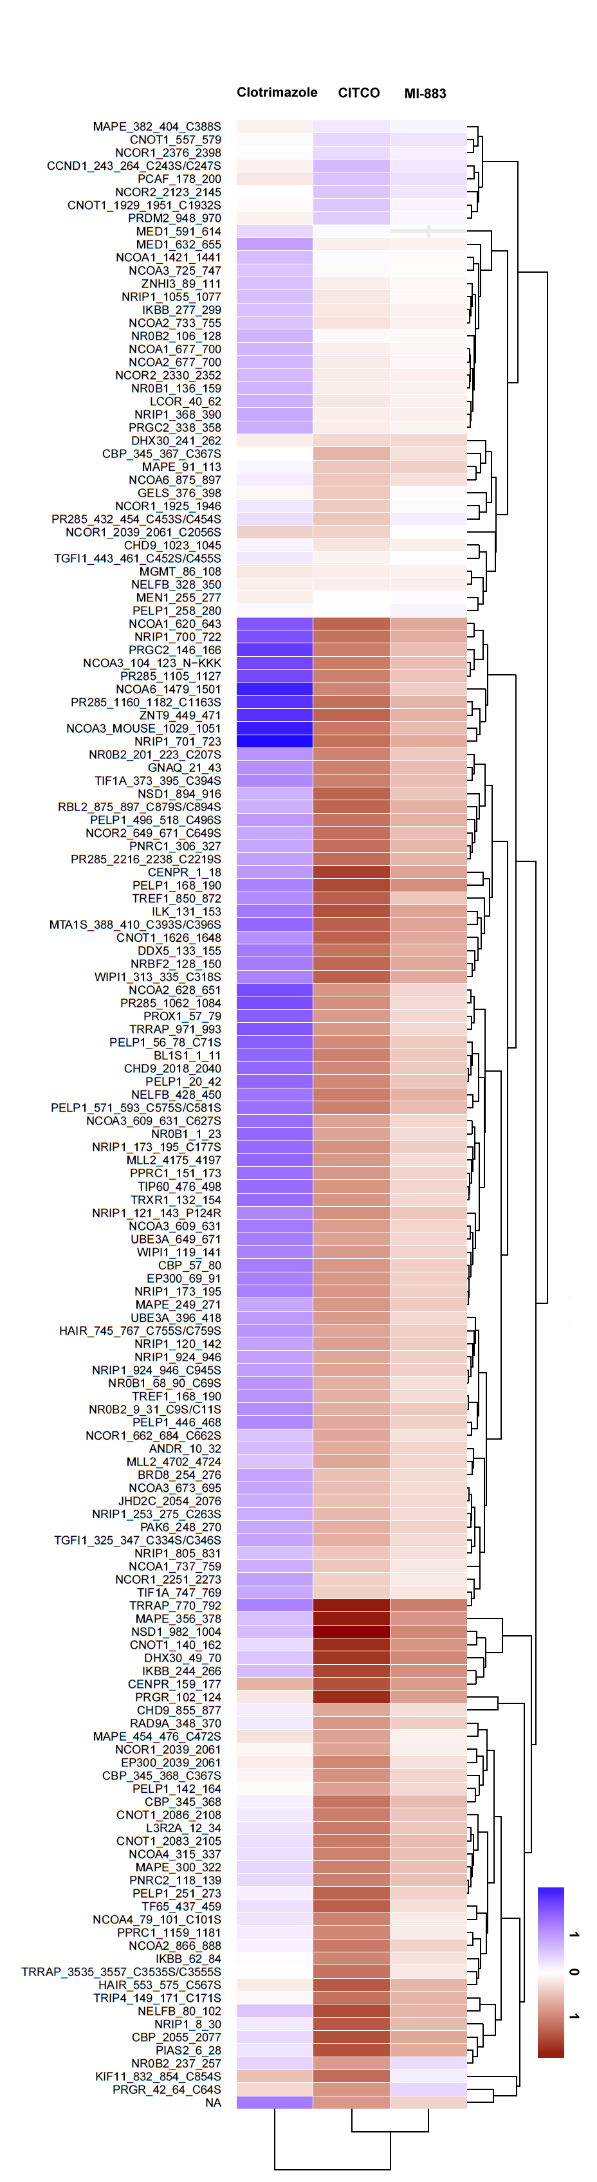

**Supplementary Figure 9.** MARCoNI dataset of CAR-coactivator/corepressor interactions in the presence of CITCO, MI-883, and clotrimazole (all at 100 μM). Modulation index (MI) is the log10-transformed relative binding value, which is calculated by the compound’s binding value, relative to the vehicle control (DMSO) binding value. Positive interaction indicates that ligands increase CAR–coregulator motif interactions, and the cut-oﬀ is MI>0; the binding value, interaction indicates that ligands decrease CAR-coregulator motifs interactions and the cut-oﬀ is MI<0; the binding value, >50; the relative binding value <1.

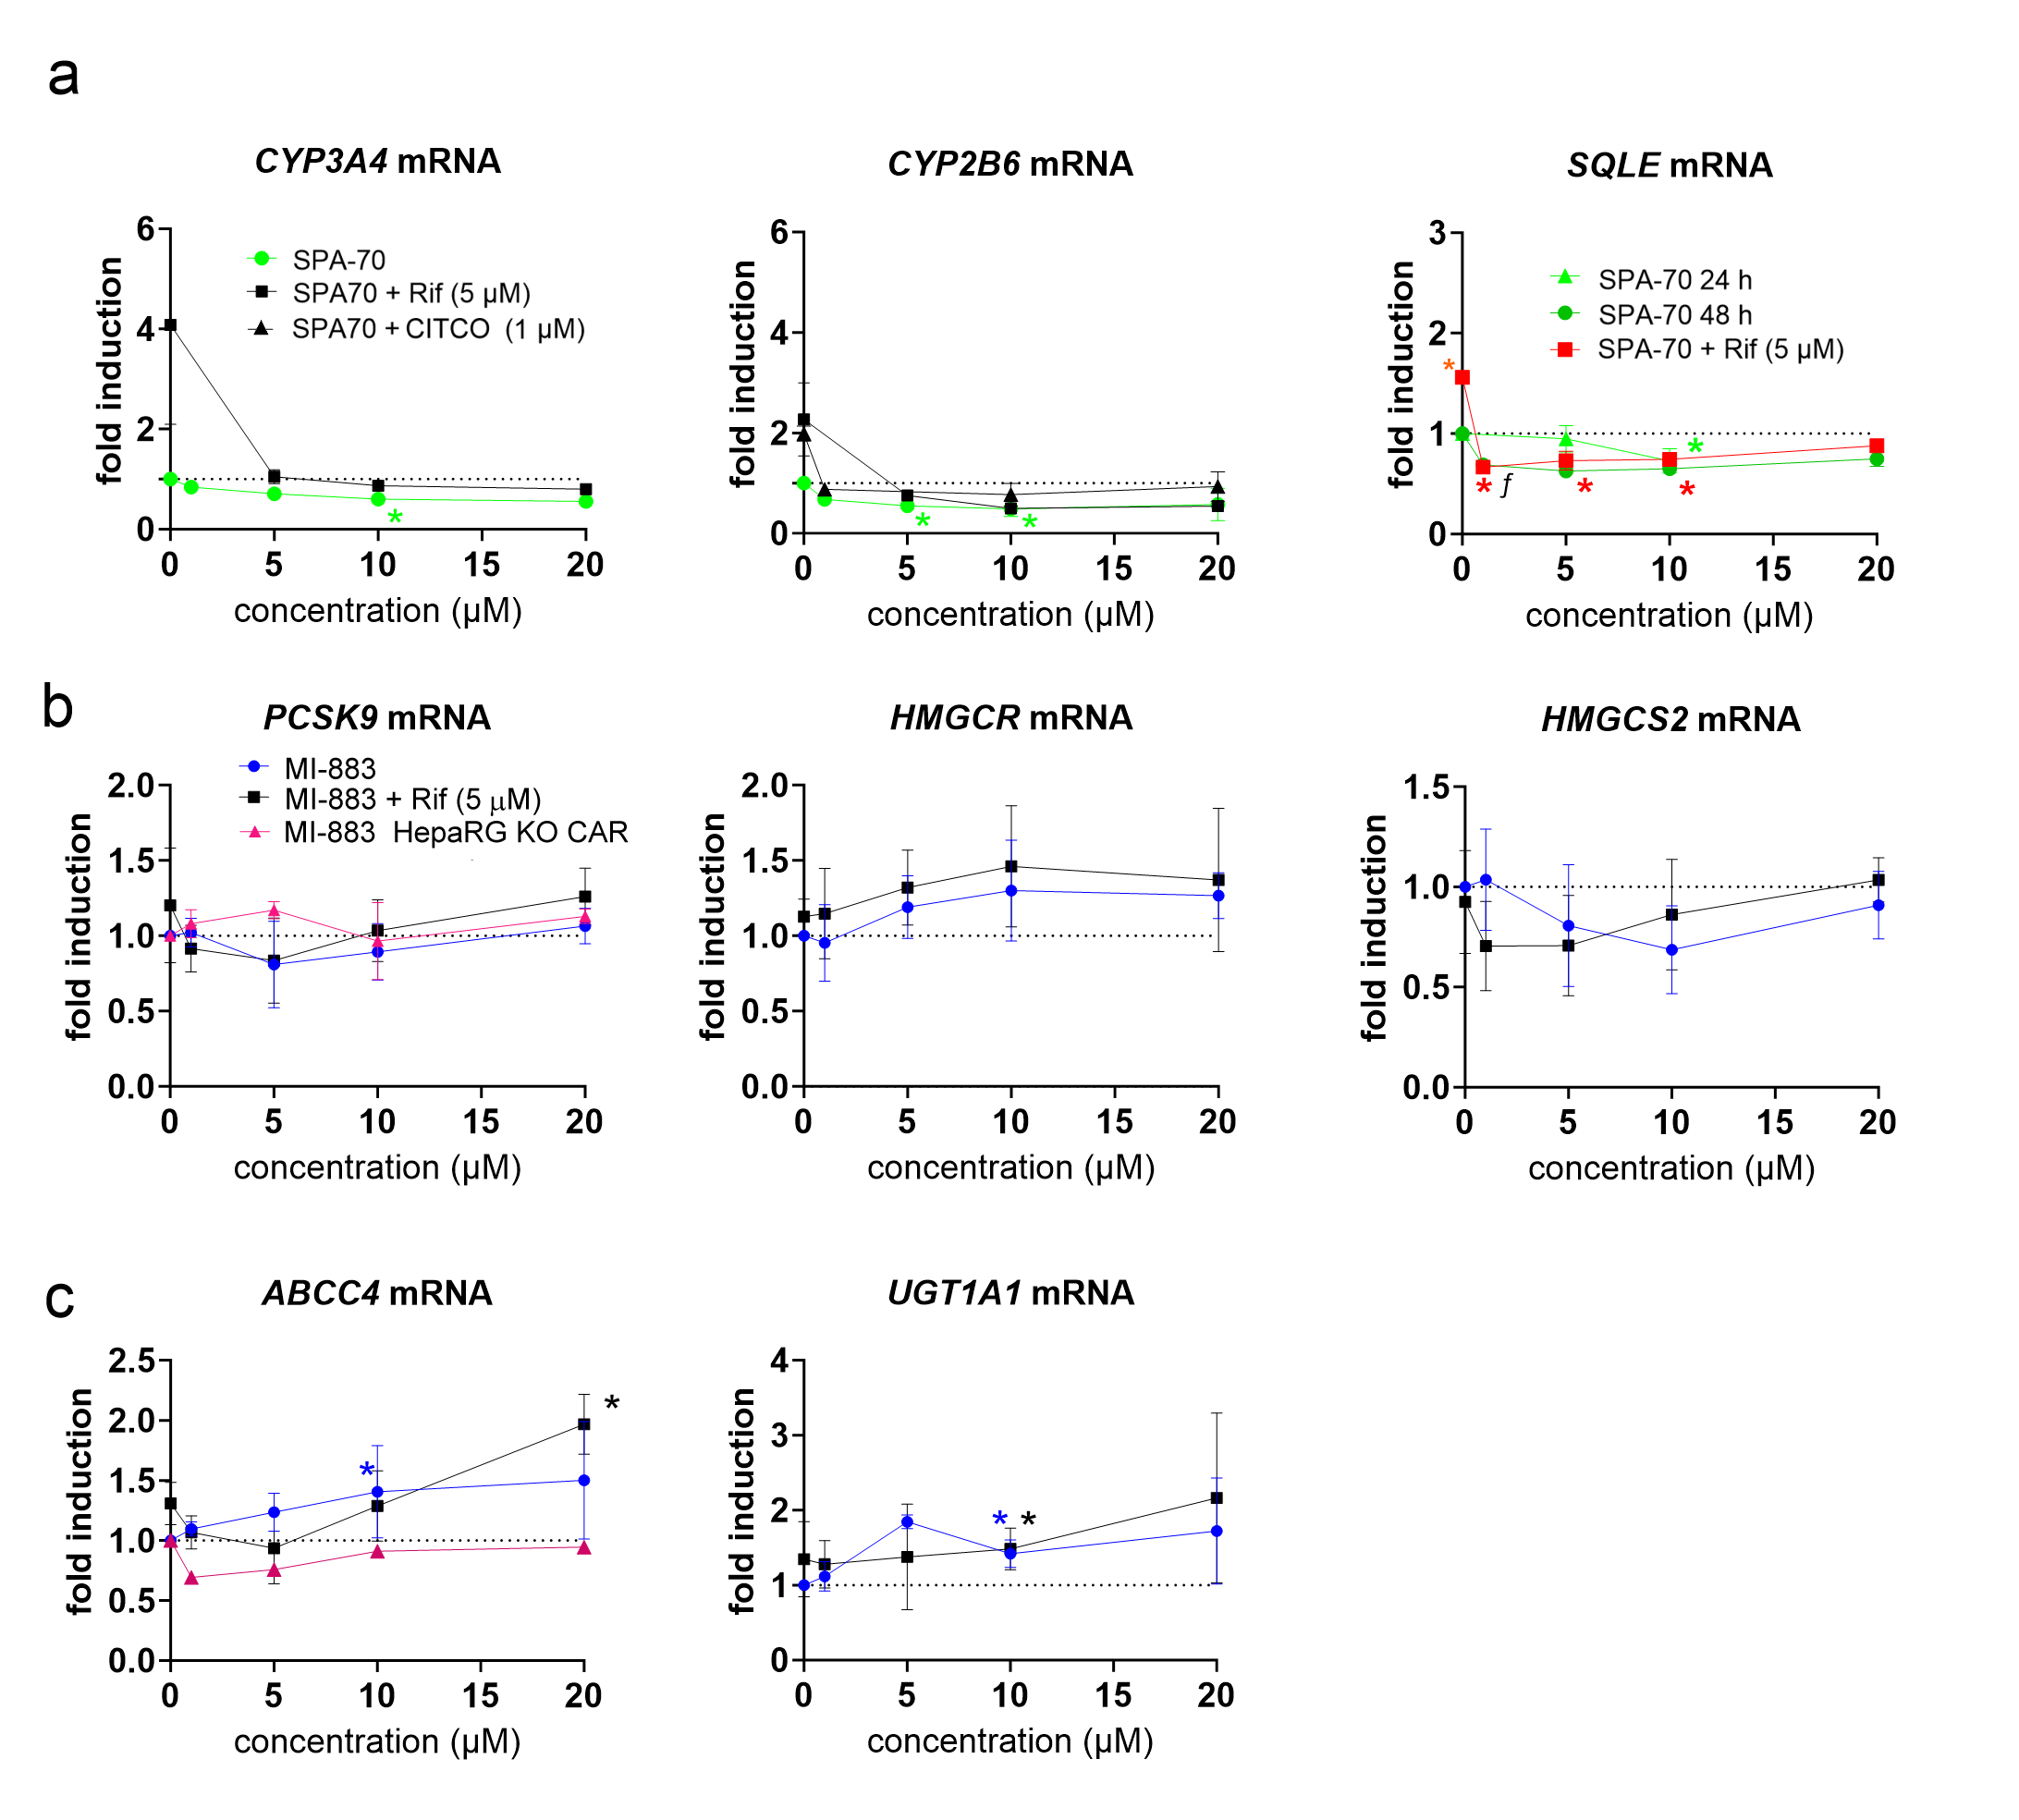

**Supplementary Figure 10.** Expression of *CYP3A4*, *CYP2B6*, *SQLE* (**a**), *PCSK9*, *HMGCR*, *HMGCS2* (**b**), *ABCC4,* and *UGT1A1* mRNA (**c**) in HepaRG and HepaRG KO CAR cells using RT-qPCR after SPA70 and MI-883 treatment. * *P* value <0.05 – statistically significant effect of SPA70 and MI-883 to control (vehicle-treated cells); ^ƒ^ *P* value<0.05 – statistically significant effect of SPA70 on rifampicin-mediated induction of SQLE mRNA (ANOVA with Dunnett’s test, n=3). Data represent means±S.D. from three independent experiments.

1. **Animal proof-of-concept experiments** **-plasma** **biochemistry measurement**

Blood was collected from the retro-orbital sinus of mice under isoflurane anesthesia into heparin-coated tubes (Kabe Laboratortechnik GmbH, Nümbrecht-Elsenroth, Germany) after 3 hours of fasting. Blood was left for 10 minutes at room temperature, and then kept on ice until centrifugation (5,000 g at 4°C for 10 minutes). The collected plasma was stored at -80 °C until measurement. Lipoprotein levels and other plasmatic parameters were measured on an AU480 biochemistry analyzer (Beckman Coulter, Brea, USA).

**
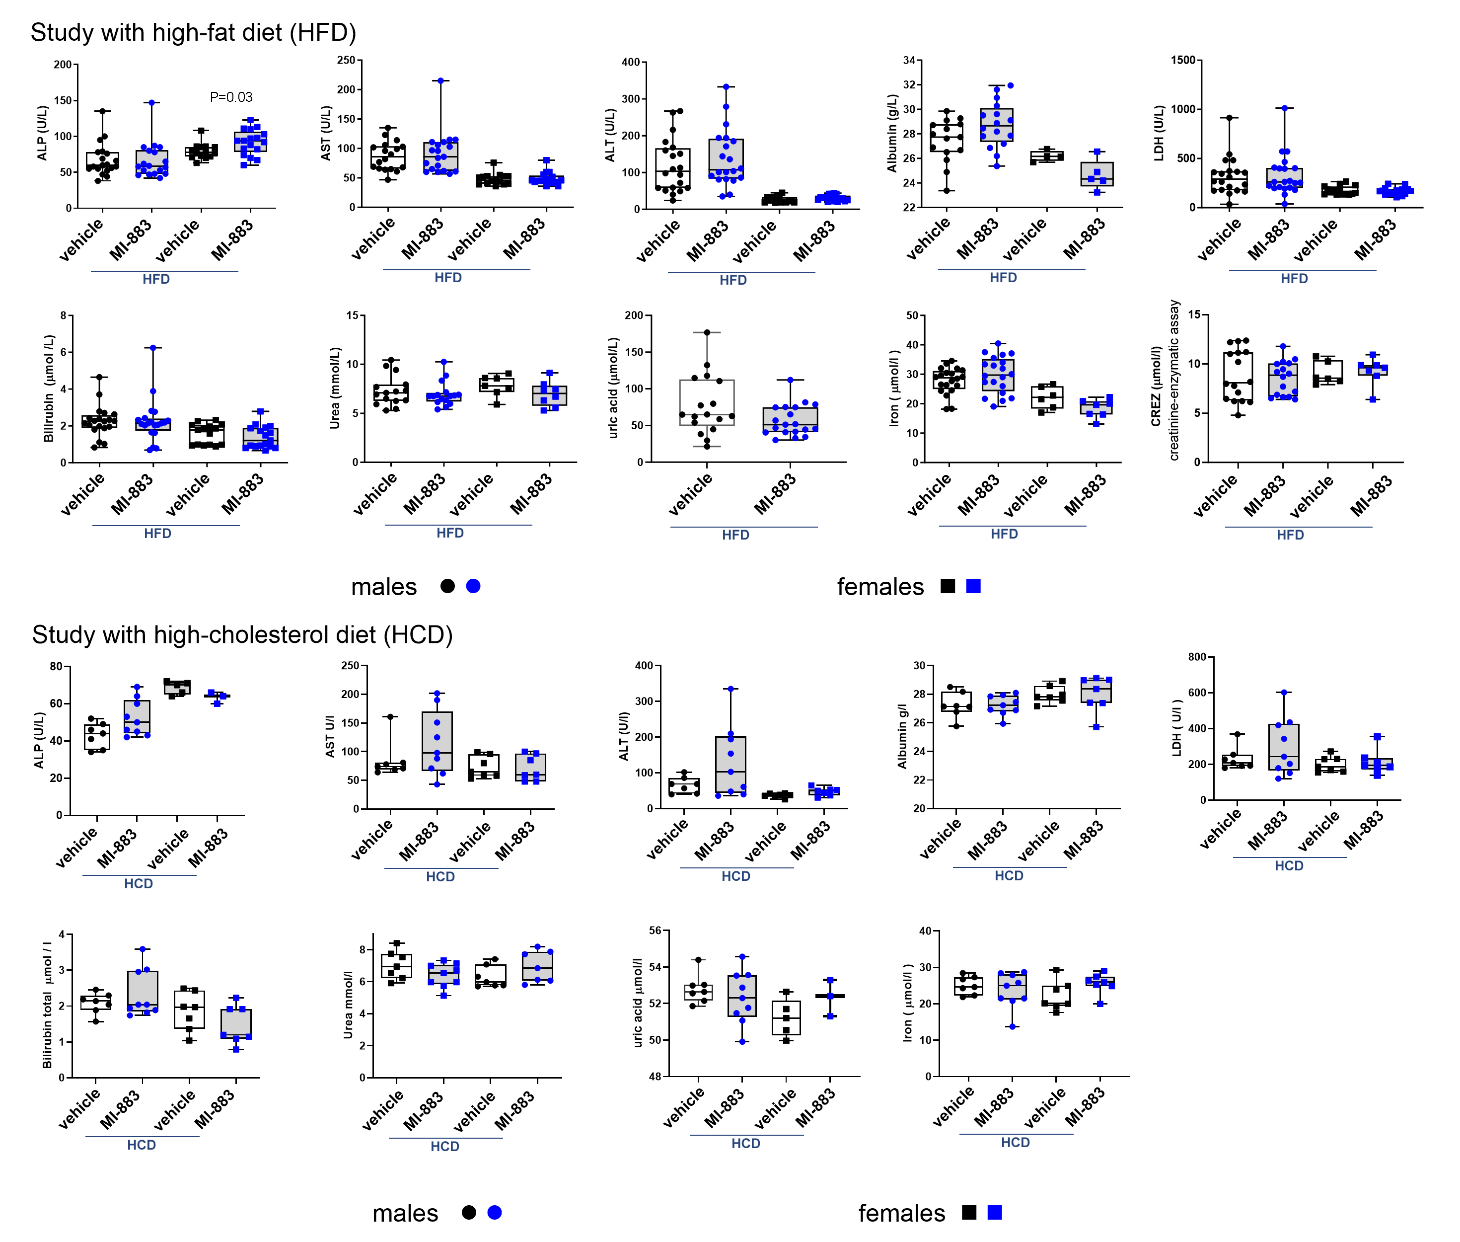
**

**Supplementary Figure 11.** Biochemical analyses of plasma in humanized PXR-CAR-CYP3A4/3A7 mice treated with MI-883 in proof-of-concept studies with high-fat diet (HFD)(n≥15) or high cholesterol diet (HCD)(n≥7). The box plots extend from the 25th to 75th percentiles. The line in the middle of the box is plotted at the median. Whiskers represent min to max values.

**
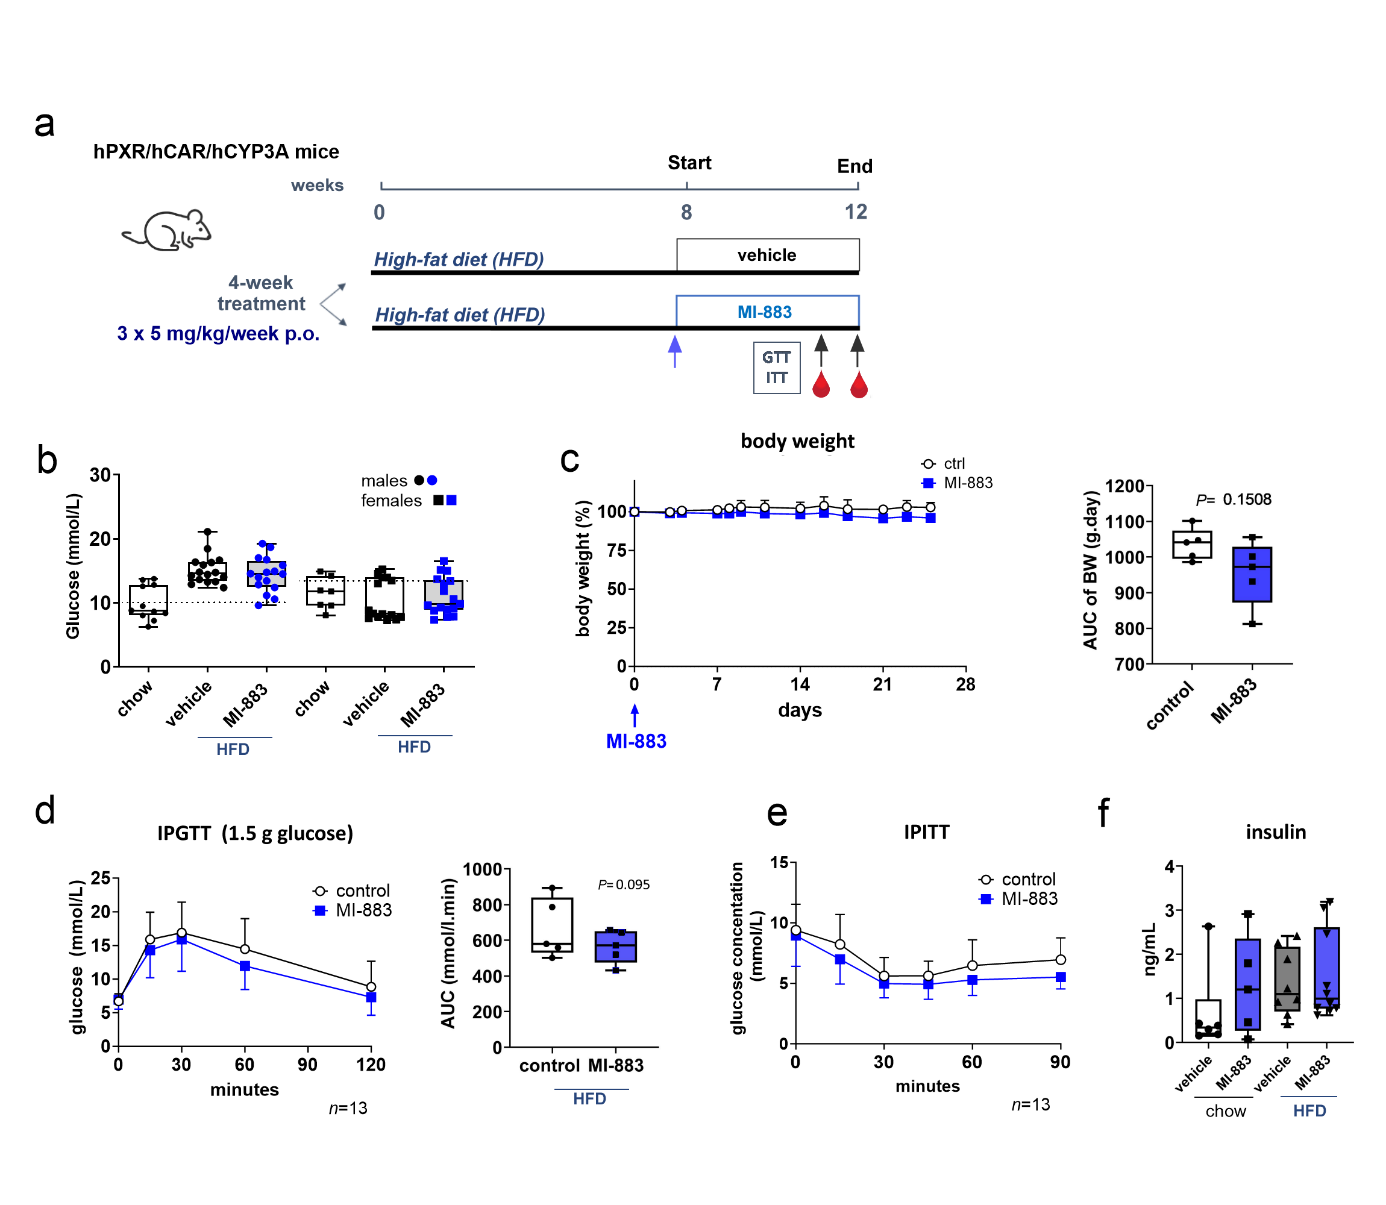
**

**Supplementary Figure 12.** (**a**) Effect of MI-883 on glucose metabolism in humanized PXR-CAR-CYP3A4/3A7 mice in the proof-of-concept study with high-fat diet (HFD). (**b**) Plasma glucose levels in both males and females. (**c**) Relative body weight gain (%) of male animals during the application of MI-883 in the study. (**d**) IPGTT and (e) IPITT tests were performed on male animals in the study. (**f)** plasma insulin concentration in male animals in the study with a high-fat diet (HFD) in comparison with animals on a chow diet. Box plots represent the median with 25% and 75% quartiles, whiskers represent minimum and maximum values. Data in panels **c**,**d,** and **e** are means±S.D.

**10.1.  Expression of genes involved in liver steatosis and triglyceride synthesis**

RT-qPCR expression studies were performed on liver samples from eleven humanized PXR-CAR-CYP3A4/3A7 mice that were fed a high-fat diet and treated with 5 mg/kg MI-883 three times per week for four weeks. Specific TaqMan probes were used, following the protocol described in Supplementary Table S3.

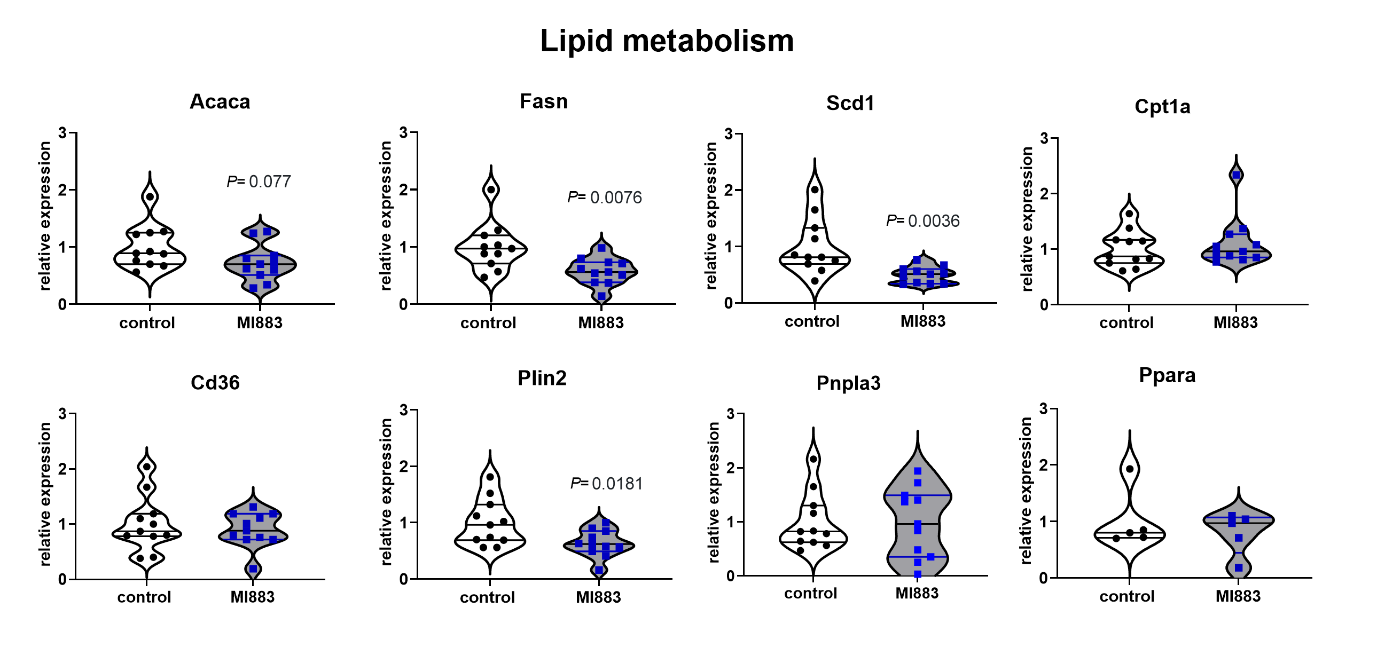

**Supplementary Figure 13.** Hepatic expression of genes involved in lipid and triglyceride metabolism in male PXR-CAR-CYP3A4/3A7 mice in the proof-of-concept study with high-fat diet (HFD) and treated with MI-883 (5 mg/kg 3x per week) (n=11). Expression in the MI-883 treated liver samples has been related to vehicle-treated liver samples (average set to 1). (Mann-Whitney U test). The violin plot represents the frequency distribution curve with the median and two quartile lines.

In the RT-qPCR reanalysis, MI-883 was found to affect the expression of three key enzymes involved in the synthesis of saturated and unsaturated fatty acids in the liver.

Fatty acid synthase (FASN) is a multifunctional enzyme that catalyzes the de novo synthesis of long-chain saturated fatty acids from acetyl-CoA and malonyl-CoA precursors. Acetyl-CoA carboxylase alpha (ACC/ACACA) catalyzes the carboxylation of acetyl-CoA to malonyl-CoA, which is the rate-limiting step in fatty acid synthesis. Stearoyl-CoA desaturase (SCD1) introduces the first cis double bond at the delta-9 position into saturated fatty acyl-CoA substrates, including palmitoyl-CoA and stearoyl-CoA. Additionally, perilipin 2, encoded by the PLIN2 gene, is located on the surface of intracellular lipid droplets, protecting them from lipolysis. Its activity is associated with hepatic lipid accumulation and steatosis^15^.

**10.2. Expression of other genes related to cholesterol absorption or FXR activation in the ileum**

RT-qPCR expression studies were conducted using humanized PXR-CAR-CYP3A4/3A7 mice that were fed a high-fat diet and treated with 5 mg/kg MI-883 three times per week for four weeks. Specific TaqMan probes were used to analyze ileal samples, following the protocol described in Supplementary Table S3*.*

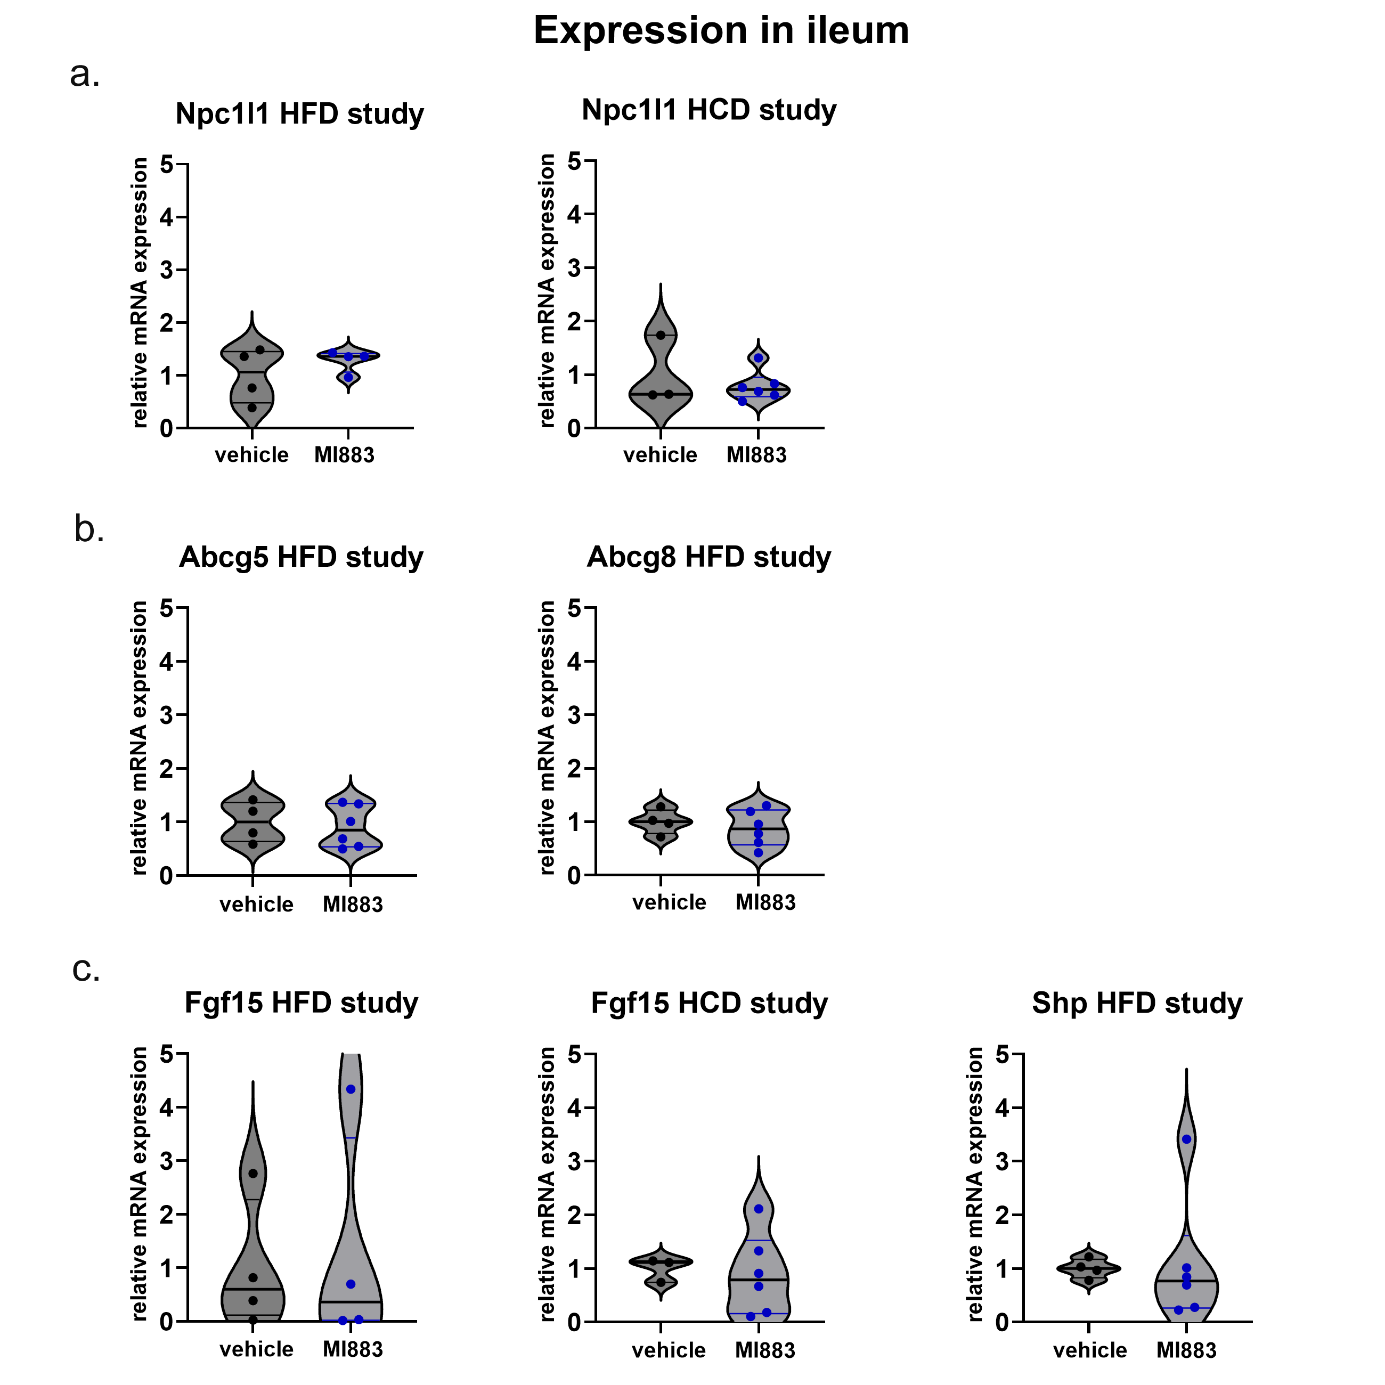

**Supplementary Figure 14.** mRNA expression of cholesterol transporters *Npc1l1* (**a**), *Abcg5*, and *Abcg8* (**b**) and *Fgf15* and *Nr0b2*(Shp) genes (**c**) in ileal samples from humanized PXR-CAR-CYP3A4/3A7 mice treated with MI-883 in studies with high-fat diet (HFD) or high cholesterol diet (HCD). RT-qPCR experiments have been performed with TaqMan probes and data are presented as relative fold up-/down-regulation to vehicle-treated animal samples (average set to be 1). The violin plot represents the frequency distribution curve with the median and two quartile lines.

We found that MI-883 has no effect on the mRNA expression of NPC1-like intracellular cholesterol transporter 1 (Npc1l1), which plays a key role in intestinal cholesterol absorption (Supplementary Fig. 14a). Additionally, we observed no regulation of *Abcg5*/*Abcg8* mRNA in the intestine after treatment with MI-883 (Supplementary Fig. 14b). *Abcg5* and *Abcg8* encode for heterodimer transporter that is an important cholesterol transporter involved in hepatobiliary and transintestinal cholesterol excretion (TICE) in the liver and intestine. Furthermore, the small heterodimer partner (Shp, *Nr0b2*), a sensitive target gene of FXR activation, and *Fgf15*, which encodes fibroblast growth factor 15—a negative regulator of bile acid biosynthesis—were also not significantly regulated (Supplementary Fig. 14c). Overall, these results indicate that MI-883 does not influence cholesterol absorption via Npc1l1 or the Abcg5/Abcg8 transporter in the ileum after treatment.

**11. The experiment with the PXB-mouse humanized liver mice treated with MI-883 – biochemistry analysis**

The clinical chemistry analyzer (BioMajestyTM Series JCA-BM6050, JEOL Ltd., Tokyo, Japan) was used to measure the blood h-Alb. LipoSEARCH to determine the serum level of total cholesterol, triglyceride, chylomicron, VLDL, LDL, and HDL was performed by SkyLight Biotech (Akita, Japan). Serum h-ALT1 concentration was determined based on an Enzyme-Linked ImmunoSorbent Assay (ELISA) developed by the Institute of Immunology Co., Ltd. (Tokyo, Japan). SpectraMax® ABS Plus Microplate Readers (Molecular Devices LLC, San Jose, CA, USA) were used for this measurement.

**
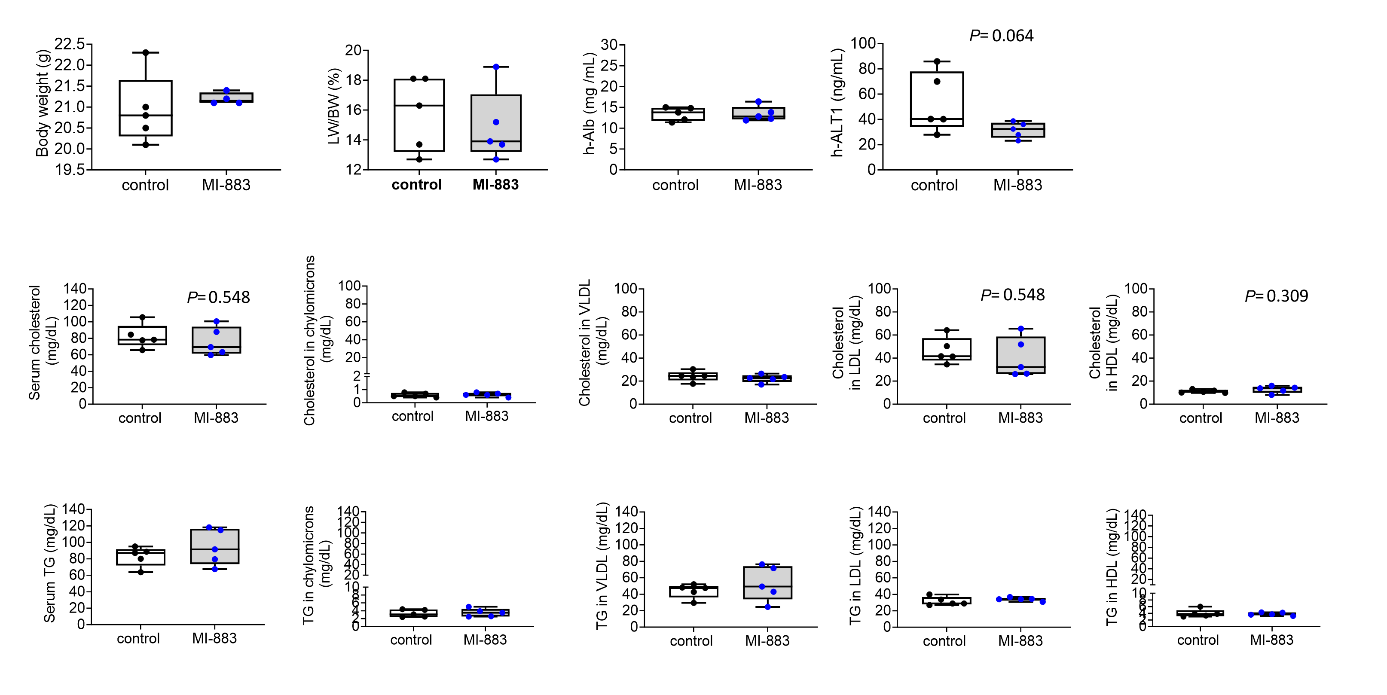
**

**Supplementary Figure 15.** Body weight, liver weight (LW), plasma human albumin (h-Alb), plasma human ALT (h-ALT1), cholesterol, and triglyceride levels in the study with PXB humanized liver mice treated with MI-883 (2.5 mg/kg every day for seven days)(n=5). Cholesterol and TG levels were evaluated in chylomicrons, VLDL, LDL, and HDL particles. Box plots represent the median with 25% and 75% quartiles, whiskers represent minimum and maximum values. (Mann-Whitney U test).

**12. Bile acid analysis in plasma, liver, and feces**

**12.1. Materials and reagents**

LC-MS grade methanol, acetonitrile, formic acid, acetic acid, and ammonium acetate (Honeywell, Riedel-de Haën, Germany) were purchased from AvantorScience (Prague, Czech Republic). Cholic acid (CA), ursodeoxycholic acid (UDCA), lithocholic acid (LCA), chenodeoxycholic acid (CDCA), deoxycholic acid (DCA), sodium glycochenodeoxycholate (GCDCA), sodium glycodeoxycholate (GDCA), sodium glycocholate (GCA), sodium tauroursodeoxycholate (TUDCA), sodium taurodeoxycholate (TDCA) and sodium taurocholate hydrate (TCA) were purchased from Merck (Prague, Czech Republic). Sodium glycoursodeoxycholate (GUDCA) and sodium taurochenodeoxycholate (TCDCA) were purchased from Steraloids (Newport, R.I., USA). Sodium glycolithocholate (GLCA) and sodium taurolithocholate (TLCA) were obtained from TRC Canada (Toronto, ON, Canada).

Deuterated internal standards of cholic acid-D5 (CA-D5), ursodeoxycholic acid-D4 (UDCA-D4), chenodeoxycholic acid-D4 (CDCA-D4), deoxycholic acid-D4 (DCA-D4), glycocholic acid-D4 (GCA-D4), glycochenodeoxycholic acid-D4 (GCDCA-D4), glycodeoxycholic acid-D4 (GDCA-D4), tauroursodeoxycholic acid-D4 (TUDCA-D4), glycoursodeoxycholic acid-D4 (GUDCA-D4), glycolithocholic acid-D4 (GLCA-D4), taurocholic acid-D4 (TCA-D4), taurochenodeoxycholic acid-D4 (TCDCA-D4), taurodeoxycholic acid-D4 (TDCA-D4) and taurolithocholic acid-D4 (TLCA-D4) were purchased from IsoScience (Ambler, PA, USA). MilliQ water was used throughout the study. Murideoxycholic acid (MDCA) was not analyzed.

**12.2. Sample preparation**

**12.2.1. Plasma**

To cover a wide concentration range of bile acids, two sets of plasma aliquots were prepared. The first set, with a volume of 10 μL, was diluted tenfold with MilliQ water. The second set, with a volume of 100 μL, was used without dilution, and the subsequent procedure remained identical for both sets. In each case, 100 μL of calibrator or plasma sample were taken, and 300 μL of HCOOH (1% v/v) in 100% acetonitrile containing internal standards (c = 167 nM) were added. The sample was vortex-mixed (IKA Vibrax for 60 s at 1500 RPM), allowed to stand for 10 minutes at -20°C, and then centrifuged at 13,000 × g (Eppendorf 5424R for 5 minutes at 20°C). A supernatant volume of 350 μL was transferred to a clean Eppendorf tube, and the solvent was evaporated to dryness under reduced pressure at a temperature of 60°C (Eppendorf Concentrator 5301). The dried samples were reconstituted in 100 μL of a solution containing 0.1% v/v HCOOH in 50% v/v acetonitrile, followed by vortex mixing (IKA Vibrax for 60 s at 1500 RPM) and centrifugation (Eppendorf 5424R at 13,000 × g for 1 minute at 20°C). The centrifuged samples were transferred to a 96-filter plate (AcroPrepTM Advance, wwPTFE) and filtered into a clean polypropylene 96-well plate (Waters, Milford, MA, USA).

**12.2.2. Liver, bile, and feces samples preparation**

Bile, liver homogenate, and stool samples have been sampled and prepared for analysis as we described recently^16^. Given the wide concentration range of bile acids in both bile and feces samples, we implemented sample dilution as follows: For bile samples, two aliquots of 10 μL each were prepared. The first aliquot was diluted tenfold by adding 90 μL of 50% (v/v) methanol, while the second aliquot underwent a 100-fold dilution by mixing it with 990 µL of 50% (v/v) methanol. A final volume of 100 μL was taken for subsequent processing. In the case of feces homogenate, a 50 μL aliquot was diluted twofold by adding 50 μL of 50% (v/v) methanol. This allowed us to prepare all samples with appropriate dilutions while maintaining a consistent volume of 100 μL. The subsequent processing steps were identical for both sample matrices.

To initiate the sample processing, 100 μL of the calibrator or diluted sample (bile or feces) was combined with 900 μL of a solution containing 1% formic acid (v/v) in 100% acetonitrile, supplemented with deuterated internal standards (c = 5 μM). The mixture underwent vortex mixing (using an IKA Vibrax for 60 seconds at 1500 RPM) and was allowed to stand for 10 minutes at -20°C. Following this, the sample was subjected to centrifugation at 13,000 × g (Eppendorf 5424R, 5 minutes, 20°C). After centrifugation, 100 μL of the supernatant was transferred to a clean Eppendorf tube. Subsequently, 900 μL of a solution containing 0.1% formic acid in 50% acetonitrile was added, and the resulting mixture was vortexed (IKA Vibrax, 60 sec, 1500 RPM). Following this step, 200 μL of the resultant solution was loaded into a 96-well filter plate (AcroPrepTM Advance, wwPTFE) and filtered into a clean polypropylene 96-well plate (Waters, Milford, MA, USA).

**
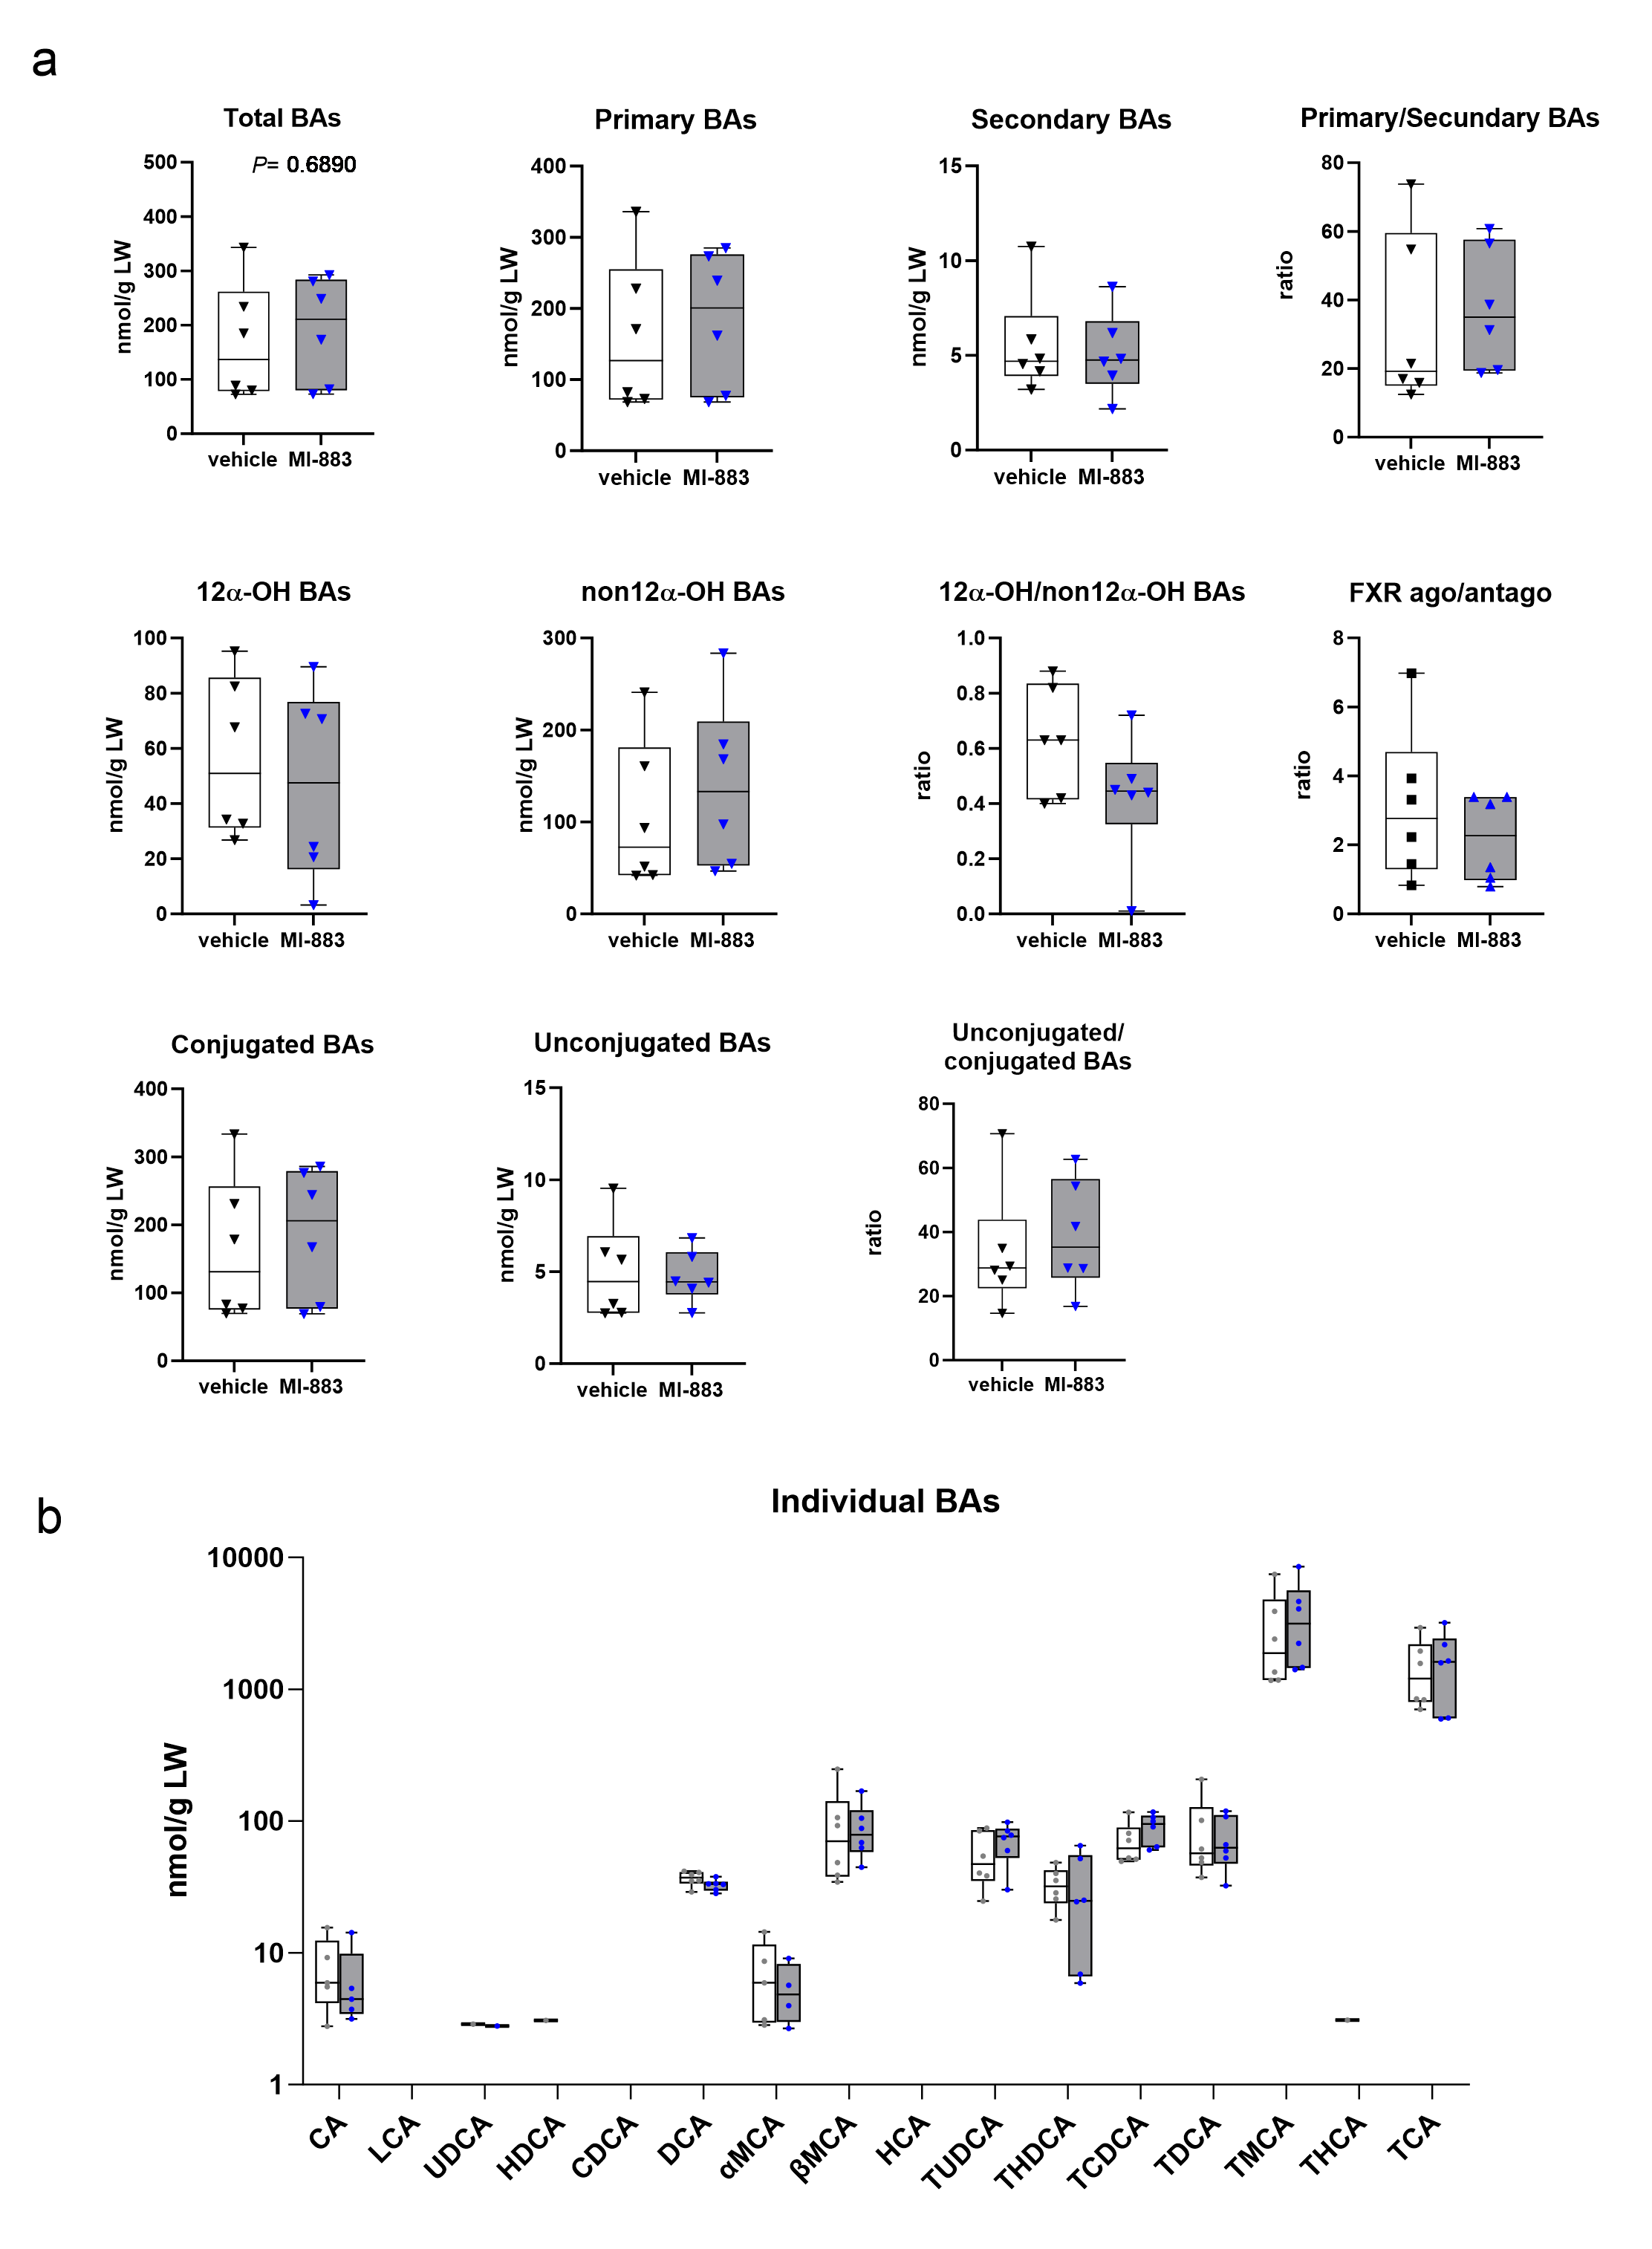
**

**Supplementary Figure 16.** Analysis of bile acid (BA) metabolome in the livers of humanized PXR-CAR-CYP3A4/3A7 male mice treated with MI-883 in the proof-of-concept study with HFD. (**a**) Comparison of total BAs content, primary BAs, secondary BAs, 12α-hydroxylated BAs, FXR activating BAs (chenodeoxycholic acid), unconjugated and conjugated BAs. (**b**) Individual BAs in the livers (n=6). Box plots represent the median (central line) with 25% and 75% quartiles, and whiskers represent minimum and maximum values.

**13. RT-qPCR** **and Western blotting**

RT-qPCR was used to examine gene expression in 2D and 3D PHH, HepaRG cells, or in mouse liver or intestine samples. Total RNA, reverse transcription, and qPCR were performed, and mRNA expression data was analyzed as we have described before^17,18^.

All qRT-qPCR experiments including Trizol reagent (Life Technologies) total RNA isolation, reverse-transcription using a random hexaprimer, and the MMLV Reverse Transcriptase Kit (ThermoFisher Scientific) we have described before^19^. qPCR was performed using TaqMan Fast Advanced Master Mix with TaqMan probes (ThermoFisher Scientific). Animal tissues (livers and ilea) have been snap-frozen in liquid nitrogen before RNA isolation. The delta-delta method was used for gene expression quantification normalized to at least two reference genes. Three technical replicates were used for each reaction considering the MIQE guidelines. Data are presented as fold induction to vehicle-treated cells/animals. TaqMan probes for murine and human genes are listed in Supplementary Table S3.

Western blotting experiments have been performed in BioRad instruments with BioRad precasted gels and reagents. Antibodies are listed in Supplementary Table S4. Densitometry has been done using ChemiDoc™ MP Imaging System and software (BioRad, Hercules, USA). Data are presented as relative protein expression to control samples. For protein expression quantification, areas in histograms have been calculated and related to a reference protein.

**Table S3.** TaqMan Gene Expression Assays (Life Technologies) for mouse and human genes used for RT-qPCR.

Catalog # 4331182  Assay ID Mm00839363_m1 Gene G6pc Mouse 116*

Catalog # 4331182 Assay ID Mm01247058_m1 Gene Pck1 Mouse 61

Catalog # 4331182 Assay ID Mm00662319_m1 Gene Fasn Mouse 67

Catalog # 4331182 Assay ID Mm00772290_m1 Gene Scd1 Mouse 60

Catalog # 4331182 Assay ID Mm00484150_m1 Gene Cyp7a1 Mouse 99

Catalog # 4331182 Assay ID Mm00501637_s1 Gene Cyp8b1 Mouse 69

Catalog # 4331182 Assay ID Mm00470430_m1 Gene Cyp27a1 Mouse 69

Catalog # 4331182 Assay ID Mm00484157_m1 Gene Cyp7b1 Mouse 62

Catalog # 4331182 Assay ID Mm00517066_m1 Gene CYp39a1 Mouse 95

Catalog # 4331182 Assay ID Mm00435123_m1 Gene Gadd45b Mouse 84

Catalog # 4331182 Assay ID Mm01278617_m1 Gene Mki67 Mouse 73

Catalog # 4331182 Assay ID Mm00448100_g1 Gene Pcna Mouse 117

Catalog # 4331182 Assay ID Mm00487804_m1 Gene Myc Mouse 89

Catalog # 4331182 Assay ID Mm01303209_m1 Gene Cdkn1a Mouse 62

Catalog # 4331182 Assay ID Mm01257352_g1 Gene Mcl-1 Mouse 64

Catalog # 4331182 Assay ID Mm00487656_m1 Gene Mdm2 Mouse 113

Catalog # 4331182 Assay ID Mm00432050_m1 Gene Bax Mouse 68

Catalog # 4331182 Assay ID Mm00477631_m1 Gene Bcl2 Mouse 85

Catalog # 4331182 Assay ID Mm00443947_m1 Gene Cdk2 Mouse 62

Catalog # 4331182 Assay ID Mm01303209_m1 Gene Cdkn1a Mouse 62

Catalog # 4331182 Assay ID Mm00522599_m1 Gene Meg3 Mouse 65

Catalog # 4331182 Assay ID Mm00456591_m1 Gene Cyp2b10 Mouse 132

Catalog # 4331182 Assay ID Mm00456588 Gene Cyp2b10 Mouse 88

Catalog # 4331182 Assay ID Mm00488258_m1 Gene Slc10a2 Mouse 76

Catalog # 4331182 Assay ID Mm00521530_m1 Gene Slc51a Mouse 65

Catalog # 4331182 Assay ID Mm01175040_m1 Gene Slc51b Mouse 90

Catalog # 4331182 Assay ID Mm00441421_m1 Gene Slc10a1 Mouse 85

Catalog # 4331182 Assay ID Mm00440761_m1 Gene Abcb1a Mouse 82

Catalog # 4331182 Assay ID Mm00496899_m1 Gene Abcc2 Mouse 64

Catalog # 4331182 Assay ID Mm00551550_m1 Gene Abcc3 Mouse 79

Catalog # 4331182 Assay ID Mm01226372_m1 Gene Abcc4 Mouse 60

Catalog # 4331182 Assay ID Mm00445168_m1 Gene Abcb11 Mouse 100

Catalog # 4331182 Assay ID Mm00655373_m1 Gene Ugt2b34 Mouse 113

Catalog # 4331182 Assay ID Mm07306663_mH Gene Ugt1a1 Mouse 70

Catalog # 4331182 Assay ID Mm04205659_mH Gene Sult2a1 Mouse 110

Catalog # 4331182 Assay ID Mm00550338_m1 Gene Srebf1 Mouse 62

Catalog # 4331182 Assay ID Mm01304569_m1 Gene Hmgcs1 Mouse 87

Catalog # 4331182 Assay ID Mm00463389_m1 Gene Insig1 Mouse 117

Catalog # 4331182 Assay ID Mm99999915_g1 Gene Gapdh Mouse 109

Catalog # 4331182 Assay ID Mm03024075_m1 Gene Hprt Mouse 131

Catalog # 4331182 Assay ID Mm00437762_m1 Gene B2m Mouse 77

*Amplicon

Table S3. To be continued -human genes

Catalog # 4331182 Assay ID Hs00604506_m1 Gene CYP3A4 Human 119

Catalog # 4331182 Assay ID Hs04183483_g1 Gene CYP2B6 Human 63

Catalog # 4331182 Assay ID Hs00978452_m1 Gene ABCC3 Human 64

Catalog # 4331182 Assay ID Hs00988721_m1 Gene ABCC4 Human 141

Catalog # 4331182 Assay ID Hs02511055_s1 Gene UGT1A1 Human 134

Catalog # 4331182 Assay ID Hs00234219_m1 Gene SULT2A1 Human 98

Catalog # 4331182 Assay ID Hs00540450_s1 Gene MDM2 Human 104

Catalog # 4331182 Assay ID Hs00427214_g1 Gene PCNA Human 138

Catalog # 4331182 Assay ID Hs01032443_m1 Gene MKI67 Human 66

Catalog # 4331182 Assay ID Hs00169587_m1 Gene GADD45B Human 74

Catalog # 4331182 Assay ID Hs01073586_m1 Gene FOXM1 Human 77

Catalog # 4331182 Assay ID Hs00167982_m1 Gene CYP7A1 Human 66

Catalog # 4331182 Assay ID Hs01088679_g1 Gene SREBF1 Human 84

Catalog # 4331182 Assay ID Hs01088691_m1 Gene SREBF1 Human 90

Catalog # 4331182 Assay ID Hs01081784_m1 Gene SREBF2 Human 91

Catalog # 4331182 Assay ID Hs01123768_m1 Gene SQLE Human 109

Catalog # 4331182 Assay ID Hs00356479_g1 Gene INSIG1 Human 93

Catalog # 4331182 Assay ID Hs00545399_m1 Gene PCSK9 Human 109

Catalog # 4331182 Assay ID Hs01092524_m1 Gene LDLR Human 75

Catalog # 4331182 Assay ID Hs00168352_m1 Gene HMGCR Human 67

Catalog # 4331182 Assay ID Hs00985427_m1 Gene HMGCS2 Human 91

Catalog # 4331182 Assay ID Hs00609178_m1 Gene G6PC Human 123

Catalog # 4331182 Assay ID Hs00159918_m1 Gene PCK1 Human 81

Catalog # 4331182 Assay ID Hs02800695_m1 Gene HPRT1 Human 82

Catalog # 4331182 Assay ID Hs02758991_g1 Gene GAPDH Human 93

Catalog # 4331182 Assay ID Hs00427620_m1 Gene TBP Human 91

**Table S4.** Primary and secondary antibodies used for Western blot analysis.

| **Protein** | **Source** | **dilution** | **secondary antibody dilution** |
| --- | --- | --- | --- |
| CYP7A1 | MABD42; Anti-Cyp7a1 Antibody, clone 15B9.1 (Sigma-Aldrich/Merck) | x1:2,000 | x1:5,000 (NA931, Amersham ECL Mouse IgG, HRP-linked whole Ab (from sheep), Cytiva) |
| CYP8B1 | PA5-37088; CYP8B1 Polyclonal Antibody 100 µl, (Thermo Fisher Scientific) | x1:1,000 | x1:200,000 (Goat anti-rabbit IgG (H+L) secondary antibody, HRP Invitrogen Thermo Fisher Cat. No#31460, used for other antibodies) |
| HMGCR | HMGCR Polyclonal Antibody Catalog # PA5-37367 (Invitrogen, Thermo Fisher Scientific) | x1: 1,000 | x1: 200,000 |
| MRP4 | PA5-78695; MRP4 Polyclonal Antibody 100 µg, (Thermo Fisher Scientific) | x1: 2,000 | x1: 200,000 |
| Slc10a2 | PA5-116296; SLC10A2 Polyclonal Antibody) (Thermo Fisher Scientific) | x1:1,000 | x1:2,000 |
| SREBP1 | PA1-337; SREBP1 Antibody (Thermo Fisher Scientific)  Synthetic peptide corresponding to residues M(32) L Q L I N N Q D S D F P G L F(47) of mouse SREBP 1 | x1: 1,000 | x1: 200,000 |
| Cyp2b6 | AB9916, Anti-CYP2b10 Antibody serum, Chemicon® Sigma-Aldrich (Merck) | x1:5,000 | x1:200,000 |
| CYP3A4 | PA1-343; CYP3A4 Polyclonal Antibody (Thermo Fisher Scientific) | x1:2,000 | x1:200,000 |
| SREBP2 | PA5-88943; Invitrogen SREBP2 Polyclonal Antibody (ThermoFisher Scientific) | x1:1,000 | x1:200,000 |
| INSIG1 | PA5-100150; INSIG1 Polyclonal Antibody (Thermo Fisher Scientific) | 1:1,000 | x1:200,000 |
| Beta-actin | MA5-32540; beta Actin Recombinant Monoclonal Antibody (JF53-10), HRP (Thermo Fisher Scientific) | x1:2,000 | none |

**
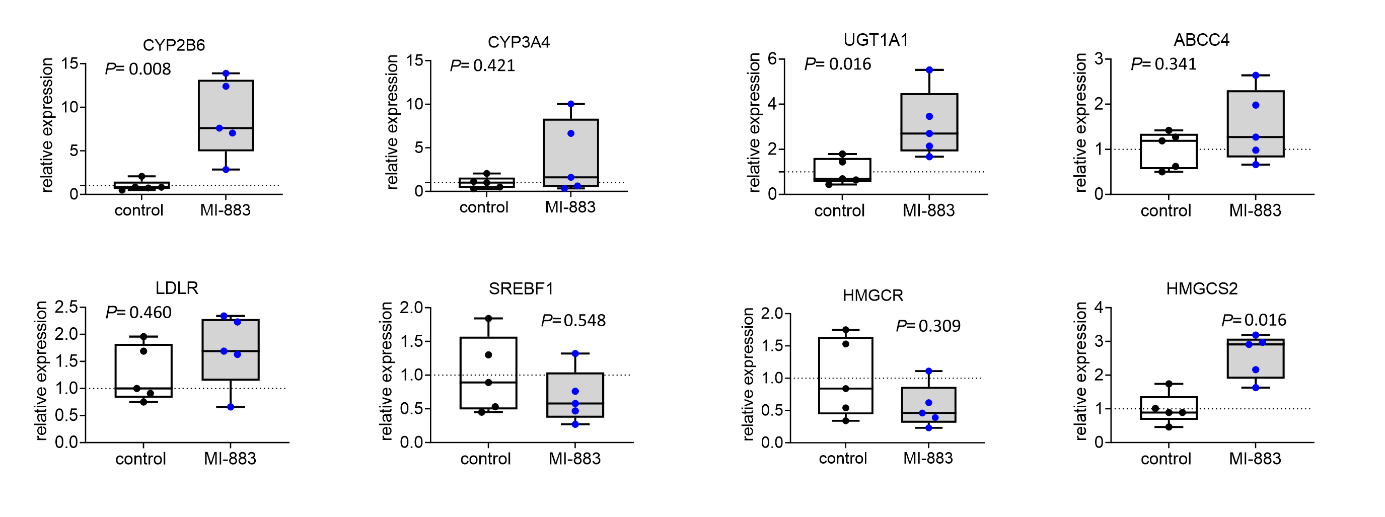
**

**Supplementary Figure 17.** Expression of selected genes in PXB humanized liver mice after one week of treatment with MI-883 (2.5 mg/kg every day for seven days) in the livers. RT-qPCR analysis has been performed with TaqMan probes as indicated in Table S3. Box plots represent the median (line) with 25% and 75% quartiles, and whiskers represent minimum and maximum values. (Mann-Whitney U test).

**14. Cholesterol, C4, and lathosterol determination**

**14.1. Preparation of liver homogenates**

Liver tissue (25-80 mg fresh weight) was diluted 10x with PBS (by weight), cut into small pieces using scissors, and treated with multiple (10-20) short pulses of ultrasound until a smooth homogenate was obtained. This 10% liver sonicate was used in subsequent analyses.

**14.2. Cholesterol determination**

Cholesterol (total and free) was measured using GC-MS according to Cohen *et al* ^20^. Twenty µL of 10% liver sonicate, approximately 2 µg of internal standard (d7-cholesterol, Sigma Aldrich), and 6 mL of ethanol (p.a. Penta) were thoroughly mixed and split into two equal parts. The first served for the determination of total cholesterol, while the other was used to measure free cholesterol. Cholesteryl esters were hydrolyzed (by adding 390 µL of KOH (Penta), 8.9 M and incubating for at least 4 hours at 37°C) in the first part, while this step was omitted in the other. Next, 2 mL of water and 5 mL of hexane (LiChrosolv, Merck) were added, vortex mixed and centrifuged for 5 minutes (2500 g, room temperature). The hexane phase was evaporated and treated with 50 µL of derivatization mixture (pyridine:N,O-bis(trimethylsilyl)acetamide:chlorotrimethylsilane=6:2:1, all from Sigma) for 30 minutes at 37°C. One µL of the mixture was injected (split 1:10) into the GC-MS system (Agilent 8890 GC System and Agilent 7000D GC/TQ), equipped with J&W HP-5ms Ultra Inert column (30 m x0.25 mm, 0.25 µm, Agilent) with helium (2mL/min) as a mobile phase. The temperatures were as follows: injection port 280°C; column 200 °C (0- 1 min), 200-300°C 1-5 min, 300°C (5-13 min). Cholesterol concentration was calculated based on the ratios of cholesterol/d-7 cholesterol derivatives (at *m/z* 458.4 and 465.4, respectively).

Lathosterol was measured using the same procedure as for free cholesterol with slight modifications: the volume of liver homogenate as well as the injection volume were increased (100 µL and 2 µL, respectively) while the amount of internal standard was reduced to approximately 100 ng. Also, the mixture was sonicated for 10 minutes after adding ethanol.

**14.3. C4 determination**

Liver sonicate (10%, 200-500 mg) was mixed with 1 ng of internal standard (d7-C4, Santa Cruz Biotechnology), brought to 1 mL with saline and solid phase extracted as described previously ^21^. Final eluate was evaporated, dissolved in 80 µL 75% methanol (LC-MS, Biosolve), and 20 µL were analyzed using LC-MS/MS as described previously^22^.

**14.4. Protein quantification**

Liver sonicate (10%) was further diluted 30x (by weight) and 5 µL was analyzed using DC Protein Assay (Bio-Rad) according to manufacturer instructions (microassay format). Bovine serum albumin was used as standard. All samples were analyzed in triplicates.

**15. Liver Enzymatic TG measurement**

The liver tissue (10 mg) was homogenized using a pre-cooled steel bead in 225 μL of methanol in TissueLyser II (30 Hz, 2 × 30 s) (Qiagen, Hilden, Germany). This was followed by the addition of 750 μL of ice-cold methyl tert-butyl ether. Samples were vortexed and incubated for 1 h on a rotating wheel. Next, 188 μL of LC/MS-grade water was added and, after vortexing, the mixture underwent a short incubation and centrifugation (14000 × g, 4 °C, 3 min). The upper organic phase containing lipids was collected and 300 μL was transferred to a vial containing 40 μL of 10% Triton X-100 in methanol, followed by evaporation on a heating block with shaking function (300 rpm, 45 °C). LC/MS-grade water (100 μL) was added to the evaporated sample and the tube was vortexed (1000 rpm, 35 °C). The samples were measured using a TG assay (Beckman Coulter, Brea, CA, USA) and a glycerol assay (Randox laboratories, Crumlin, UK) on an AU480 biochemistry analyzer (Beckman Coulter, Brea, CA, USA). The glycerol value was subtracted from the TG value. Livers from seven (n=7) vehicle-treated controls and ten (n=10) MI-883-treated animals were used.

**16.** **Mass Spectrometry analysis of lipids - Lipidomics**

**16.1. Material – solvents, additives, and internal standards**

LC-MS grade solutions and additives, such as acetonitrile, methanol, 2-propanol, hexane, water, ammonium carbonate, and ammonium acetate (Honeywell, Riedel-de Haën, Germany) were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Chloroform (Lichrosolv) was purchased from Merck (Darmstadt, Germany), and supercritical carbon dioxide (scCO_2_) with 99.995% purity from Messer (Bad Soden, Germany). Deionized water) was obtained from the Milli-Q water purification system (Millipore, Molsheim, France). Lipid class internal standards, such as 15:0-18:1-D7 phosphatidylcholine (**PC 33:1 D7**), 18:1-D7 lysophosphatidylcholine (**LPC 18:1 D7**), 15:0-18:1-D7 phosphatidylethanolamine (**PE 33:1 D7**), 14:0 lysophosphatidylethanolamine (**LPE 14:0**), 18:1-D9 sphingomyelin (**SM 36:2 D9**), 15:0-18:1-D7-15:0 triacylglycerol (**TG 48:1 D7**), 15:0-18:1-D7 diacylglycerol (**DG 33:1 D7**), 18:1-D7 monoacylglycerol (**MG 18:1 D7**), 16:0 cholesteryl-D7 ester (**CE 16:0 D7**), d18:1-D7/18:0 ceramide (**Cer 36:1;O2 D7**), manufactured by Avanti Polar Lipids (Alabaster, AL, USA) were purchased from Merck.

**16.2. Sample preparation**

25 mg of liver tissue was homogenized using mortar and pestle. This was followed by addition of 20 µL of internal standard mixture and 6ml of chloroform/methanol (2:1, v/v). After 10 seconds of vortexing and ultrasonication (15 min, 40°C), 1.2ml of aqueous ammonium carbonate (250 mM) was added. After 10s of vortexing, ultrasonication (15min, 40°C) and centrifugation (3,000 rpm, 3min), organic phase was transferred to new vial and 2ml of chloroform were added to the aqueous phase. After 10s of vortexing, ultrasonication (15min, 40°C) and centrifugation (3,000 rpm, 3 min), organic phase was removed and combined with the previous one. Collected organic phase was evaporated under nitrogen flow and then dissolved in 500 µL of chloroform/methanol (1:1) mixture. After further dilution (5x) by chloroform/methanol (1:1), the sample was injected into UHPSFC/MS system for analysis.

**16.3. UHPSFC/MS measurement**

Lipid separation using UHPSFC (Acquity UPC^2^ instrument from Waters; Milford, MA, USA) was performed on column Viridis BEH (100 × 3 mm, 1.7 µm) with the following conditions: 60 °C column temperature, 1.9 mL/min flow rate, and 1 µL injection volume. The injection needle was washed with hexane/2-propanol/water (2:2:1, *v/v/v*) after each injection. The following linear gradient was performed using scCO_2_ and methanol (30 mM ammonium acetate + 1% of water) used as a modifier: 0 min – 1% modifier, 1.5 min – 16% modifier, 4 min – 51% modifier, 7 min – 51% modifier, 7.51 min – 1% modifier, and the equilibration with the total run time of 8 min. The automatic back-pressure regulator (ABPR) was set to 1,800 psi and the autosampler temperature to 4°C. Methanol with 30 mM ammonium acetate and 1% of water was used as the make-up solvent with a flow rate of 0.25 mL/min. The SFC was connected with the hybrid quadrupole - time of flight (QTOF) mass spectrometer Synapt G2-Si from Waters with the following conditions: sensitivity mode applying positive ESI mode, the mass range of *m/z* 150-1200, the capillary voltage of 3 kV, the sampling cone of 20 V, the source offset of 90 V, the source temperature of 150 °C, the desolvation temperature of 500 °C, the cone gas flow of 50 L/h, the desolvation gas flow of 1000 L/h, and the nebulizer gas flow of 4 bar. Mass spectra were acquired in the continuum mode, with a scan time of 0.5 seconds and the peptide leucine enkephalin as the lock mass.

**17. Genotoxicity testing** - **reverse-mutation Salmonella typhimurium Ames test**

The mutagenic activity of MI-883 was detected using the commercially available Muta-ChromoPlate bacterial strain kit (ebpi, Mississauga, Ontario, Canada), which is a 96-well microplate version of the reverse-mutation *Salmonella typhimurium* Ames test with S9 rat-liver extract. *Salmonella typhimurium tester strains TA 98* (detection of frameshift mutagens) and *TA 100* (detection of base-exchange mutations) were used as we described before^1^.

Consistently, Bacterial Reverse Mutation Test was performed as a service at Research Institute for Organic Syntheses Inc., (Pardubice, Czech Republic) in *Salmonella typhimurium* strains TA 98, TA 100, TA 1535, TA 1537, and one indicator *Escherichia coli WP2 uvrA* strains. The report is available after request.

Conclusion: “Under the above-described experimental design, the test item, MI-883, was nonmutagenic for all the used indicator strains in experiments with and without metabolic activation.”

**18. NOAEL-Repeated dose 28-day oral toxicity study in rats (Non – GLP Study)**

A repeated dose 28-day oral toxicity study in Rats (Non–GLP Study) was carried out according to OECD Guideline for Testing of Chemicals No. 407 and relevant Test Facility SOPs at the Institute of Physiology, Academy of Sciences, Czech Republic as a service. The report is available after request. Conclusion: “No clinical signs of toxicity were observed in the animals of all dose groups treated repeatedly *per os* by MI833 for consecutive 28 days. No clinical changes were observed during the administration period or the recovery period in the two selected groups. MI833, orally administered to rats in the highest dose of 10 mg/kg using two groups did not cause gross or histopathological changes compared to the control group. NOAEL is defined as the highest dose level that does not produce a significant increase in adverse effects in comparison to the control group. Based on the results of this study, it can only be stated that the NOAEL is higher than 10 mg/kg under conditions used in this study.”

**19. Metabolomic analysis of plasma from mice treated with MI-883 and fed high-fat diet (HFD)**

Metabolomic plasma analysis was performed using plasma samples from male PXR/CAR/CYP3A4 mice (n=5) treated with MI-883 in the proof-of-concept study involving a high-fat diet^23^. Plasma samples were prepared on ice, and each sample was separated into two 20 μl aliquots. All prepared aliquots were then frozen and stored at −80°C until analysis. Plasma aliquots were thawed, and protein precipitation was performed by adding 60 μl of a mixture containing 40% methanol, 40% acetonitrile, and 20% water. Samples were mixed, incubated for 12 hours at -20°C, and then centrifuged at 20,000 g for 10 minutes. The supernatants were collected for analysis by LC-MS/MS. A pooled quality control sample was prepared by mixing 10 μl from each sample. LC separation was performed on an iHILIC® Classic column (iHILIC®-(P) Classic, HILIC Column, PEEK,100x2.1mm, 5µm, 200Å, Hilicon, Umeå, Sweden) using a water/acetonitrile gradient with 10 mM ammonium formate, starting from 95% to 42% over 15 minutes in both polarities. LC-MS/MS analysis was conducted on the ID-X Orbitrap Tribrid Mass Spectrometer (ThermoFisher Scientific).

**19.1. Metabolomic data processing**

Xcalibur software (Thermo Fisher Scientific, v4.3) was used for data acquisition, and Compound Discoverer 3.2 was used for data analysis. Raw data were aligned by retention time, features were merged, and data were grouped into experimental groups. A QC mix sample was used for the identification of metabolites by annotating MS/MS spectra using mzCloud, mzLogic, and a custom mass list database with retention time. After annotation, the data were analyzed using descriptive and differential analysis. The relative levels of analytes were determined based on peak areas.

Raw data are available as a supplementary Excel file to the manuscript in the public repository.

**19.2. Plasma metabolomic data**

In the metabolomic analysis, principal component analysis (PCA) and heatmap visualizations of metabolite level changes following MI-883 treatment indicate no significant effect of MI-883 on the plasma metabolome (Supplementary Fig. 18a, b). The only notable findings were significant increases in plasma levels of isoleucine (1.638-fold, P=0.0285), 2-hydroxy-3-oxopropanoate (1.595-fold, P=0.0499), and 5-aminopentanoic acid (or 5-aminovalerate) (1.375-fold, P=0.018). No other metabolites or analytes showed significant changes in MI-883-treated mice during the proof-of-concept study.

Isoleucine, which is pro-glucogenic and ketogenic, is one of three branched-chain amino acids (BCAAs) together with leucine and valine. Mice undergoing fasting showed increased [plasma levels](https://www.sciencedirect.com/topics/biochemistry-genetics-and-molecular-biology/blood-level) of all three BCAAs which are known as fasting markers ^24^. In addition, blood levels of the BCAAs have long been connected with peripheral and hepatic insulin sensitivity mainly by activating gluconeogenesis^25^. In our proof-of-concept study, however, we observed only a significant upregulation of plasmatic isoleucine concentration (1.6-fold), but not leucine and valine (see Supplementary Fig. 18).

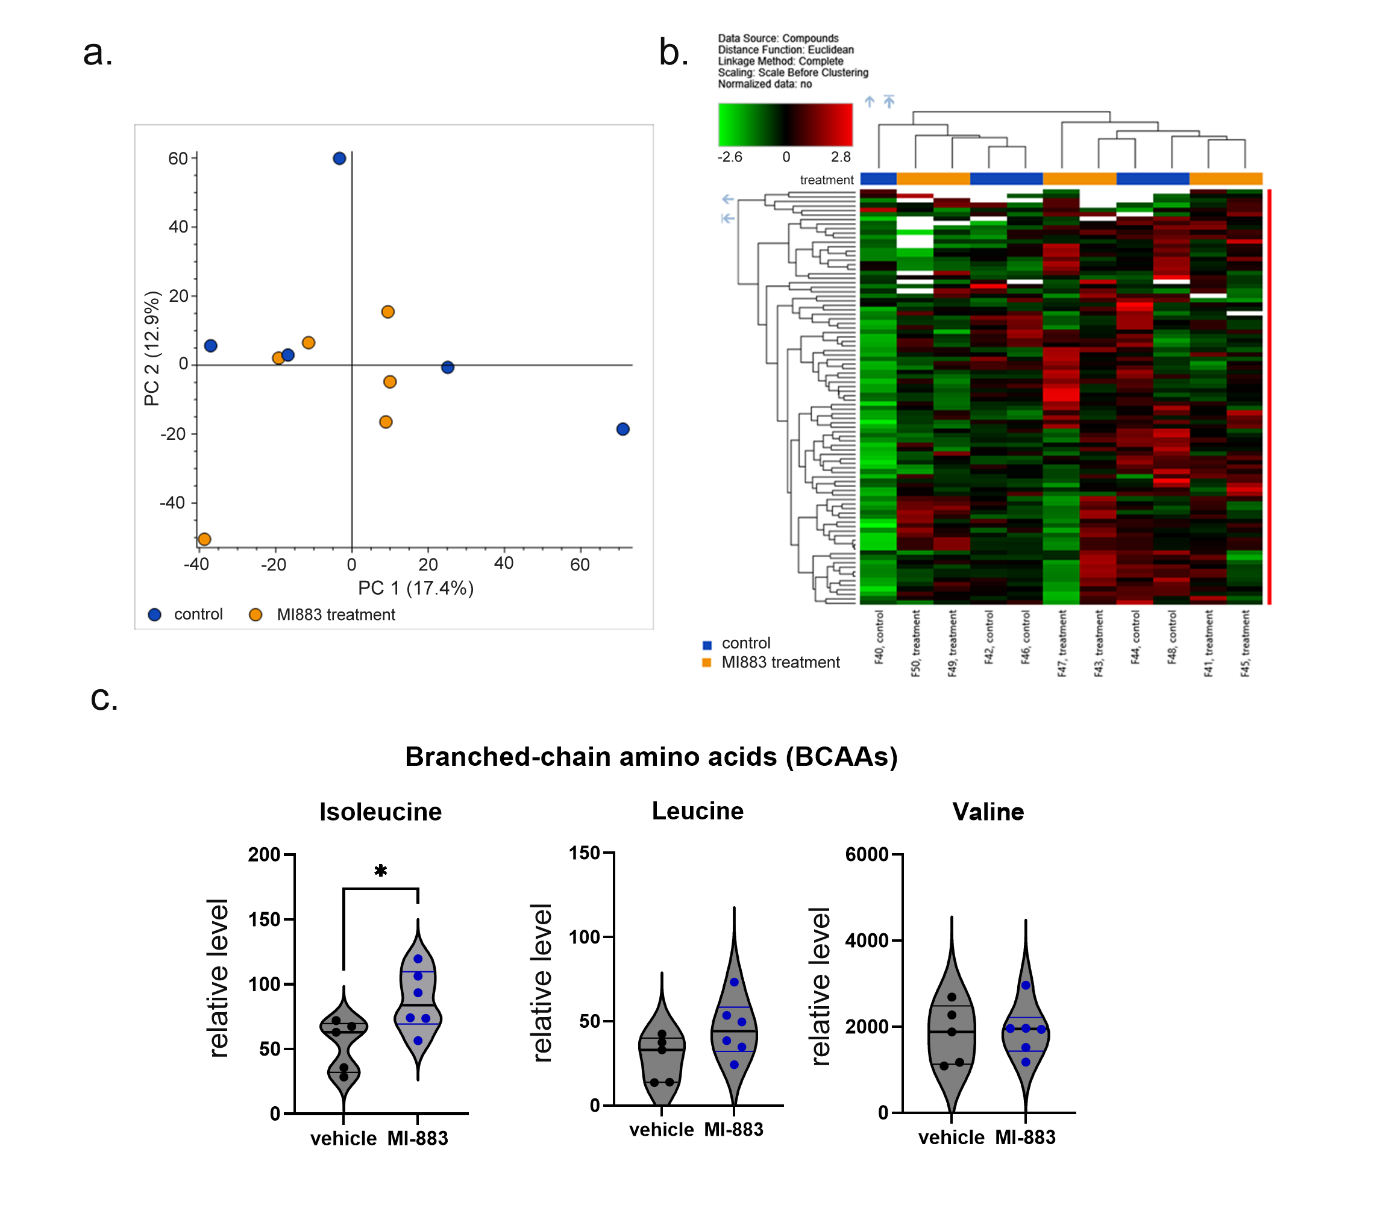

**Supplementary Figure 18.** Metabolomics of plasma samples and relative plasma levels of branched-chain amino acids (BCAAs) after treatment with MI-883 in the proof-of-concept studies. (**a**) Principal component analysis and (**b**) heatmap of metabolite concentration changes after MI-883 treatment. (**c**) Bar graph showing data for a specific metabolite, isoleucine, leucine, and valine, in the plasma of male humanized PXR/CAR/CYP3A mice treated with MI-883 in the proof-of-concept study with high-fat diet. **P* value <0.05 (Mann-Whitney U test).

The prognostic value of an increased 2-hydroxy-3-oxopropanoate (1.595-fold, P=0.0498) is not known from the literature. 2-hydroxy-3-oxopropanoate (syn. tartronate semialdehyde) is involved in ascorbate and aldarate metabolism, and glyoxylate and dicarboxylate metabolism (KEGG). The Human Metabolome Database (HMDB) indicates that tartronate semialdehyde is a potential biomarker for the consumption of some foods, which is however, irrelevant for our study.

5-Aminopentanoic acid (or 5-aminovalerate) is a lysine degradation product. Endogenous 5-aminopentanoic acid is thought to be primarily a microbial metabolite of lysine catabolism produced by the gut microbiome or oral microflora, although it can also be produced in endogenous metabolism (https://hmdb.ca/metabolites/HMDB0003355).

**20. References**

1 Mejdrova, I. *et al.* Discovery of Novel Human Constitutive Androstane Receptor Agonists with the Imidazo[1,2-a]pyridine Structure. *J Med Chem* (2023).

2 Burk, O. *et al.* Identification of approved drugs as potent inhibitors of pregnane X receptor activation with differential receptor interaction profiles. *Archives of toxicology* **92**, 1435-1451 (2018).

3 Geick, A., Eichelbaum, M. & Burk, O. Nuclear receptor response elements mediate induction of intestinal MDR1 by rifampin. *The Journal of biological chemistry* **276**, 14581-14587 (2001).

4 Mathas, M. *et al.* Evolutionary history and functional characterization of the amphibian xenosensor CAR. *Mol Endocrinol* **26**, 14-26 (2012).

5 Bitter, A. *et al.* Pregnane X receptor activation and silencing promote steatosis of human hepatic cells by distinct lipogenic mechanisms. *Archives of toxicology* **89**, 2089-2103 (2015).

6 Xu, R. X. *et al.* A structural basis for constitutive activity in the human CAR/RXRalpha heterodimer. *Molecular cell* **16**, 919-928 (2004).

7 Huber, A. D. *et al.* Mutation of a single amino acid of pregnane X receptor switches an antagonist to agonist by altering AF-2 helix positioning. *Cell Mol Life Sci* **78**, 317-335 (2021).

8 Ngan, C. H. *et al.* The structural basis of pregnane X receptor binding promiscuity. *Biochemistry* **48**, 11572-11581 (2009).

9 Schuster, D. & Langer, T. The identification of ligand features essential for PXR activation by pharmacophore modeling. *Journal of chemical information and modeling* **45**, 431-439 (2005).

10 Rashidian, A. *et al.* Discrepancy in interactions and conformational dynamics of pregnane X receptor (PXR) bound to an agonist and a novel competitive antagonist. *Comput Struct Biotechnol J* **20**, 3004-3018 (2022).

11 Teotico, D. G., Bischof, J. J., Peng, L., Kliewer, S. A. & Redinbo, M. R. Structural basis of human pregnane X receptor activation by the hops constituent colupulone. *Molecular pharmacology* **74**, 1512-1520 (2008).

12 Motta, S., Callea, L., Giani Tagliabue, S. & Bonati, L. Exploring the PXR ligand binding mechanism with advanced Molecular Dynamics methods. *Sci Rep* **8**, 16207 (2018).

13 Beekmann, K. *et al.* The effect of glucuronidation on isoflavone induced estrogen receptor (ER)alpha and ERbeta mediated coregulator interactions. *J Steroid Biochem Mol Biol* **154**, 245-253 (2015).

14 Koppen, A. *et al.* Nuclear receptor-coregulator interaction profiling identifies TRIP3 as a novel peroxisome proliferator-activated receptor gamma cofactor. *Mol Cell Proteomics* **8**, 2212-2226 (2009).

15 Carr, R. M. & Ahima, R. S. Pathophysiology of lipid droplet proteins in liver diseases. *Exp Cell Res* **340**, 187-192 (2016).

16 Lastuvkova, H. *et al.* Carvedilol impairs bile acid homeostasis in mice: implication for nonalcoholic steatohepatitis. *Toxicol Sci* **196**, 200-217 (2023).

17 Skoda, J. *et al.* Diazepam Promotes Translocation of Human Constitutive Androstane Receptor (CAR) via Direct Interaction with the Ligand-Binding Domain. *Cells* **9** (2020).

18 Pavek, P. *et al.* Gene Expression Profiling of 1alpha,25(OH)(2) D(3) Treatment in 2D/3D Human Hepatocyte Models Reveals CYP3A4 Induction but Minor Changes in Other Xenobiotic-Metabolizing Genes. *Mol Nutr Food Res* **66**, e2200070 (2022).

19 Skoda, J. *et al.* Off-target lipid metabolism disruption by the mouse constitutive androstane receptor ligand TCPOBOP in humanized mice. *Biochemical pharmacology* **197**, 114905 (2022).

20 Cohen, A. *et al.* Total serum cholesterol by isotope dilution/mass spectrometry: a candidate definitive method. *Clinical chemistry* **26**, 854-860 (1980).

21 Lenicek, M. *et al.* Improved HPLC analysis of serum 7alpha-hydroxycholest-4-en-3-one, a marker of bile acid malabsorption. *Clinical chemistry* **54**, 1087-1088 (2008).

22 Leníček, M., Vecka, M., Žížalová, K. & Vítek, L. Comparison of simple extraction procedures in liquid chromatography-mass spectrometry based determination of serum 7α-hydroxy-4-cholesten-3-one, a surrogate marker of bile acid synthesis. *Journal of Chromatography B* **1033-1034**, 317-320 (2016).

23 Jang, C., Chen, L. & Rabinowitz, J. D. Metabolomics and Isotope Tracing. *Cell* **173**, 822-837 (2018).

24 Canfield, C. A. & Bradshaw, P. C. Amino acids in the regulation of aging and aging-related diseases. *Translational Medicine of Aging* **3**, 70-89 (2019).

25 Lynch, C. J. & Adams, S. H. Branched-chain amino acids in metabolic signalling and insulin resistance. *Nat Rev Endocrinol* **10**, 723-736 (2014).

# Supplementary material for: The hypolipidemic effect of MI-883, the combined CAR agonist/ PXR antagonist, in diet-induced hypercholesterolemia model
**Source:** Nat Commun. 2025 Feb 6;16:1418. doi: 10.1038/s41467-025-56642-y

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our Editorial Policies and the Editorial Policy Checklist.

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study. For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. F, t, r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's d, Pearson's r), indicating how they were calculated                                                                                                                                                                          |

Our web collection on statistics for biologists contains articles on many of the points above.

Software and code

Policy information about availability of computer code

|                 |     |
|-----------------|-----|
| Data collection | n/a |
| Data analysis   | n/a |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio guidelines for submitting code & software for further information.

Data

Policy information about availability of data

All manuscripts must include a data availability statement. This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our policy

Data Availability statement is included. Data have been deposited in figshare, Zenodo and Geo repositories, in Source Data file and Supporting Information file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                          |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | We used hepatocytes from female donors.                                                                                                  |
| Reporting on race, ethnicity, or other socially relevant groupings | Race of primary human hepatocytes obtained from BioIVT - African American, Hispanic, Caucasian (see doi.org/10.1007/s00204-021-03177-y). |
| Population characteristics                                         | n/a                                                                                                                                      |
| Recruitment                                                        | n/a                                                                                                                                      |
| Ethics oversight                                                   | n/a                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                |
|-----------------|--------------------------------------------------------------------------------|
| Sample size     | n is indicated in all experiments.                                             |
| Data exclusions | No data were excluded.                                                         |
| Replication     | Replications are specified for experiments.                                    |
| Randomization   | Randomization into animal groups is indicated in Methods and Results sections. |
| Blinding        | Blinding is not relevant during our analyses.                                  |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |     |
|-------------------|-----|
| Study description | n/a |
| Research sample   | n/a |
| Sampling strategy | n/a |
| Data collection   | n/a |
| Timing            | n/a |
| Data exclusions   | n/a |
| Non-participation | n/a |
| Randomization     | n/a |

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |     |
|--------------------------|-----|
| Study description        | n/a |
| Research sample          | n/a |
| Sampling strategy        | n/a |
| Data collection          | n/a |
| Timing and spatial scale | n/a |
| Data exclusions          | n/a |
| Reproducibility          | n/a |
| Randomization            | n/a |
| Blinding                 | n/a |

Did the study involve field work? ☐ Yes ☒ No

## Field work, collection and transport

|                        |     |
|------------------------|-----|
| Field conditions       | n/a |
| Location               | n/a |
| Access & import/export | n/a |
| Disturbance            | n/a |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                 |
|-----------------|---------------------------------------------------------------------------------|
| Antibodies used | Antibodies used are listed in Table S4 in Supplementary Information.            |
| Validation      | Validation was done with positive control samples and molecular weight markers. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                     |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Cell lines have been obtained from the European Collection of Authenticated Cell Cultures (ECACC)   |
| Authentication                                                       | Cell lines were used during few passages after delivery. Morphological and some functional analyses |
| Mycoplasma contamination                                             | Negative.                                                                                           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Only authentic cell lines from European bank were used.                                             |

## Palaeontology and Archaeology

|                                                                                                                                                 |     |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Specimen provenance                                                                                                                             | n/a |
| Specimen deposition                                                                                                                             | n/a |
| Dating methods                                                                                                                                  | n/a |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |     |
| Ethics oversight                                                                                                                                | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                              |
|-------------------------|------------------------------------------------------------------------------|
| Laboratory animals      | Licensed humanized PXR-CAR-CYP3A4/3A7 mice (Model 11585, Taconic) were used. |
| Wild animals            | No wild animals were used.                                                   |
| Reporting on sex        | Sex is always reported.                                                      |
| Field-collected samples | n/a                                                                          |
| Ethics oversight        | Ethics committees work at all institutes involved.                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |     |
|-----------------------------|-----|
| Clinical trial registration | n/a |
| Study protocol              | n/a |
| Data collection             | n/a |
| Outcomes                    | n/a |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Data access links<br><i>May remain private before publication.</i> | n/a |
| Files in database submission                                       | n/a |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | n/a |

### Methodology

|                         |     |
|-------------------------|-----|
| Replicates              | n/a |
| Sequencing depth        | n/a |
| Antibodies              | n/a |
| Peak calling parameters | n/a |
| Data quality            | n/a |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                  |
|---------------------------|----------------------------------|
| Sample preparation        | <input type="text" value="n/a"/> |
| Instrument                | <input type="text" value="n/a"/> |
| Software                  | <input type="text" value="n/a"/> |
| Cell population abundance | <input type="text" value="n/a"/> |
| Gating strategy           | <input type="text" value="n/a"/> |

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |                                  |
|---------------------------------|----------------------------------|
| Design type                     | <input type="text" value="n/a"/> |
| Design specifications           | <input type="text" value="n/a"/> |
| Behavioral performance measures | <input type="text" value="n/a"/> |

|                               |                                                                 |
|-------------------------------|-----------------------------------------------------------------|
| Imaging type(s)               | <input type="text" value="n/a"/>                                |
| Field strength                | <input type="text" value="n/a"/>                                |
| Sequence & imaging parameters | <input type="text" value="n/a"/>                                |
| Area of acquisition           | <input type="text" value="n/a"/>                                |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used |

### Preprocessing

|                            |                                  |
|----------------------------|----------------------------------|
| Preprocessing software     | <input type="text" value="n/a"/> |
| Normalization              | <input type="text" value="n/a"/> |
| Normalization template     | <input type="text" value="n/a"/> |
| Noise and artifact removal | <input type="text" value="n/a"/> |
| Volume censoring           | <input type="text" value="n/a"/> |

### Statistical modeling & inference

|                         |                                  |
|-------------------------|----------------------------------|
| Model type and settings | <input type="text" value="n/a"/> |
| Effect(s) tested        | <input type="text" value="n/a"/> |

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

n/a

(See [Eklund et al. 2016](#))

Correction

n/a

## Models & analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity  
☐ ☐ Graph analysis  
☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

n/a

Graph analysis

n/a

Multivariate modeling and predictive analysis

n/a

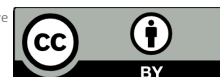

**Supplement:** Supplementary file 2 — Reporting Summary

How the deposited data were processed for this re-analysis (not part of the article)

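Liver RNA of 5 control (vehicle-treated) and 5 MI-883-treated male humanized mice on HFD was sequenced on a NovaSeq6000. According to the paper, the authors aligned paired-end reads to the mouse genome with STAR and counted them on genes with featureCounts. The paper's text does not name the versions of these tools, the gene annotation or the strand setting. The authors deposited raw counts per gene, named by Entrez gene number, without normalization. The values are whole numbers, the lowest total of a gene over the livers is 1, and the count filter of the paper's methods had not been applied to them. Of 16647 listed genes, 16644 were matched to the RefSeq annotation of GRCm38, which gave symbols and positions, and 3 were not.

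Livers were grouped by the condition in their labels, with replicates numbered 1 to 5 in each group. Each library is from another animal. Library totals lay between 23513665 and 36221514 counts. The floor of 3 counts corresponds to 0.104 CPM on average over the control livers and covers counting error only.

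Genes with at least 60 counts summed over the 10 livers were tested, which left 13219 genes, while 3428 genes were below this minimum. A reading of the methods as 60 counts in every sample would leave 9959 genes. The groups were compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, estimated dispersions, quasi-likelihood test, condition as the sole term), with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes beyond 1 were counted separately. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The groups were also compared gene by gene with an exact two-sided permutation test of mean log2 CPM, which can give no P under 0.00794. Principal components were taken from the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0.

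Of 23 gene lists written in advance, 19 were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and the mean of each list was compared by the exact permutation test. GO annotation was not used here. Over-representation was tested for Reactome pathways of 5 to 500 tested genes, taken from fgsea 1.28.0, by one-sided Fisher's exact tests with all 13219 tested genes as background. The share of 100-base stretches of a transcript that also occur in transcripts of other genes was taken as a measure of reads that alignment could not place. The paper's reads were longer than this and paired, so that the share tends to overstate such reads.

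The genes reported by name were chosen by a rule set in advance. They are the genes that the paper names for these data or labels in Fig. 6b, d and e, and the liver genes it measured by RT-qPCR in the same study. They also include the 10 genes with the largest change in each direction among genes with an adjusted P under 0.05, a mean of at least 1 CPM and no overlap between the groups, and the genes of the humanized loci and sex-linked genes. Members of gene lists are named where the list is described. Some genes that fall under this rule are not reported here. Of the 75 genes that the paper names or shows, 72 were tested. Of these, 24 had an adjusted P under 0.05 over all tested genes and 45 when adjusted over this list alone, which as the paper's own selection shows no stability. Gsta5 of Fig. 6d was not analysed here, since its symbol did not match a listed gene.

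Alternatives to these choices were the Wald test of DESeq2 without independent filtering, size factors of DESeq2 or total counts in place of TMM, a minimum of 60 counts in every sample, the filter of edgeR's filterByExpr, no filter, the replicate number as a block, a surrogate variable from sva 3.50.0, and leaving out each liver. For the lists, camera with estimated correlation and the rotation test fry were run. For principal components, all tested genes, the 100 most variable genes and log2 CPM were used, and for pathways, sizes of 10 to 200 genes, the genes called by DESeq2 and the genes changed by more than 1 on the log2 scale. DESeq2 with 60 counts in every sample, DESeq2 without a filter and with its default independent filtering, and a covariate parting replicates 1 and 2 from 3 to 5 were chosen after seeing the data. The pipeline was tested on simulated data of 13147 genes with 200 changed genes. There edgeR called 93.5% of the changed genes with 5.08% false calls, and DESeq2 called 95.5% with 11.2% false calls. The simulated changes were all at least 1 on the log2 scale, so that smaller changes were not covered.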

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

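The exact permutation tests of list means and the tests of shared sequence for *Cyp3a59* and for the 5 genes outside those the paper discusses were chosen after the results were seen.

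Values of single livers were compared within each group of 5. A liver was taken to lie apart when its gap to the nearest liver made up more of the range of the group than Dixon's critical value, which happened in 7 of 222 groups, where 11.1 are expected by chance. The CPM of *Srebf2* was 49.4 in the MI-883-treated liver of replicate 5, with the nearest at 40.9. Among control livers, the CPM of *Cyp2c38* was 50.5 in replicate 3 (nearest 84.5), the CPM of *Cyp3a59* was 0.286 in replicate 3 (nearest 3.01) and the CPM of *Mid1ip1* was 54.6 in replicate 2 (nearest 79.9). *Cyp2c66* was at 0.0290 CPM in the control liver of replicate 4, which is 1 count, and at 0 in the other control livers. The mean score of the lipogenic genes was -0.0976 in the MI-883-treated liver of replicate 4 (nearest 0.0145), and the mean score of bile acid synthesis genes was -0.313 in the control liver of replicate 1 (nearest 0.0498). Such values were found at most 2 times in one liver. Their number is below what chance gives, and neither a technical nor a biological explanation was tested for them.

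Among the genes that the paper does not discuss, 5 were among the 10 with the largest increase. The log2 fold change was 3.05 for *Akr1b7*, 4.00 for *Prom1*, 3.66 for *Kcnk1*, 2.44 for *Fndc5* and 2.68 for *Fbln1*, and in each every MI-883-treated liver lay above every control liver, as the choice of these genes required. Their adjusted P lay between 0.00011 and 0.0094 (edgeR), and it stayed under 0.05 in all 10 fits that each left out one liver. With every library thinned to the smallest total, 5 of the 5 kept an adjusted P under 0.05, as did 5 of the 5 with the trend over GC content taken out and 5 of the 5 with the trend over transcript length taken out. These corrections moved log2 fold changes little and so say little about changes of this size. The largest share of 100-base stretches found in other genes was 0%. *Prom1* is also expressed in bile duct cells, but a list of 9 other bile duct markers did not pass (P = 0.118, camera; median log2 fold change 0.19, 8 of 9 genes higher; exact permutation P = 0.524). Of the immune cell genes 13 of 16 were higher (median log2 fold change 0.13), and the list did not pass (adjusted P = 0.237, camera; exact permutation P = 0.516). Of the stellate cell and collagen genes 11 of 12 were higher (exact permutation P = 0.127). Further cell types were not tested, so that the cells in which these genes are higher remain open.

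*Cyp3a59*, a mouse gene of the humanized *Cyp3a* locus, had a log2 fold change of 2.15 (adjusted P = 0.018, edgeR; from 0.00054 to 0.0550 over the alternatives), with 7 to 114 counts in control and 240 to 406 counts in MI-883-treated livers. Reads from *Cyp3a25*, the mouse gene with which it shares 5.61% of its 100-base stretches, are not a candidate source, since the number of livers in which *Cyp3a25* had more counts than *Cyp3a59* was 0. *Cyp3a11* had 0 to 1 counts. The human CYP3A4 and CYP3A7 sequences carried by these mice were not used here, so that an increase of *Cyp3a59* cannot be told apart from reads of the human genes aligned to it.

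Of 19 gene lists, 13 had an adjusted P under 0.05 with camera at its fixed inter-gene correlation. The same test gave a median of 6 lists and up to 10 in the 15 other splits of the livers that part the same-numbered pairs, so that its P values are too small for these data. The number of splits with as many lists was 1 of 16, which with 16 splits can give no share under 0.0625. With the correlation estimated for each list, 1 list passed. The exact permutation test of list means, adjusted over the 19 lists, gave no value under 0.05, with 0.0503 for the lowest, while 8 lists had an unadjusted P under 0.05. As this test can give no P under 0.00794, a single list could not pass the adjustment over 19 lists, and a value above 0.05 after adjustment does not speak against a list.

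The proliferation genes had a median log2 fold change of 0.73, with 29 of 30 genes higher (adjusted P = 1.4e-12, camera; between 9.2e-16 and 0.215 over the alternatives). This was the prediction for hepatocyte proliferation. *Rrm2* was the only one of the 30 genes with an adjusted P under 0.05 in edgeR, and *Mki67* (log2 fold change 0.84, adjusted P = 0.171), *Foxm1* (0.96, 0.169) and *Pcna* (0.051, 0.787) did not pass. With the immune cell score of each liver as a covariate, the median was 0.64 (P = 4.2e-12, camera, whose P values are too small for these data), while the exact permutation P of its mean without the covariate was 0.0317, and 0.0754 adjusted over the lists. The mean was higher than in any control liver in 3 of 5 MI-883-treated livers. The unadjusted P is under 0.05, and the adjusted test could hardly pass at this number of livers. A weak proliferative response thus remains a hypothesis. From RT-qPCR of proliferation and apoptosis markers in these mice, the paper names only *Gadd45b* and *Meg3* as raised. It also reports a higher liver weight after treatment on HFD, which it reads as hypertrophy without proliferation.

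The cholesterol synthesis genes, written as targets of Srebp2, had a median log2 fold change of 0.24, with 24 of 25 genes higher. The paper's hypothesis of lower Srebp2 activity predicts a lower list, and the list was not lower (adjusted P = 2.7e-05 in the upward direction, camera; from 2.3e-09 to 0.327 over the alternatives). The exact permutation P of the mean was 0.0873, with 2 of 5 MI-883-treated livers above all control livers, so that an increase cannot be told apart from a difference between single livers. Transcript levels do not measure the nuclear form of Srebp2.

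The Nrf2 target genes had a median log2 fold change of 0.26, with 15 of 16 genes higher (adjusted P = 0.00023, camera; from 1.2e-06 to 0.299 over the alternatives), which was the prediction for Nrf2 activation as a candidate explanation of the higher glutathione transferases. The exact permutation P of the mean was 0.0317, and 0.0754 adjusted over the lists, with 3 of 5 MI-883-treated livers above all control livers. The AhR target genes had a median log2 fold change of 0.27, with 6 of 7 genes higher and an exact permutation P of 0.0159 (0.0503 adjusted). Without *Cyp1a2* the list did not pass (P = 0.0600, camera; exact permutation P = 0.135), although 5 of 6 genes were higher (median log2 fold change 0.21). The paper's reporter gene assays in cultured cells included AhR, and it found no interaction of MI-883 with the further receptors tested. From the gene list alone, AhR activation as an explanation of higher *Cyp1a2* in these livers remains open.

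The male-biased liver genes had a median log2 fold change of 0.39, with 14 of 20 genes higher and an exact permutation P of 0.151. The female-biased genes had a median log2 fold change of -0.45, with 13 of 17 genes lower and an exact permutation P of 0.175. A mislabelled female liver is excluded, since the lowest count of the Y-linked gene *Ddx3y* was 1559. Neither list can be told apart from a difference between single livers.

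The stellate cell and collagen genes had a median log2 fold change of 0.40, with 11 of 12 genes higher. With the immune cell score as a covariate the median fell to 0.23 (P = 0.0092, camera, whose P values are too small for these data), while the exact permutation P of its mean without the covariate was 0.127. Immune cell content may account for part of the difference. The pattern cannot be told apart from a difference between single livers.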

How the results depend on the processing

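All alternatives except 3 that are named below were set before the data were examined.

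The count of 136 genes with an adjusted P under 0.05 was 463 with DESeq2 (291 higher, 172 lower), 231 with a surrogate variable (174 higher, 57 lower) and 89 with the replicate number as a block (72 higher, 17 lower), of which 136, 134 and 76 were among the 136. In simulated data DESeq2 made 11.2% false calls and edgeR 5.08%. That was a single simulation with dispersions estimated by edgeR, in which every changed gene changed by at least 1 on the log2 scale. It gave 197 calls with edgeR and 215 with DESeq2, unlike the 136 and 463 here. It therefore cannot tell whether the further calls of DESeq2, many of them smaller changes, are false. The cause of the differences was not tested. Same-numbered livers are different animals and were no more alike than others (mean correlation 0.0585 against -0.0146, exact permutation P = 0.325 over 120 pairings), so that the block has no measured basis. The other size factors and filters gave between 130 and 144 genes. Across the 10 fits that each left out one liver, the count lay from 62 to 208, with 52 to 148 genes higher and 9 to 60 lower.

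Of the 136 genes, 47 changed by more than 1 on the log2 scale (43 higher, 4 lower). This count was 87 with DESeq2 (79 higher, 8 lower) and 22 with at least 60 counts in every sample (19 higher), a minimum that removes genes with low counts in control livers. With a surrogate variable 7 of them were lower, and from 2 to 7 with one liver left out. The cause was not tested.

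Of the genes in the heatmap of Fig. 6d, 34 had the direction shown. Of these, 20 had an adjusted P under 0.05 with edgeR and 34 with DESeq2. PC1 held 33.6% of the variance with all tested genes, 45.2% with the 100 most variable genes and 40.1% with log2 CPM, and the test of its scores kept its side of the threshold in these. Without the MI-883-treated liver of replicate 5, PC1 held 43.4% and the exact permutation P was 0.0556. Across the 10 such fits PC1 held from 35.2% to 46.8%. Of the gene lists, 13 passed with camera, 1 with estimated correlation and 6 with fry. Among lower genes 0 Reactome pathways passed (11 at an unadjusted P under 0.05), 5 with DESeq2, 4 with the replicate number as a block and from 0 to 1 with one liver left out.

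Chosen after seeing the data, DESeq2 with 60 counts in every sample gave 449 genes (276 higher, 173 lower; 27 beyond 1, 23 of them higher). DESeq2 without a filter and with independent filtering gave 453 (286 higher, 167 lower; 91 beyond 1, 83 higher and 8 lower) and 34 heatmap genes. A covariate parting replicates 1 and 2 from 3 to 5 gave 148 genes, 130 of them among the 136.

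With total counts the log2 fold change was 0.0064 for *Abcg5*, 0.043 for *Bcl2*, 0.017 for *Cpt1a*, 0.018 for *Eif2s3y*, 0.017 for *Kdm5d* and 0.0099 for *Plin2*. With a surrogate variable it was -0.13 for *Abcb1a*, 0.079 for *Abcg5*, -0.037 for *Cd36*, -0.12 for *Cdkn1a*, 0.036 for *Cpt1a*, 0.016 for *Eif2s3y*, 0.021 for *Kdm5d*, 0.025 for *Nr1i3* and 0.037 for *Scap*. For *Bcl2* it was 0.00031 with DESeq2, 0.016 with the replicate number as a block and 0.033 with the covariate for replicates 1 and 2. The lipogenic list, tested as lower, was tested as higher with 60 counts in every sample (median 0.047) and with the block (median 0.017). Across the fits that each left out one liver, the log2 fold change lay from -0.16 to 0.22 for *Bcl2*, from -0.088 to 0.14 for *Cyp3a13*, from -0.031 to 0.29 for *Cyp7b1*, from -0.0045 to 0.094 for *Insig1*, from -0.11 to 0.24 for *Abcb1a*, from -0.11 to 0.027 for *Abcg5*, from -0.0091 to 0.23 for *Cd36*, from -0.16 to 0.035 for *Kdm5d*, from -0.11 to 0.027 for *Scap*, from -0.083 to 0.071 for *Eif2s3y*, from -0.0036 to 0.16 for *Nr1i2*, from -0.090 to 0.029 for *Cpt1a*, from -0.16 to 0.0043 for *Ppara* and from -0.12 to 0.023 for *Plin2*. The median log2 fold change of lists whose direction changed lay from 0.0080 to 0.10 for the lipogenic genes, from -0.059 to 0.036 for the fatty acid oxidation genes, from -0.089 to 0.27 for the immune cell genes and from -0.056 to 0.027 for the bile acid synthesis genes. The cause was not tested.

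Without leaving out livers, 76 other results for genes changed side of the threshold, 8 weaker and 68 stronger, as did 20 for lists, 19 weaker and 1 stronger. Of the 68, 18 came from DESeq2, 17 from DESeq2 with 60 counts in every sample and 18 from DESeq2 without a filter. With one liver left out the balance for genes was the reverse, with 53 results weaker and 9 stronger. For lists 5 were then weaker and 8 stronger. Depth limits *Sult2a1*, at 3 counts or fewer in every liver, and the size of the change of *Cyp2c66*.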

Differences from the paper's values

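The paper gives an adjusted P of 0.008 for *Cyp2c70*, against 0.103 here with edgeR. None of the alternatives set before the data were examined closed the gap, the nearest being DESeq2 with 0.0122. DESeq2 with at least 60 counts in every sample, which was chosen after seeing the values, gave 0.0118 and falls within a factor of 1.5 of the paper's value. Over the alternatives the adjusted P lay between 0.0122 and 0.214.

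The paper's adjusted P is about 0.0005 for *Srebf1* and about 0.013 for *Scarb1* in Fig. 6e, read by eye. With edgeR it was 0.047 for *Srebf1* and 0.0929 for *Scarb1*. Among the alternatives set before the data were examined, DESeq2 closed each gap, with 0.00069 for *Srebf1* and 0.0128 for *Scarb1*, and no other did. Chosen after seeing the values, DESeq2 without a filter also closed these gaps (0.00073 and 0.0140), and DESeq2 with 60 counts in every sample closed that of *Scarb1* (0.0189) but not that of *Srebf1* (0.00082).

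The paper's adjusted P of *Lipc* is about 0.004 in Fig. 6e, read by eye, against 0.0598 with edgeR. None of the alternatives set before the data were examined closed the gap, and DESeq2 gave 0.0024. DESeq2 with at least 60 counts in every sample (0.0037) and DESeq2 without a filter (0.0028), both chosen after seeing the values, did.

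The paper counts *Scd1*, *Scarb1*, *Lipc*, *Apoc1*, *Apoc4*, *Apoa1* and *Cyp2c70* among the significantly lower genes. All had a negative log2 fold change here, and none had an adjusted P under 0.05 with edgeR. For *Scd1* the paper also reports lower expression by RT-qPCR in more animals than were sequenced. DESeq2 called all of them, with 0.0029 for *Scd1*, 0.00020 for *Apoc1*, 0.0056 for *Apoc4* and 0.00066 for *Apoa1*, as did both DESeq2 settings chosen after seeing the values. A surrogate variable called *Scd1* (0.0281), *Scarb1* (0.0434) and *Apoc1* (0.0420). Total counts called *Apoc1* (0.0208), *Apoc4* (0.0473) and *Apoa1* (0.0353). At least 60 counts in every sample (0.0449) and filterByExpr (0.0496) called *Apoc1*, and leaving out control replicate 1 called *Apoc1* (0.0434) and *Lipc* (0.0330). Of the 20 genes that Fig. 6d shows as lower, 6 had an adjusted P under 0.05 with edgeR and 20 with DESeq2.

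The paper states that RT-qPCR of *Sult2a1* bore out the RNA-Seq data. In these counts *Sult2a1* had 0 to 3 counts in every liver, and no fold change is given.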

Other observations

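The tests described here were chosen before their results were seen, except the covariate for the replicate number and the comparison of the second principal component within the groups.

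The number of genes with an adjusted P under 0.05 did not fall under corrections for technical differences. It was 145 with every library thinned to the smallest total, 157 with the trend over GC content taken out and 169 with the trend over transcript length taken out, of which 129, 130 and 132 were among the 136. The median change of a log2 fold change under these corrections was 0.012, 0.023 and 0.031. The corrections moved the values little, and the log2 fold change had a Spearman's rho of 0.057 with GC content and 0.19 with transcript length across genes.

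The livers were also divided into other groups of 5. Of the 16 splits that part all same-numbered pairs, 1, the real one, gave as many genes with an adjusted P under 0.05 (136), and the other 15 gave 0. The same held for genes beyond 1 on the log2 scale (1 of 16 splits) and for pathways among higher genes (1 of 16 splits), while 16 of 16 splits gave as many pathways among lower genes, since the real split gave 0. With 16 splits the share cannot fall under 0.0625, so that these splits alone cannot tell the counts from chance. Among 44 other splits drawn at random, which part fewer pairs, one that put control replicates 1 and 2 with MI-883 replicates 1, 2 and 3 gave 125 genes, and 60 beyond 1, more than the 47 of the real split. Over all 60 splits run, no other gave as many as 136 genes or 12 pathways among higher genes, where the next highest number of pathways was 1. The labels give no batch that follows this split. A covariate parting replicates 1 and 2 from 3 to 5, chosen after this was seen, left 148 genes for MI-883, and 0 genes differed by the covariate itself (1264 at an unadjusted P under 0.05), although 11 of 19 gene lists did with camera. This covariate puts MI-883 replicate 3 on the other side and so does not test that split itself.

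Control livers of replicates 1 and 2 lay apart from the other control livers on the second principal component, at 11.5 and 7.67 against -1.92 to -0.073. Over the 10 livers its scores were compared with 4 measures. Pearson's r was 0.060 (Spearman's rho 0.079) with a clock gene score, 0.36 (0.42) with red blood cell genes, 0.56 (0.65) with immune cell genes and 0.62 (0.62) with library size. The permutation P of r was 0.867, 0.308, 0.0912 and 0.0568, and 0.867, 0.411, 0.182 and 0.182 after Benjamini-Hochberg adjustment over the 4 relations. For rho the permutation P was 0.838, 0.232, 0.0487 and 0.0598. Without the livers farthest from the median r was 0.26, 0.40, 0.81 and 0.63. None of these relations passed the adjustment. The comparison was repeated with the group means taken out, on a second component computed without the genes of these measures. There r was -0.25, 0.085, 0.84 and 0.47, and the exact P over 14400 permutations within the groups was 0.505, 0.825, 0.0028 and 0.203, or 0.674, 0.825, 0.011 and 0.406 after adjustment over the 4 relations. Immune cell content is thus a candidate explanation of differences on this component between livers of the same group.

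For the 18 tested *Cyp2b* and *Cyp2c* genes, reads shared between paralogs were considered as a source of part of the increase. The largest share of 100-base stretches found in one other riser and the log2 fold change had a Spearman's rho of 0.64 across genes (permutation P = 0.0048), and genes are not independent replicates. Since the share was counted in genes picked because they rose, this correlation cannot tell whether shared reads contributed. *Cyp2b10*, *Cyp2c55* and *Cyp2c29* share no stretch with other risers, so that their increase is not explained this way. For the other 5 risers this share was at most 8.55%, and the share found in any other genes at most 8.93%, so that shared reads cannot be excluded as a contribution.

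The paper measured several liver genes by RT-qPCR in more animals than were sequenced. *Scd1*, which it found to be lower, had the same direction here (log2 fold change -0.48, adjusted P = 0.105, edgeR). In the RNA-Seq data, *Fasn*, which the paper states to be lower, had a log2 fold change of 0.27 (standard error 0.191, adjusted P = 0.528, edgeR), and *Plin2* of -0.045 (standard error 0.120, adjusted P = 0.890). *Cyp7a1* had a log2 fold change of -0.73 (standard error 0.373, adjusted P = 0.367), with control livers from 561 to 4133 counts. It stayed between -0.98 and -0.46 with each liver left out in turn, and 1 of these fits passed (adjusted P = 0.0330, edgeR). Control replicate 1, at 15.7 CPM, lay below every MI-883-treated liver (32.4 to 50.9 CPM). The other control livers, from 54.7 to 119.7 CPM, lay above every MI-883-treated liver. A fall of *Cyp7a1* is therefore not excluded. *Cyp8b1* had a log2 fold change of 0.24 (adjusted P = 0.624), *Insig1* of 0.047 (adjusted P = 0.840) and *Srebf2* of 0.15 (adjusted P = 0.563). *Gadd45b* rose by 2.54 on the log2 scale (standard error 0.291, adjusted P = 0.00076), with every MI-883-treated liver above every control liver. *Sqle*, of the cholesterol synthesis genes, had a log2 fold change of 1.09 (standard error 0.258, adjusted P = 0.0703 with edgeR, between 0.0080 and 0.163 over the alternatives).

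The lower genes outside those the paper discusses include *Cfd*, with a log2 fold change of -2.25 (standard error 0.316, adjusted P = 0.0035, edgeR), and *Gadd45g*, with -1.30 (standard error 0.235, adjusted P = 0.020). In both every MI-883-treated liver lay below every control liver. No explanation was tested for them.

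The mouse genes *Nr1i2* and *Nr1i3*, which encode PXR and CAR, had 279 to 469 and 129 to 297 counts per liver, and *Cyp3a11* and *Cyp3a25* had 0 to 1 and 0 to 3. Whether reads of the human genes are among these counts was not tested.

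No library is a copy of another of the same group, since the spread between any pair of livers of one group was between 22.6 and 67.3 times that of counting error.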
